# Unusual nucleosome formation and transcriptome influence by the histone H3mm18 variant

**DOI:** 10.1093/nar/gkab1137

**Published:** 2021-12-21

**Authors:** Seiya Hirai, Kosuke Tomimatsu, Atsuko Miyawaki-Kuwakado, Yoshimasa Takizawa, Tetsuro Komatsu, Taro Tachibana, Yutaro Fukushima, Yasuko Takeda, Lumi Negishi, Tomoya Kujirai, Masako Koyama, Yasuyuki Ohkawa, Hitoshi Kurumizaka

## Abstract

Histone H3mm18 is a non-allelic H3 variant expressed in skeletal muscle and brain in mice. However, its function has remained enigmatic. We found that H3mm18 is incorporated into chromatin in cells with low efficiency, as compared to H3.3. We determined the structures of the nucleosome core particle (NCP) containing H3mm18 by cryo-electron microscopy, which revealed that the entry/exit DNA regions are drastically disordered in the H3mm18 NCP. Consistently, the H3mm18 NCP is substantially unstable *in vitro*. The forced expression of H3mm18 in mouse myoblast C2C12 cells markedly suppressed muscle differentiation. A transcriptome analysis revealed that the forced expression of H3mm18 affected the expression of multiple genes, and suppressed a group of genes involved in muscle development. These results suggest a novel gene expression regulation system in which the chromatin landscape is altered by the formation of unusual nucleosomes with a histone variant, H3mm18, and provide important insight into understanding transcription regulation by chromatin.

## INTRODUCTION

In eukaryotes, genomic DNA is accommodated within the nucleus, where it is compacted as chromatin (1). Histones H2A, H2B, H3 and H4 are the major protein components of chromatin, and form an elemental structural unit of chromatin termed the nucleosome (1). Histones form heterodimers, H2A–H2B and H3–H4, and two each of the H2A–H2B and H3–H4 dimers establish the histone octamer in the nucleosome (2). Approximately 150 bp of DNA are left-handedly wrapped around the histone octamer, forming the nucleosome core particle (NCP) (3).

The nucleosome is an essential architecture to compact genomic DNA, but it generally inhibits genomic DNA functions, such as transcription, replication, recombination and repair (4–6). The nucleosome-dependent gene suppression may provide more versatility of gene expression in individual tissues and cells, and play an essential role in the epigenetic regulation of genes (7–10). To accomplish this, nucleosomes must have diverse structures, stabilities, and positions in the genome (11–13).

Histone variants have from a few to 50% amino acid substitutions as compared to canonical histones, and are major factors in nucleosome diversity (14–19). Multiple copies of the canonical histone genes are encoded in the genome, and expressed in the S-phase of the cell cycle (19–24). In contrast, histone variants are encoded outside the canonical histone gene clusters, as non-allelic isoforms, and are produced in a cell-cycle independent manner (22–26). We previously identified fourteen histone H3 variants, including a testis-specific H3t variant, by the *in silico* hybridization method in mice (27). H3t is an orthologue of human H3T (27,28). The other thirteen histone H3 variants, named H3mm6–18, are evolutionally derived from H3.3 (27). H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16 are efficiently incorporated into chromatin, and their distribution in genomic regions is similar to that of H3.3 (27). H3mm7 reportedly plays a central role in skeletal muscle regeneration (29). On the other hand, H3mm6, H3mm8, H3mm9, H3mm10, H3mm14, H3mm15, H3mm17 and H3mm18 have nearly homogenous distributions in nuclei, suggesting that these variants are highly mobile (27).

H3mm18 is expressed in skeletal muscle and brain (27), but its structure and function have remained elusive. In the present study, we determined the structure, characteristics, and functional significance of the H3mm18 nucleosome, and provide insights into understanding genome regulation by histone variant-mediated alterations of the chromatin architecture.

## MATERIALS AND METHODS

### Incorporation of H3mm18 within cellular chromatin

NIH3T3 cells expressing EGFP-tagged H3.3 or H3mm18 were generated as previously reported (25,29). Cells were seeded in 35-mm glass-bottom dishes (Matsunami Glass), stained with bisbenzimide H33342 fluorochrome trihydrochloride (Hoechst) (Nacalai Tesque), and imaged using a fluorescence microscope (BZ-X700; Keyence).

### Purification of histones

Mouse histones H2A, H2B, H3.3 and H4 were bacterially produced and purified by the method described previously (30). The DNA fragment encoding mouse H3mm18 was ligated into the pET15b vector at the *Nde*I-*Bam*HI sites. After transformation of *Escherichia coli* strain (BL21) cells, H3mm18 was produced as an N-terminally hexa-histidine tagged protein. The cells carrying the H3mm18 expression vector were cultured in LB medium and disrupted by sonication, and then the pellet was collected by centrifugation. The pellet was resuspended in buffer *A* (50 mM Tris–HCl, pH 8.0, 500 mM NaCl, 5% glycerol and 7 M guanidine hydrochloride), and the H3mm18 protein was recovered in the soluble fraction under denaturing conditions. The H3mm18 protein was then mixed with nickel-nitrilotriacetic acid (Ni-NTA) beads (QIAGEN) in buffer *A*, and the beads were packed into an Econo-Column (Bio-Rad). The beads were washed with buffer *B* (50 mM Tris–HCl, pH 8.0, 500 mM NaCl, 6 M urea, 5% glycerol and 10 mM imidazole), followed by buffer *B* containing 25 mM imidazole. H3mm18 was then eluted by a linear gradient of imidazole from 25 to 500 mM in buffer *B*. The hexa-histidine tag was removed by thrombin protease treatment. After the tag cleavage, 30 mM 2-mercaptoethanol was added to reduce the cysteine residues of H3mm18. The H3mm18 protein was applied to a MonoS cation exchange column, and the column was washed with buffer *C* (20 mM sodium acetate, 6 M urea, 5 mM 2-mercaptoethanol, 1 mM EDTA, and 200 mM NaCl). The H3mm18 protein was eluted by a linear gradient of 200 mM to 900 mM NaCl in buffer C. The eluted H3mm18 protein was desalted, lyophilized, and stored at 4°C. The molecular weight of the purified H3mm18 protein was confirmed by MALDI-TOF mass spectrometry (Supplementary Figure S1A). The H3.3 mutants, R40C, R53S, R40C_R53S, R72L_R83C, I124T and C-term (R128G, R129Y, R131C, G132R and R134C), were constructed by site-directed mutagenesis with the pET15b-H3.3 expression vector as the template, and prepared by the method described previously (30).

### Reconstitution and purification of NCPs

The H2A–H2B, and H3–H4 complexes were prepared as described previously (30). NCPs were reconstituted by the salt-dialysis method with H2A–H2B and H3–H4, in the presence of the 145 bp Widom 601 DNA (31), as described previously (30). The reconstituted NCPs were purified by preparative native polyacrylamide gel electrophoresis using a Prep Cell apparatus, and the buffer was exchanged to 20 mM Tris–HCl buffer (pH 7.5) containing 5% glycerol using an Amicon Ultra 30K centrifugal concentrator (Merck Millipore). The purified NCPs were stored at –80°C.

### Preparation of the PL2-6 single-chain antibody fragment

The DNA fragment encoding the light chain variable domain and heavy chain variable domain of the PL2-6 monoclonal antibody was subcloned into the pET-15b vector. In the resulting PL2-6 single-chain antibody variable fragment (scFv), the light chain variable domain and heavy chain variable domain were connected with a (GGGGS)_3_ linker peptide, as described previously (32). Expression and purification of PL2-6 scFv were performed according to the method described previously (33). PL2-6 scFv was expressed in *Escherichia coli* BL21-CodonPlus(DE3)-RIPL cells by induction with isopropyl β-d-1-thiogalactopyranoside (200 nM). The cells were harvested and disrupted by sonication. The PL2-6 scFv peptide was obtained in the insoluble fraction, and recovered in 100 mM Tris–HCl buffer (pH 8.0), containing 2 mM EDTA, 1 mM dithiothreitol and 6M guanidine hydrochloride. After centrifugation, the supernatant was concentrated to 10 ml, and added to 1,000 ml of refolding buffer, containing 100 mM Tris–HCl buffer (pH 9.5), 1 mM EDTA, and 0.5 M arginine. The refolding solution containing the PL2-6 scFv peptide was adjusted to pH 9.5 by adding HCl, and oxidized glutathione (final concentration 551 mg/ml) was added. The resulting solution was incubated at 4°C for 48 h, and then dialyzed twice against 20 mM Tris–HCl buffer (pH 7.5) containing 113 mM urea for 16 h. After dialysis, the pH value of the sample solution was adjusted to 7.8 by adding HCl. The supernatant was obtained by centrifugation, and then clarified by passage through a 0.45 μm filter (Thermo Fisher Scientific). The resulting soluble fraction containing the PL2-6 scFv peptide was mixed with SP Sepharose Fast Flow resin (4 ml) (GE Healthcare). The resin bound to the PL2-6 scFv peptide was packed into an Econo-Column (Bio-Rad), and was washed with 150 ml of 20 mM Tris–HCl buffer (pH 7.5), followed by 20 ml of 20 mM Tris–HCl buffer (pH 7.5) containing 100 mM NaCl. The PL2-6 scFv peptide was eluted with 20 mM Tris–HCl buffer (pH 7.4) containing 300 mM NaCl. The resulting PL2-6 scFv peptide was mixed with 5 ml of nickel-nitrilotriacetic acid (Ni-NTA) beads (QIAGEN), and the slurry was packed into an Econo-Column (Bio-Rad). The beads were washed with Ni buffer (20 mM TrisvHCl (pH 7.4), 300 mM NaCl, and 40 mM imidazole). The PL2-6 scFv peptide was then eluted by a linear gradient of imidazole from 40 to 250 mM in Ni buffer. The PL2-6 scFv peptide was further purified by gel filtration chromatography on a Hiload 16/600 Superdex 75 (GE Healthcare) column equilibrated with 20 mM Tris–HCl buffer (pH 7.4), containing 150 mM NaCl and 1 mM EDTA. The purified PL2-6 scFv peptide was flash-frozen in liquid nitrogen and stored at –80°C.

### Structure analysis by cryo-EM

The purified nucleosome containing H3mm18 was fixed by the gradient fixation (GraFix) method (34). The sucrose and paraformaldehyde gradient solution was prepared with low sucrose concentration buffer (10 mM HEPES–NaOH (pH 7.5), 20 mM NaCl, 1 mM dithiothreitol and 5% sucrose) and high sucrose concentration buffer (10 mM HEPES–NaOH (pH 7.5), 20 mM NaCl, 1 mM dithiothreitol, 20% sucrose and 4% paraformaldehyde), using a gradient master instrument (SKB). The NCP sample (0.4 nmol) was loaded on the top of the gradient solution, and fractionated by centrifugation at 27 000 rpm at 4°C for 16 h, using a Beckman SW41 rotor. The fractions containing the NCP were collected and desalted on a PD-10 column (GE Healthcare) equilibrated with 20 mM HEPES–KOH (pH 7.5) buffer, containing 50 mM potassium acetate, 0.2 μM zinc acetate, and 0.1 mM Tris(2-carboxyethyl)phosphine. The sample was then concentrated to 10.6 μM by an Amicon Ultra 30K centrifugal concentrator (Merck Millipore), and was plunge frozen by vitrification using a Vitrobot Mark IV (Thermo Fisher Scientific) on a Quantifoil R1.2/1.3 copper grid, which had been glow discharged for 1 min by a PIB-10 Bombarder (Vacuum Device Inc.). For the H3mm18 NCP with PL2-6 scFv, the H3mm18 NCP and PL2-6 scFv were mixed at a 1:4 molar ratio in reaction solution (20 mM Tris–HCl (pH 7.5), 34.5 mM NaCl, 0.858% glycerol, 230 μM EDTA and 770 μM dithiothreitol). The reaction mixture was incubated at 25°C for 30 min, and then plunge frozen by vitrification using a Vitrobot Mark IV (Thermo Fisher Scientific) on an UltraAufoil R1.2/1.3 300 mesh grid, which had been plasma cleaned for 30 s by a Solarus II (Gatan).

### Cryo-EM data collection

Cryo-EM data of the crosslinked H3mm18 NCP prepared by GraFix and the non-crosslinked H3mm18 NCP with PL2-6 scFv were collected using the SerialEM automation software (35) on KriosG3i and KriosG4 microscopes (Thermo Fisher Scientific), operating at 300 kV at a nominal magnification of 81 000× (pixel sizes of 1.1 and 1.06 Å), with defocus ranging from −1.0 to −2.5 μm, respectively. Digital micrographs of the crosslinked H3mm18 NCP and the non-crosslinked H3mm18 NCP were recorded with 5.6 and 4.5 s exposure times on a K3 BioQuantum direct detection camera (Gatan) in the energy-filter TEM mode with a 25 eV slit, at a total dose of ∼57 electrons per Å^2^ with a total of 40 frames, respectively.

### Image processing

In total, 10 006 movies for the crosslinked H3mm18 NCP, and 4914 movies for the non-crosslinked H3mm18 NCP were aligned using MOTIONCOR2 (36), with dose weighting. The estimation of the contrast transfer function (CTF) was performed by CTFFIND4 (37) from digital micrographs with dose weighting. RELION 3.1 (38) was used for all subsequent image processing. In total, 3 584 929 particles of the crosslinked H3mm18 NCP, and 790 901 particles of the non-crosslinked H3mm18 NCP were picked automatically, followed by 2D classification to remove junk particles, resulting in the selection of 2 317 022 particles of the crosslinked H3mm18 NCP, and 629 528 particles of the non-crosslinked H3mm18 NCP. For the crosslinked H3mm18 NCP, the crystal structure of a canonical NCP (PDB: 3LZ0, (39)) was low-pass filtered to 60 Å, and used as an initial reference model. After the first round of 3D classification, 274 546 particles were selected for 3D refinement, followed by particle polishing and CTF refinement. The final map of the crosslinked H3mm18 NCP was sharpened with a *B*-factor (−51.3 Å^2^). For the non-crosslinked H3mm18 NCP, the *ab initio* model generated by Relion was low-pass filtered to 60 Å, and used as the initial reference model. After the first round of 3D classification, 224 465 particles were selected for 3D refinement, followed by particle polishing and CTF refinement. The final map of the non-crosslinked H3mm18 NCP was sharpened with a *B*-factor (−149.9 Å^2^). The resolutions of the final 3D maps were estimated by the gold standard Fourier Shell Correlation (FSC) at FSC = 0.143 (40), and normalized with MAPMAN (41). The local resolution maps were calculated by RELION 3.1, and visualized with UCSF Chimera (42). The details of the processing statistics for the crosslinked H3mm18 NCP and the non-crosslinked H3mm18 NCP are shown in Table 1.

**Table 1.** Cryo-EM data collection, processing, refinement and validation statistics

Sample	H3mm18 nucleosome (EMD-30631) (PDB 7DBH)	H3mm18 nucleosome with PL2-6 (EMD-31882) (PDB 7VBM)
**Data collection**		
Electron microscope	KriosG3i	KriosG4
Camera	K3	K3
Pixel size (Å/pix)	1.1	1.06
Defocus range (μm)	-1.0 to -2.5	-1.0 to -2.5
Exposure time (second)	5.6	4.5
Total dose (e/Å^2^)	57	57
Movie frames (no.)	40	40
Total micrographs (no.)	10 006	4914
**Reconstruction**		
Software	Relion 3.1	Relion 3.1
Particles for 2D classification	3 584 929	790 901
Particles for 3D classification	2 317 022	629 528
Particles in the final map (no.)	274 546	224 465
Symmetry	C1	C1
Final resolution (Å)	3.6	3.4
FSC threshold	0.143	0.143
Map sharpening *B*factor (Å^2^)	-51.3	-149.9
**Model building**		
Software	Coot	Coot
**Refinement**		
Software	Phenix	Phenix, ISOLDE
**Model composition**		
Protein	697	677
Nucleotide	252	252
**Validation**		
MolProbity score	1.78	0.99
Clash score	11.67	2.18
R.m.s. deviations		
Bond lengths (Å)	0.007	0.006
Bond angles (°)	0.851	0.911
**Ramachandran plot**		
Favored (%)	96.77	98.03
Allowed (%)	3.23	1.97
Outliers (%)	0	0

### Model building

The atomic model of the crosslinked H3mm18 NCP was built based on the crystal structure of the *Xenopus laevis* NCP containing the Widom 601 positioning sequence (PDB ID: 3LZ0, (39)). The atomic coordinates of the *X. laevis* NCP were fitted to the cryo-EM map of the H3mm18 NCP by the *Cryo_fit* program (43). The amino acid residues of the histones were adjusted into the mouse histones. The resulting atomic model was refined using phenix_real_space_refine (44) against the cryo-EM map, and edited manually with COOT (45). For the non-crosslinked H3mm18 NCP structure aided by PL2-6 scFv, the final model of the crosslinked H3mm18 NCP structure was used as the starting model. The model was refined by phenix_real_space_refine (44) and manually rebuilt using interactive molecular dynamics flexible fitting with the ISOLDE software (46). The final models of the crosslinked and non-crosslinked H3mm18 NCP structures were validated by the MolProbity program ((47); Table 1). Structural figures were prepared with PyMOL (The PyMOL Molecular Graphics System, Version 2.0, Schrödinger, LLC.), and ChimeraX (48).

### Thermal stability assay

The NCP samples (2.25 μg for DNA) were subjected to a thermal stability assay. The assay was performed in 19 μl of reaction solution (17 mM Tris–HCl (pH 7.5), 0.85 mM dithiothreitol, 4.25% glycerol, 100 mM NaCl and 5× SYPRO Orange (SIGMA-Aldrich)) as described previously (49). The samples were tested with a temperature gradient from 25°C to 95°C in steps of 1°C/min. The fluorescence signal of the SYPRO Orange was detected by a Step One Plus real-time PCR instrument (Applied Biosystems). Normalization of the signal was performed as follows: *F*(*T*)_normalized_ = [*F*(*T*) – *F*(26)]/[*F*(95) – *F*(26)], where *F*(*T*) indicates the fluorescence signal intensity at a particular temperature.

### MNase assay

The NCP samples (1.4 μg) were subjected to the MNase assay in 70 μl of reaction solution (50 mM Tris–HCl (pH 8.0), 1.9 mM dithiothreitol, 2.5% glycerol, 25 mM NaCl and 2.5 mM CaCl_2_). After an incubation at 37°C for the indicated time, each aliquot (10 μl) was taken and mixed with 5 μl of the reaction stop solution (20 mM Tris–HCl (pH 8.0), 20 mM EDTA, 0.1% SDS, and 0.48 mg/ml proteinase K (SIGMA-Aldrich)). The resulting DNA fragments were analyzed by native-polyacrylamide gel electrophoresis with ethidium bromide staining. The gel images were obtained with an Amersham imager (GE Healthcare).

### Plasmids for differentiation assay and transcriptome analysis

The expression vectors for the N-terminally EGFP-tagged histones H3.3 and H3mm18 were described previously (27), and are based on the Tet Expression Vector pT2A-TRETIBI bidirectionally expressing EGFP-fused proteins and *NeoR*. The expression vectors for C-terminally EGFP-tagged histone H3.3 and H3mm18 were also constructed with a similar subcloning strategy, except that the *Puro* expression cassette was inserted instead of *NeoR*. To generate stably expressing cells, these plasmids were transfected together with pCAGGS-TP and pT2A-CAG-rtTA2S-M2, as described previously (27). For the *H3mm18* reporter constructs, using genomic DNA extracted from mouse tails as the template, the corresponding genomic regions were PCR amplified with a common forward primer (5′-AAAGAATTCTGTTCGGAGCCTTCGCAGC-3′) and specific reverse primers as follows: 5′-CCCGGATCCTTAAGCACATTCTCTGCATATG-3′, 5′-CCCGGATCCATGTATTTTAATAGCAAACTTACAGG-3′, 5′-AAAGGATCCCCTTCATTACCCTCTGGTCC-3′, and 5′-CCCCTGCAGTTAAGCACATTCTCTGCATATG-3′ for ΔUTR-GA, ΔGA, H3mm18 and 18-pA, respectively. These fragments were inserted into the pT2A-TRETIBI/EGFP-H3.3 vector, previously digested with either EcoRI and BglII or EcoRI and PstI.

### Cells

C2C12 and NIH3T3 cells were purchased from the American Type Culture Collection (ATCC). C2C12 cells were grown in Dulbecco's modified Eagle's medium (DMEM) supplemented with 20% fetal bovine serum. For differentiation, cells were transferred to DMEM containing 2% horse serum upon reaching confluence. NIH3T3 cells were grown in DMEM supplemented with 10% calf serum. Introduction of MyoD into NIH3T3 cells was accomplished using retroviral vectors, as described previously (29).

The H3mm18 knockout (KO) C2C12 cells were generated by the electroporation of reconstituted Cas9-crRNA-tracrRNA ribonucleoprotein complexes, according to IDT’s protocol. Briefly, equimolar concentrations of Alt-R CRISPR-Cas9 cRNA and Alt-R CRISPR-Cas9 tracrRNA (IDT) were heated at 95°C for 5 min, followed by cooling to RT for duplex formation. The ribonucleoprotein complexes were formed by mixing crRNA:tracrRNA duplex and Alt-R S.p. HiFi Cas9 Nuclease (IDT), and electroporated into cells using a Neon Transfection System (Invitrogen) according to the manufacturer's instructions. On the following day, the cells were single-cell sorted into 96-well plates, using a fluorescence-activated cell sorter (SH800, Sony), for clonal isolation. We designed four crRNAs targeting the *H3mm18* gene, two for upstream (5′-GAGCTGTCTCACCTAGATGT-3′ and 5′-ATATAGCCACACTCGGACAC-3′), and two for downstream (5′-TGTGCTAAGAAAGCCCGGTA-3′ and 5′-GGTTTATTAAGACCCAACGA-3′), which were introduced together into the cells in a single electroporation.

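In GRCm38 each of the 4 crRNA sequences had 1 exact match, on chromosome 13. The pair named upstream, GAGCTGTCTCACCTAGATGT and ATATAGCCACACTCGGACAC, matched 70005983 to 70006002 on the plus strand and 70005855 to 70005874 on the minus strand. The pair named downstream, TGTGCTAAGAAAGCCCGGTA and GGTTTATTAAGACCCAACGA, matched 70008077 to 70008096 on the minus strand and 70008214 to 70008233 on the plus strand. Read on each match's own strand, the genome went on with TGG after the first of the 4 sequences and with GGG after the other three. All 4 matches lay in an intron of the long noncoding RNA gene 1700084F23Rik, which is annotated on the minus strand. An open reading frame of 411 bp ran between the pairs on the minus strand, from 70007204 to 70007614. It overlapped Gm47655 (ENSMUSG00000113980), annotated as a processed pseudogene from 70007231 to 70007614. By chromosome coordinate the pair named upstream lay before the frame and the pair named downstream after it. On the minus strand the pair named upstream lay beyond the 3′ end of the frame, and the pair named downstream beyond its 5′ end. The outermost bases of the 4 matches enclosed 2379 bp. These positions come from the reference alone, and no sequenced library enters them.

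**Figure D1:**
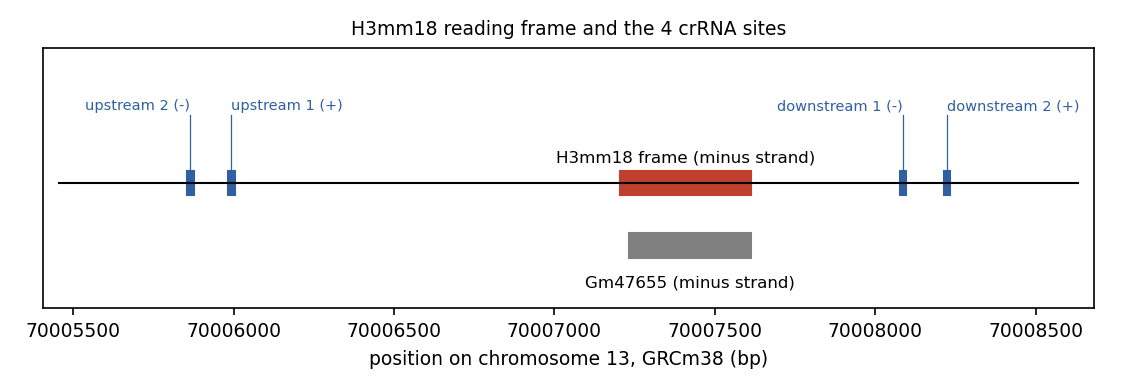
Map of the H3mm18 locus on chromosome 13 of GRCm38, to scale, with position in bases on the horizontal axis. The 4 crRNA matches lie outside the reading frame of 411 bp, which overlaps the annotated Gm47655, and enclose 2379 bp.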

Plasmid transfection was performed using the Lipofectamine 2000 Transfection Reagent (Thermo Fisher Scientific) according to the manufacturer's instructions. For transient transfection, cells were collected at 24 h post transfection. To generate stable transfectants, cells were cultured for 14–21 days in the presence of 1 μg/ml of puromycin or 1 mg/mL G418, together with 1 μg/ml doxycycline (Dox) for the Tet-On system. EGFP-positive cells were selected by the cell sorter.

### Quantitative RT-PCR (RT-qPCR)

Total RNA was extracted from cells using Sepasol-RNA I Super G (Nacalai Tesque) and reverse-transcribed with PrimeScript II Reverse Transcriptase (Takara) and either an oligo-dT primer or a random 6-mer, according to the manufacturers’ protocols. Real-time PCR amplification and detection were performed using Thunderbird qPCR Mix (Toyobo) in the PikoReal Real-Time PCR System (Thermo Fisher Scientific) under the following thermocycling conditions: 30 sec at 95°C, 45 cycles of 5 s at 95°C, 30 s at 65°C and 20 s at 72°C. The primers used are as follows: 5′-CTCAGGACTTCAAAACAGATCTGT-3′ and 5′-CGCATATGCGGCCTGCTAGTTGGG-3′ for *H3mm18*, 5′-ATCAGCCATGATGGATACTTTCTC-3′ and 5′-GTTCTTTTTGTCAAGACCGACCT-3′ for *NeoR*, and 5′-CTCTGACTACCCTCCACTTGGTCG-3′ and 5′-ATTAAGACTGGGGTGGCAGGTGTT-3′ for *Eef1a1*, 5′-GACTTCAACAGCAACTCCCACTCT-3′ and 5′- GGTTTCTTACTCCTTGGAGGCCAT-3′ for *Gapdh*, 5′-AAGTCCAATCATTGGGCTCTGTCC-3′ and 5′-ACGGACTTTTATTTAAGGCAGGGC-3′ for *Ckm*, 5′-TTGTGCACCGCAAATGCTTCTAGG-3′ and 5′-ATGTACACGTCAAAAACAGGCGCC-3′ for *Acta1*, and 5′-AAAGCCATCACTTCTGTAGCAGGG-3′ and 5′-TCTCTGGACTCCATCTTTCTCTCC-3′ for *Myog*.

### Generation of antibodies against H3mm18

Rat monoclonal antibodies against H3mm18 were generated. The specific peptide (KQTARKSTGDKAPR, amino acids 4–17) was synthesized for use as an antigen (Eurofins). Hybridoma cells were isolated by limiting dilution and screened using culture supernatants in ICC on NIH3T3 cells expressing either EGFP-tagged H3mm18 or H3.3 (as a control). Positive clones were single-cell isolated by the cell sorter and again screened as above. Specificities of antibodies were assessed by immunoblotting and immunocytochemistry. Clone 1C8-7C11 was used in this study.

### Immunocytochemistry (ICC)

ICC was performed as described previously (29), with the following modifications. Cells were grown in ibidi 24-well plates (μ-Plate 24 Well Black) or on round cover glasses (Matsunami), and fixed with 4% paraformaldehyde in PBS for 10 min at RT. Cells were visualized with a Keyence BZ-X710 microscope system. Mouse anti-MyHC (eBioscience, MF20, 1:1000) was used.

### Biochemical fractionation and immunoprecipitation (IP)

Biochemical fractionations for preparing chromatin-unbound and chromatin fractionations were performed essentially as described previously (50). Briefly, cells were suspended in low salt extraction buffer (20 mM Tris–HCl [pH 7.5], 100 mM KCl, 0.4 mM EDTA, 0.1% Triton X-100, 10% glycerol, 1 mM β-mercaptoethanol) supplemented with a cOmplete ULTRA mini Protease Inhibitor Cocktail Tablet (Roche). After Dounce homogenization, the soluble chromatin-unbound fraction was separated by centrifugation at 14 000 × *g* at 4°C for 30 min, using a tabletop centrifuge. The insoluble pellet was then suspended in High salt extraction buffer (20 mM HEPES–KOH [pH 7.4], 400 mM KCl, 5 mM MgCl_2_, 0.1% Tween 20, 10% glycerol, 1 mM β-mercaptoethanol) supplemented with a cOmplete ULTRA mini Protease Inhibitor Cocktail Tablet, and subjected to brief sonication. The solubilized chromatin fraction was collected after centrifugation at top speed at 4°C for 30 min, using a tabletop centrifuge. For IP experiments, antibodies (mouse anti-GFP (clone 34F6, KISHIDA, 2 μg per sample), rabbit anti-DDDDK/FLAG (MBL, PM020, 1 μl per sample), and rat anti-H3mm18 (clone 1C8-7C11, 2 μg per sample)) were mixed with Dynabeads Protein G (Invitrogen) in PBS-T (0.05% Tween 20 in PBS) and rotated at 4°C for 1 hr. After washing with PBS-T, the beads were added to the chromatin-unbound fractions prepared as described above, and rotated at 4°C for 2 h. The beads were then washed three times with ice-cold Low salt extraction buffer. Finally, elution buffer (100 mM glycine–HCl [pH 2.5], 150 mM NaCl) was added to the beads to obtain the precipitated complexes, followed by neutralization with 1 M Tris–HCl [pH 8.0]. The following western blotting was performed as described previously (29). Antibodies used for immunoblotting were as follows: rabbit anti-Hsp90 (Santa Cruz, H-114, 1:2000), rabbit anti-GFP (BioAcademia, 60-011, 1:1000), mouse anti-GFP (Nacalai, GF200, 1:500), rat anti-H3mm18 (clone 1C8-7C11, 2 mg/ml, 1:1000), mouse anti-MyHC (eBioscience, MF20, 1:1000), rabbit anti-Myogenin (Santa Cruz, M-225, 1:100), rat anti-MyoD (KISHIDA, 5F11, 1:1000), rabbit anti-DDDDK/FLAG (MBL, PM020, 1:1000), and rabbit anti-DAXX (Santa Cruz, M-112, 1:1500).

### Transcriptome analysis using CEL-Seq2

CEL-Seq2 for C2C12 samples was carried out as described previously (29,51). Sequencing was performed using a HiSeq PE Rapid Cluster Kit v2 (Illumina) in an Illumina HiSeq 1500 system with 15 cycles for read 1 and 36 cycles for read 2. The extraction of sample barcodes and unique-molecular-identifiers (UMIs) was performed using UMItools (version 1.0.1) (52) with the command “umi_tools extract -I r1.fastq —read2-in = r2.fastq —bc-pattern = NNNNNNCCCCCC —read2-stdout”. The reads were trimmed using the Cutadapt (version 2.6) wrapper, Trim Galore (version 0.6.6), with the option “-a GATCGTCGGACT”. The reads were mapped to the reference genome (GRCm38, pre-built HISAT2 index, genome_snp_tran) using the aligning software HISAT2 (version 2.1.0) (53–55). The featureCounts software (version 2.0.1) (56) was used to obtain read counts per gene. Note that UMIs were not used and mitochondrial genes were excluded in the following analysis. The DESeq2 software (1.28.1) (57) was used to obtain the normalized counts and log_2_ Fold changes and to extract DEGs that met Benjamini and Hochberg corrected Wald *P* < 0.1. In the MA plots, the means of normalized counts show the average expression levels for samples used in the log_2_ Fold changes. Genes with log_2_ Fold changes over 5 and under −5 were plotted in triangles at 5 and −5, respectively in all MA plots. The Gene Ontology (GO) analysis was performed using R package clusterProfiler (version 3.16.1) (58) with the settings: OrgDb = “org.Mm.eg.db”, keyType = ‘ENSEMBL’, ont = “BP”, pAdjustMethod = “BH”, pvalueCutoff = 0.1, qvalueCutoff = 1.0. The gene ratio is the percentage of the genes in the GO term in the identified genes among the cluster. The heatmap shows the row (gene)-wise *Z* scores for regularized variance-stabilizing transformed counts (calculated by vst function in DESeq2) of the selected genes.

### Transcriptome analysis using BRB-Seq

BRB-Seq was performed as described previously (59), except that the cDNA was synthesized with RT primers for CEL-Seq2 (51) instead of those described in the original BRB-Seq protocol. Sequencing was performed using a HiSeq PE Rapid Cluster Kit v2 (Illumina) in an Illumina HiSeq 1500 system with the following cycles: 15 cycles for read 1 and 40 cycles for read 2 for NIH3T3 samples.

The extraction of sample barcodes and unique-molecular-identifiers (UMIs) was performed using UMI-tools (version 1.0.1) (52) with the following commands: umi_tools extract -I r1.fastq —read2-in = r2.fastq —bc-pattern = NNNNNNCCCCCCCCC —read2-stdout. The reads were trimmed using the Cutadapt (version 2.6) wrapper Trim Galore (version 0.6.6), with the option -a GATCGTCGGACT. The reads were mapped by the aligning software HISAT2 (version 2.1.0) (55) to the reference genome (GRCm38, pre-built HISAT2 index, genome_snp_tran). The mapped reads were sorted by SAMtools (version 1.9-170) (60). Read counts per gene were obtained using featureCounts (version 2.0.1) (56). Note that UMIs were not used and mitochondrial chromosome genes were excluded in the following analysis. The DESeq2 software (1.28.1) (57) was used to calculate normalized counts and log_2_ fold changes and to extract DEGs that met the following criteria: Benjamini and Hochberg corrected Wald *P* < 0.1. Means of normalized counts in MA plots are the average expression levels for samples used in log_2_ fold changes. Genes with log_2_ fold changes over 5 and under −5 were plotted with triangles at 5 and −5, respectively, in all MA plots.

### Chromatin profiling using ATAC-Seq

ATAC-Seq was performed as described previously (29). Sequencing was performed with an Illumina NovaSeq 6000 system with 51 cycles for both read 1 and read 2, using the following kits (Illumina): NovaSeq 6000 S2 Reagent Kit for ATAC-Seq.

Raw sequencing data were trimmed using the Cutadapt (version 2.6) (61) wrapper Trim Galore (version 0.6.6), with the option —2colour 20. The reads were mapped by the aligning software Bowtie2 (version 2.3.5.1) (62) to the reference genome (UCSC mm10, Bowtie 2 index), and the uniquely mapped reads were retained for the following analyses. The mapped reads were sorted by SAMtools (version 1.9-170) (60). For the visualization of ATAC-Seq signals on the Integrative Genomics Viewer (bigwig), read counts of 100 bp bins in the genome were normalized as counts per million (CPM) and counts of each bin were smoothed with a 1000 bp window by the deepTools software (version 3.3.0) (63) with the options: bamCoverage —binSize 100 —normalizeUsing CPM —smoothLength 1000. The bedtools software (version 2.29.2) (64) with the “multicov” option was used to count the ATAC-Seq reads within 5 kb ± TSS regions of the first exons. The DESeq2 software (1.28.1) (57) was used to calculate log_2_ fold changes for each 5 kb ± TSS region.

For the plots of fold changes of gene expression and ATAC peak signals on the TSS, genes with means of normalized counts of BRB-Seq at each time point that were over 50 (colored blue) were used. Black dots indicate the 54 downregulated DEGs at 48 hours of differentiation. The 2D kernel density of the total genes (colored blue) was drawn by the stat_density2d function in ggplot2. The 95% confidence ellipses of the 54 downregulated DEGs at 48 hours (red) and total genes (blue) were drawn by the stat_ellipse function.

## RESULTS

### H3mm18 is incorporated into chromatin with low efficiency in cells

H3mm18 contains 12 amino acid differences, at positions 13, 40, 53, 58, 72, 83, 124, 128, 129, 131, 132 and 134, as compared to H3.3. 

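The reading frame on the minus strand of chromosome 13 of GRCm38 encodes 135 residues after the initiating methionine. It was compared with the protein encoded by H3f3a, with positions counted from 1 at the residue after the methionine and the H3.3 residue written first. The 12 differences were G13D, R40C, R53S, T58S, R72L, R83C, I124T, R128G, R129Y, R131C, G132R and R134C. The frame and the H3f3a coding sequence, both 411 bp long, differed at 17 bases, an identity of 95.9%. From the start codon to codon 20 the frame reads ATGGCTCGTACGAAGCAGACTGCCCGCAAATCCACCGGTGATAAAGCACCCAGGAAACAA. Of its 380 sequences of 32 bases, 125 also occur in H3f3a. Besides Gm47655 and 1700084F23Rik, which overlap the frame itself, 66 annotated genes share at least 1 of the 380, so a read of this length cannot always be assigned to the H3mm18 locus.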

The Asp13, Cys40, Ser53, Ser58, Leu72, Cys83, Thr124, Gly128, Tyr129, Cys131, Arg132 and Cys134 residues of H3mm18 correspond to the Gly13, Arg40, Arg53, Thr58, Arg72, Arg83, Ile124, Arg128, Arg129, Arg131, Gly132 and Arg134 residues of H3.3, respectively (Figure 1A). These substitutions replace many basic Arg residues of H3.3 with neutral residues in H3mm18. The Arg residues play a key role in the histone-DNA interactions in the nucleosome (3).

**Figure 1.**
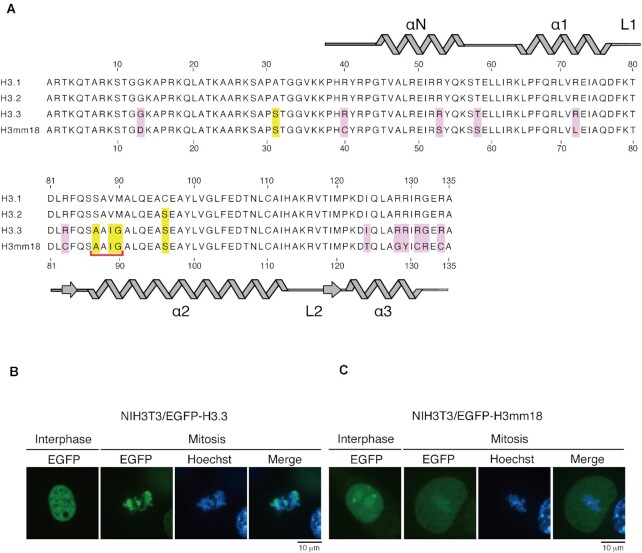
H3mm18 is incorporated into chromatin in cells. (**A**) Amino acid sequence alignment of H3.3 and H3mm18. The conserved residues between H3.3 and H3mm18 are represented with yellow boxes, and the H3mm18-specific residues are represented with pink boxes. The chaperone-recognition motif conserved between H3.3 and H3mm18 is marked by a red bracket. (**B**, **C**) NIH3T3 cells producing EGFP-tagged H3.3 (B) or H3mm18 (C). Genomic DNA was visualized by staining with bisbenzimide H33342 fluorochrome trihydrochloride (Hoechst).

To test whether H3mm18 is incorporated into chromatin in cells, EGFP-tagged H3mm18 or H3.3 was expressed in NIH3T3 cells. In interphase cells, both EGFP-tagged H3.3 and H3mm18 were localized in the nucleus (Figure 1B, C). In mitotic cells, the EGFP-tagged H3.3 substantially accumulated in the region that overlapped with the genomic DNA stained with bisbenzimide H33342 fluorochrome trihydrochloride (Hoechst), indicating that H3.3 is efficiently incorporated into chromatin in cells (Figure 1B). Interestingly, the chromatin incorporation of EGFP-tagged H3mm18 was also observed in mitotic cells, although its efficiency was low as compared to EGFP-tagged H3.3 (Figure 1C). Therefore, H3mm18 has the potential to be incorporated into chromatin in cells.

### The cryo-EM structure of the NCP containing H3mm18

To study the structural consequences of the H3mm18 incorporation into nucleosomes, we purified H3mm18 as a recombinant protein. The molecular weight of the recombinant H3mm18 protein was confirmed by MALDI-TOF mass spectrometry (Supplementary Figure S1A). The purified H3mm18 migrated faster than H3.3 in a sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) analysis (Supplementary Figure S1B). H3mm18 formed a nucleosome core particle (NCP) with histones H2A, H2B, H4, and the 145 bp Widom 601 DNA (31,65). The migration of the H3mm18 NCP in a native polyacrylamide gel electrophoresis analysis was clearly slower than that of the H3.3 NCP (Supplementary Figure S1C). This suggested that structure and/or physical properties of the H3mm18 NCP may be different from those of the H3.3 NCP.

We obtained the H3mm18 NCP structure with a crosslinked sample, prepared by the GraFix method, at 3.6 Å resolution (Figure 2A, Supplementary Figure S2, and Table 1). We also prepared the H3mm18 NCP sample for the cryo-EM analysis in the presence of the PL2-6 single-chain antibody variable fragment (scFv), which stabilizes the cryo-EM nucleosome sample by binding to the acidic patch of the NCP (32). We determined the H3mm18 NCP structure at 3.4 Å resolution without crosslinking (Supplementary Figures S3, S4, and Table 1). The overall H3mm18 NCP structures are similar between the crosslinked and non-crosslinked samples. In both H3mm18 NCP structures, the entry/exit regions of the nucleosomal DNA are drastically disordered, and the central 125−130 bp region of the DNA is visibly wrapped around the histone octamer (Figures 2A, B, and Supplementary Figure S3). In contrast, in the H3.3 NCP, the entry/exit DNA regions are captured by the αN helix of H3, and 145 bp of DNA are clearly visible (Figure 2C) (4,29,65–67).

**Figure 2.**
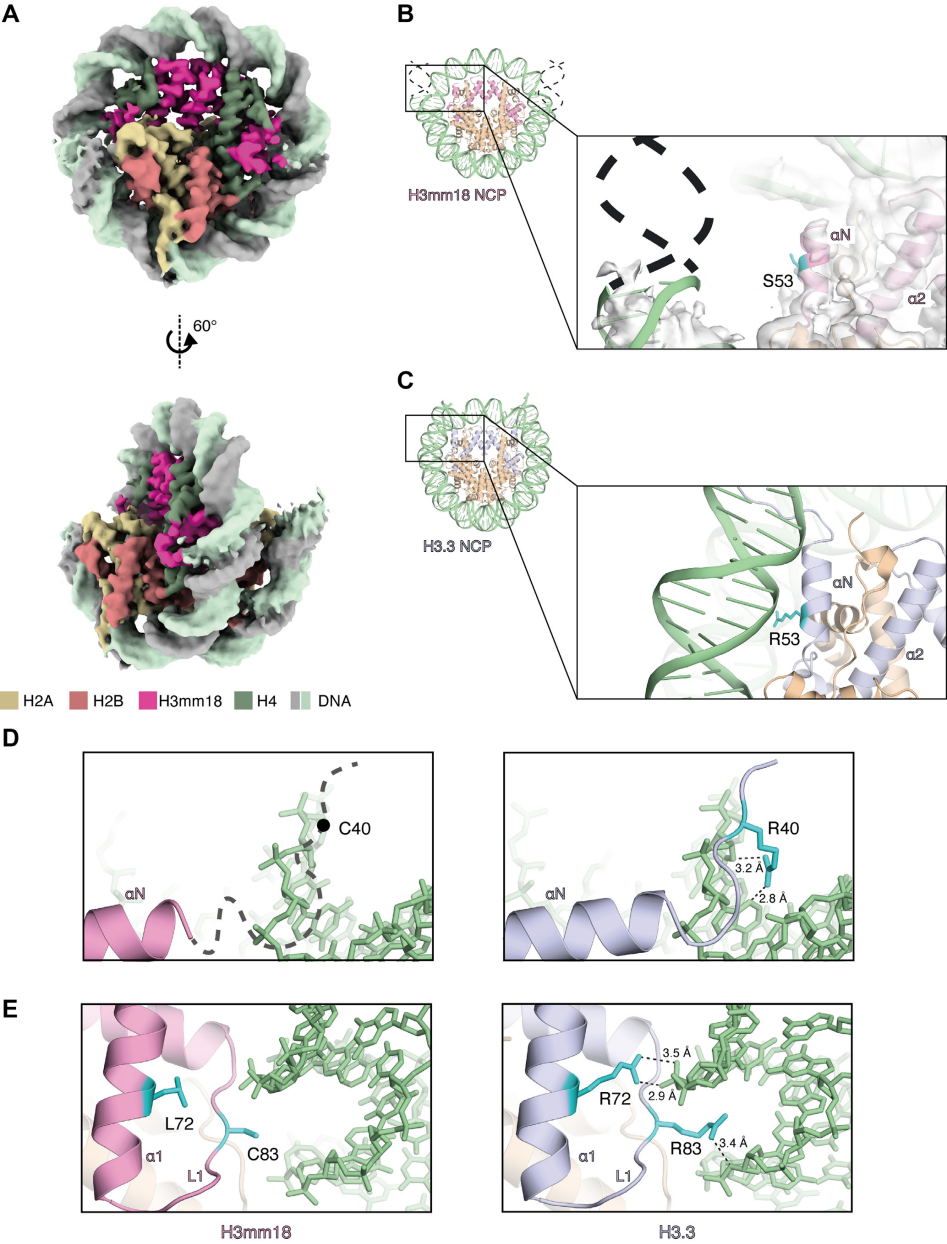
Cryo-EM structure of the NCP containing H3mm18. (**A**) The cryo-EM density map of the H3mm18 NCP. Histones H3mm18, H2A, H2B and H4 are colored pink, yellow, salmon pink, and green, respectively. DNA is colored gray and light green. (**B**) An entry/exit DNA region of the H3mm18 NCP. A close-up view is shown in the right panel. The H3mm18 Ser53 residue is colored cyan. The cryo-EM map is colored gray. The dashed lines show the putative DNA region that is disordered in the H3mm18 NCP. (**C**) An entry/exit DNA region of the H3.3 NCP (PDB ID: 5XM0). A close-up view is shown in the right panel. The H3 Arg53 residue is colored cyan. (**D**) Comparison of the entry/exit regions between the H3mm18 NCP (left panel) and H3.3 NCP (right panel). In the left panel, the thick dashed line with the putative Cys40 position shows the N-terminal disordered region of H3mm18 in the NCP. (**E**) Structural comparison around positions 72 and 83 in the H3mm18 NCP (left panel) and H3.3 NCP (right panel). In the left panel, the H3mm18 Leu72 and Cys83 residues are shown in cyan with side chains. In the right panel, the H3 Arg72 and Arg83 residues are shown in cyan with side chains. Possible hydrogen bonds are shown with dashed lines.

Intriguingly, the EM density of the H3mm18 αN helix was ambiguous (Figure 2B), suggesting that the αN helix region is unstable in the H3mm18 NCP. In the H3.3 NCP, the H3 Arg53 residue in the αN helix is suggested to play an important role in maintaining the histone-DNA contacts at the entry/exit DNA regions (68) (Figure 2C). Since the H3 Arg53 residue is replaced by a Ser residue in H3mm18, the histone-DNA contact at the H3 position 53 may be abolished in the H3mm18 NCP (Figure 2B). In the H3.3 NCP, the H3 Arg40, Arg72 and Arg83 residues directly bind to the DNA backbone (Figure 2D and E, right panels). In H3mm18, the neutral Cys40, Leu72 and Cys83 residues replace these basic Arg residues, and may reduce the histone-DNA contacts at these sites (Figure 2D and E, left panels). These histone−DNA interactions missing in the H3mm18 NCP may reduce its stability.

### The H3mm18 NCP is extremely unstable

The cryo-EM structure of the H3mm18 NCP revealed unusual DNA flexibility at the entry/exit regions. To test whether this characteristic is actually maintained in solution, we performed a micrococcal nuclease (MNase) assay. Since MNase preferentially digests the DNA end regions detached from the histone surface in the NCP, the DNA region tightly bound to the histone surface is generally protected from MNase (Figure 3A). As shown in Figure 3B, the DNA ends of the H3mm18 NCP were quite susceptible to MNase, as compared to those of the H3.3 NCP. These results are perfectly consistent with the cryo-EM structure of the H3mm18 NCP, in which the entry/exit DNA regions are flexibly disordered and exposed to the solvent.

**Figure 3.**
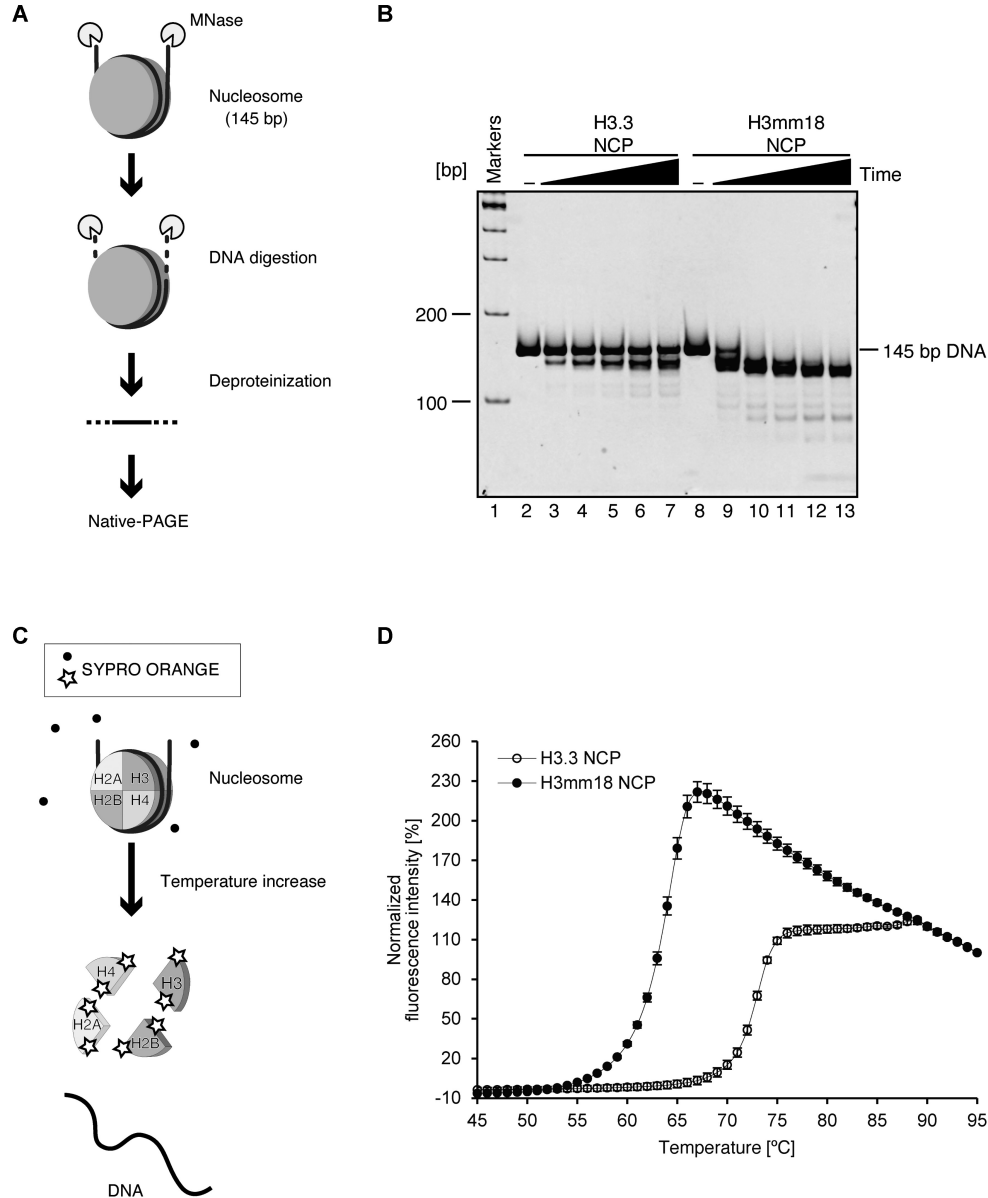
DNA end flexibility and instability of the H3mm18 NCP. (**A**) Schematic representation of the micrococcal nuclease (MNase) treatment assay. In this assay, the NCP is incubated in the presence of MNase, which preferentially digests the DNA regions detached from the histone proteins. After deproteinization, the resulting DNA fragment is analyzed by native-PAGE. (–) A representative gel image of the MNase treatment assay. The H3.3 (lanes 2-7) and H3mm18 (lanes 8-13) NCPs were incubated in the presence of MNase for 0, 3, 6, 9, 12 and 15 min. The resulting DNA fragments were analyzed by native-PAGE with ethidium bromide staining. The results were confirmed by two additional, independent experiments (Supplementary Figure S5). (**C**) Schematic representation of the thermal stability assay. In this assay, the histone proteins dissociated from the NCP by thermal denaturation are detected by the SYPRO Orange fluorescent dye, which binds the hydrophobic surface of the histones. (**D**) Normalized fluorescence intensity curves of thermal disruption of the H3.3 and H3mm18 NCPs. The error bars indicate the S.D. (*n* = 3).

In the H3mm18 NCP structure, we found fewer histone–DNA interactions, which may cause the instability of the H3mm18 NCP. We then tested the thermal stability of the H3mm18 NCP. In this assay, the histones released from the NCP by thermal denaturation are detected by binding SYPRO Orange fluorescent dye (Figure 3C). As shown in Figure 3D, the H3mm18 NCP was drastically unstable as compared with the H3.3 NCP. In fact, the H3mm18 NCP became denatured at a temperature about 10°C lower than that of the H3.3 NCP (Figure 3D). Therefore, we concluded that the H3mm18 NCP is extremely unstable, probably by the reduced histone-DNA interactions, as observed in its cryo-EM structure (Figure 2B, D and E, left panels).

### Contributions of the H3mm18 residues to the DNA flexibility and instability of the H3mm18 NCP

We next tested whether the H3mm18-specific histone–DNA interactions are responsible for the DNA end flexibility and thermal stability of the H3mm18 NCP. To do so, we prepared the NCPs containing the H3.3 mutants, in which the Arg40, Arg53, Arg72 and Arg83 residues were replaced by the corresponding H3mm18 residues (H3.3R40C, H3.3R53S, H3.3R40C_R53S and H3.3R72L_R83C) (Supplementary Figure S6). The NCP containing the H3.3 C-terminal mutant (H3.3C-term), in which the H3.3 Arg128, Arg129, Arg131, Gly132 and Arg134 residues were replaced by the corresponding H3mm18 Gly128, Tyr129, Cys131, Arg132 and Cys134 residues, respectively, was also prepared (Supplementary Figure S6). In addition, the NCP containing the H3.3I124T mutant, in which the H3.3 Ile124 residue was replaced by the corresponding H3mm18 Thr residue, was prepared (Supplementary Figure S6). The MNase assay revealed that the H3.3 Arg40 and Arg53 double replacements clearly enhanced the DNA end susceptibility (Figure 4A). The H3.3 Arg40 or Arg53 single replacement also enhanced the DNA end susceptibility, although the effect of each single replacement was somewhat weak as compared to the double replacements (Figure 4B). These results suggested that the replacement of the Arg40 and Arg53 residues to neutral Cys and Ser in H3mm18, respectively, may be responsible for the DNA end flexibility in the H3mm18 NCP. On the other hand, the H3.3C-term mutations and the H3.3I124T mutation did not substantially affect the MNase susceptibility at the DNA ends (Figure 4C). However, interestingly, the NCP containing the H3.3R72L_R83C mutation revealed the presence of a new cleavage site, thus producing an ∼90–95 bp DNA fragment (Figure 4A). This may be caused by the enhanced MNase susceptibility around positions 72 and 83 (superhelical location (SHL) 2.5) of H3.3 in the NCP, suggesting that the histone-DNA interaction around the SHL2.5 may be weakened by the basic to neutral substitutions at these positions (Figure 2E).

**Figure 4.**
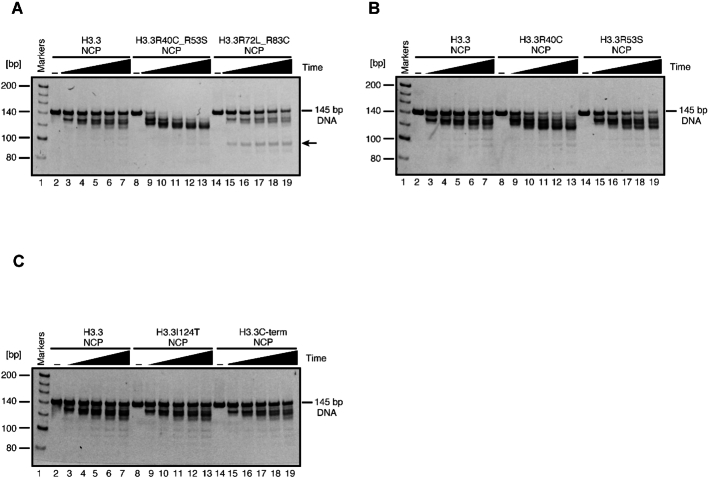
MNase treatment assay of the NCPs containing the H3.3 mutants. (**A**) The NCPs containing H3.3 (lanes 2–7), H3.3R40C_R53S (lanes 8–13) and H3.3R72L_R83C (lanes 14–19) were incubated in the presence of MNase for 0, 3, 6, 9, 12 and 15 min. (**B**) The experiments with the NCPs containing H3.3 (lanes 2–7), H3.3R40C (lanes 8–13) and H3.3R53S (lanes 14–19). (**C**) The experiments with the NCPs containing H3.3 (lanes 2–7), H3.3I124T (lanes 8–13) and H3.3C-term (lanes 14–19). The resulting DNA fragments were deproteinized and analyzed by native-PAGE with ethidium bromide staining. The results were confirmed by three additional independent experiments. The arrow in panel (A) indicates the band (90-95 base pairs) corresponding to the DNA fragment produced by MNase cleavage around SHL2.5.

The substitutions of the H3.3 Arg40, Arg53, Arg72 and Arg83 residues and the H3.3C-term mutations reduced the thermal stability of the H3.3 NCP (Figure 5A–F). However, the NCPs containing these amino acid substitutions were still more stable than the H3mm18 NCP (Figure 5B–F and H). Therefore, these H3.3 Arg residues directly bound to the nucleosomal DNA contribute to the H3.3 NCP stability, but each contribution is apparently partial. It should be noted that the thermal stability of the NCP containing the H3.3I124T substitution was not significantly affected (Figure 5G). The H3mm18 Thr124 residue is located in the hydrophobic cluster formed with H4 (Supplementary Figure S7), but may not substantially weaken the hydrophobic interaction in the NCP.

**Figure 5.**
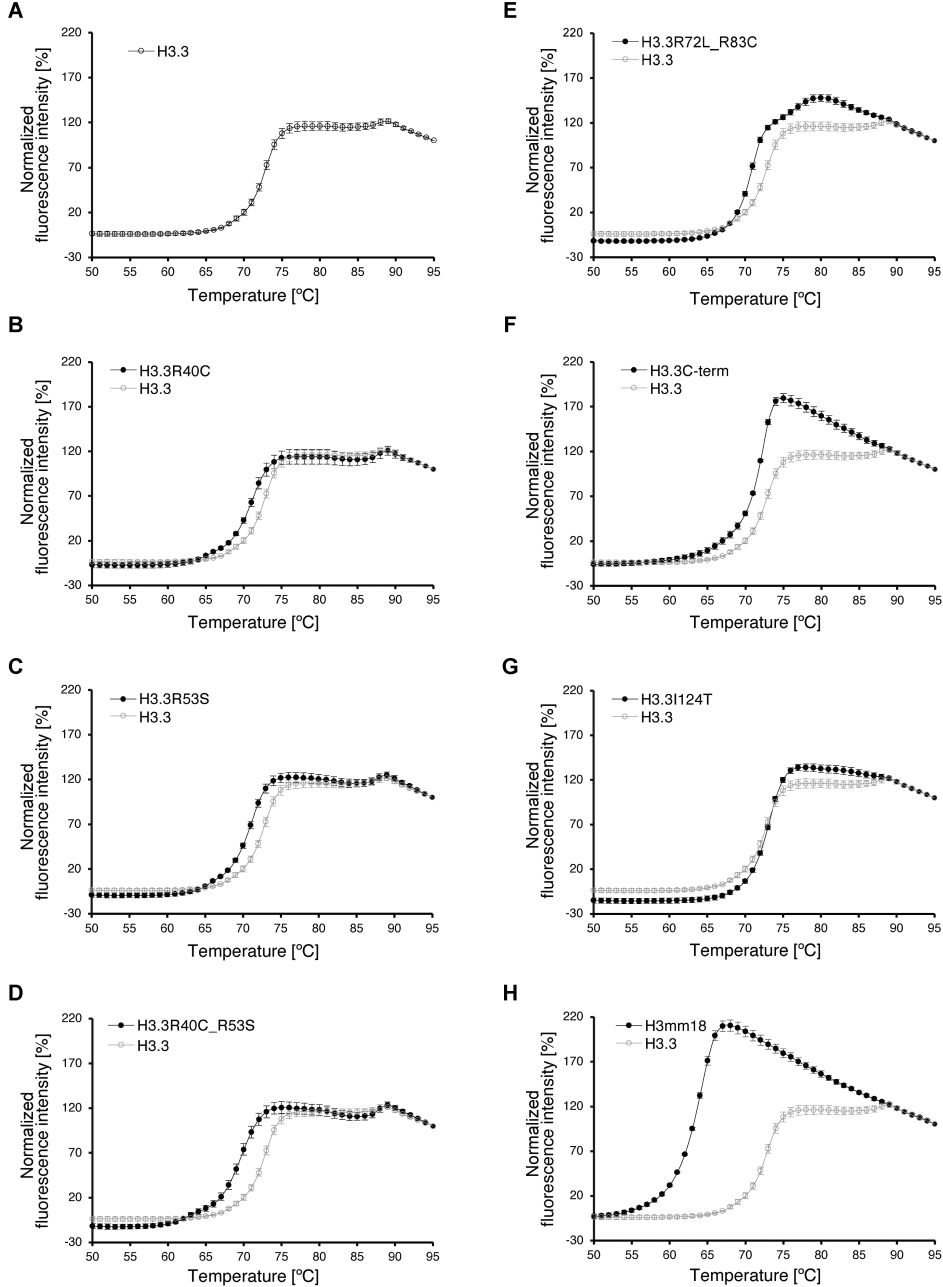
Thermal stability assay of the NCPs containing the H3.3 mutants. (**A**) Normalized fluorescence intensity curve of thermal disruption of the H3.3 NCP, presented with open circles. The error bars indicate the S.D. (*n* = 4). (B–G) Normalized fluorescence intensity curves of thermal disruption of the NCPs containing H3.3R40C (**B**), H3.3R53S (**C**), H3.3R40C_R53S (**D**), H3.3R72L_R83C (**E**), H3.3C-term (**F**), H3.3I124T (**G**) and H3mm18 (**H**), presented with closed circles. The error bars indicate the S.D. (*n* = 4). For comparison, the results with the H3.3 NCP shown in panel (A) are presented in gray. The error bars indicate the S.D. (*n* = 4).

### Forced expression of H3mm18 suppresses myogenic differentiation

We next tested whether the unusual H3mm18 nucleosome formation affects the cellular function. H3mm18 is weakly but specifically expressed in skeletal muscle (27), suggesting its function in skeletal muscle differentiation. In previous studies, we have analyzed the physiological functions of the forced expression of specific histones (27,69,70). We applied this approach to evaluate the skeletal muscle differentiation potential through morphological changes and a transcriptome analysis, using skeletal myoblast C2C12 cells stably expressing H3mm18 (Figure 6A).

**Figure 6.**
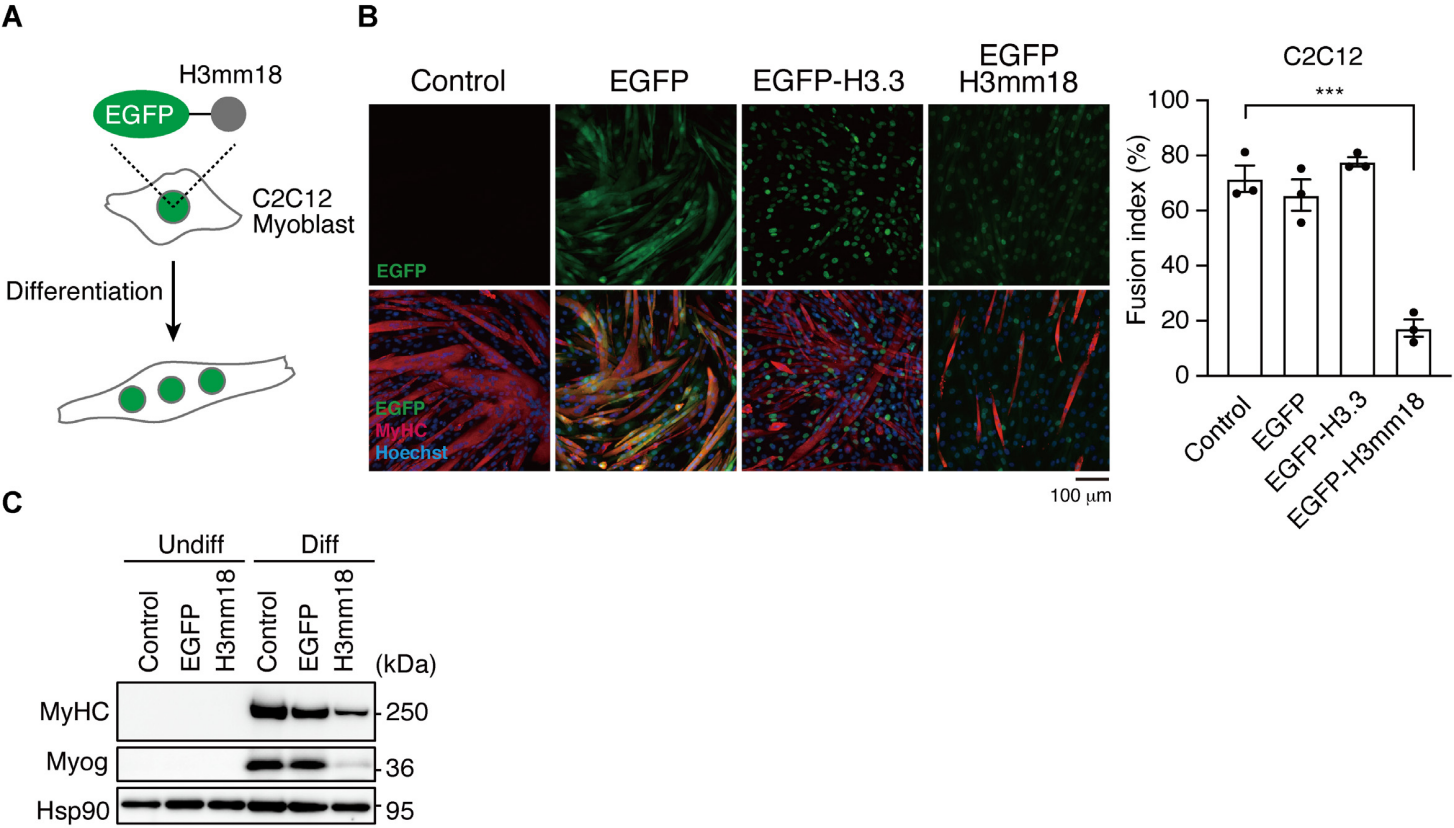
Ectopic expression of H3mm18 suppresses myogenic differentiation in C2C12 cells. (**A**) Schematic illustration of the ectopic expression experiment. (**B**) ICC analysis of differentiated C2C12 cells. C2C12 cells expressing EGFP, EGFP-tagged H3.3 or H3mm18 (green in bottom images, N-terminally tagged) were differentiated for 72 h and stained with antibodies for the indicated proteins. To evaluate the fusion index, the total nuclei and those in MyHC-positive myotubes were counted for each field of view (FOV, >300 nuclei for each FOV, three FOVs for each cell type). Fusion index is graphed as % MyHC-containing nuclei. ***P < 0.001; one-way analysis of variance (ANOVA). (**C**) Immunoblot analysis of undifferentiated (Undiff) and differentiated (Diff) C2C12 cells expressing EGFP or EGFP-H3mm18.

We also evaluated the physiological impact of H3mm18 on skeletal muscle differentiation. We quantified the H3mm18 expression level using the published RNA-seq data, which revealed that *H3mm18* was dominantly expressed in quiescent satellite cells and downregulated upon differentiation (Supplementary Figure S8A) (71). Since H3mm18 expression was not detected in C2C12 cells (Supplementary Figure S8B), we established C2C12 cells that stably expressed EGFP-tagged H3mm18 (EGFP-H3mm18) or H3.3 (EGFP-H3.3), following the deletion of the endogenous *H3mm18* gene locus by CRISPR/Cas9 (Supplementary Figure S8C and D), to avoid unfavorable endogenous H3mm18 expression. The *H3mm18* KO cells showed myogenic and housekeeping gene expressions at the same levels of WT cells (Supplementary Figure S8E–G). Interestingly, an immunocytochemistry (ICC) analysis demonstrated that the number of cells positive for MyHC, a marker of skeletal muscle differentiation, was obviously reduced among the EGFP–H3mm18-expressing cells at 72 h of differentiation. A fusion index analysis indicated a significant reduction (*P* < 0.001) in multinucleated myofiber formations in EGFP–H3mm18-expressing cells (20%), whereas EGFP- or EGFP–H3.3-expressing cells showed similar levels to the controls (60–80%) (Figure 6B). Furthermore, the ectopic expression of H3mm18 repressed MyHC and Myog, markers of skeletal muscle differentiation, to protein levels below those of the differentiated condition (Figure 6C). These results suggested that the ectopic expression of H3mm18 suppresses the differentiation of C2C12 cells.

### Forced expression of H3mm18 alters transcriptome in C2C12 cells

Our previous analyses revealed that the forced expression of H3.3 and its subvariant H3mm7 enhances gene expression genome-wide and activates skeletal muscle differentiation through chromatin incorporation (29). In contrast, the forced expression of H3mm18 suppressed skeletal muscle differentiation in C2C12 cells. 

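C2C12 is a mouse line of skeletal myoblasts that differentiates when the serum is reduced. The paper describes lines that stably express EGFP or EGFP-H3mm18, made after deletion of the endogenous H3mm18 locus by CRISPR/Cas9. The sample labels call the second line mm18B, which was taken as the EGFP-H3mm18 line, and give no genotype. RNA of proliferating cells and of cells differentiated for 72 h was sequenced by CEL-Seq2, which barcodes each RNA sample and reads the 3′ ends of transcripts. There were 5 libraries for each protein and state, 20 in all. In each state the labels place replicates 1 and 2 in one preparation series and replicates 3 to 5 in another, and no date in them holds both states. The authors mapped the trimmed reads to GRCm38 with HISAT2, counted them on genes with featureCounts and deposited the counts without normalization. Unique molecular identifiers were not used, so the counts are reads and not molecules. The authors' second table held the same counts divided by DESeq2's size factors. Mitochondrially encoded genes, 36 of the 23695 listed, were left out as in the paper. Each library then held between 381460 and 1642393 counts. The medians were 1235890 with EGFP and 1243715 with EGFP-H3mm18 in proliferating cells, and 1164305 and 813898 in differentiated cells. The counts were normalized by edgeR's TMM method, and normalized counts are given at the mean library size. The filterByExpr function of edgeR kept 9231 genes, and all 4 groups entered 1 fit. Genes with an adjusted p under 0.1, the paper's threshold, are called differentially expressed genes (DEGs). Libraries of 1 group differed by more than counting error, with a chi-square per degree of freedom from 2.4 to 30.5 between pairs. In simulated counts with this spread, 49% to 52% of 2-fold and 99% to 100% of 4-fold changes were called, and 11.4% to 11.6% of the calls were false. Only better counted genes were changed there, so the shares for the lowest tested genes may be smaller.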

To explore the mechanism of this H3mm18-induced suppression of skeletal muscle differentiation, we performed a transcriptome analysis using CEL-Seq2 to identify the genes affected by H3mm18.

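The counted annotation has no feature for the EGFP-H3mm18 construct, and reads from its H3mm18 sequence can be counted on Gm47655, the pseudogene annotated at the H3mm18 locus. In proliferating cells Gm47655 had a normalized count of 289 ± 230 (SD, n = 5) with EGFP-H3mm18 and 4.20 ± 4.25 (SD, n = 5) with EGFP. The raw counts per library were 94 to 754 and 0 to 13. The log2 fold change was 5.97 (standard error 0.86, adjusted p = 1.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In differentiated cells the normalized counts were 223 ± 248 and 3.15 ± 3.40 (SD, n = 5 each), with raw counts of 25 to 438 and 0 to 5. The log2 fold change there was 6.17 (adjusted p = 7.2e-05 from the same test). In both states every EGFP-H3mm18 library was above every EGFP library (exact permutation test, two-sided, p = 0.00794, the smallest that 5 libraries against 5 allow). Sequence shared with near-identical copies, H3f3a among them, leaves the level of Gm47655 uncertain.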

We detected differentially expressed genes (DEGs) that were altered by the forced expression of H3mm18 in C2C12 cells before and after differentiation. 

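In proliferating cells, 234 of the 9231 tested genes were DEGs between EGFP-H3mm18 and EGFP, 78 higher and 156 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 72 h of differentiation there were 1910, of which 958 were higher and 952 lower. At an unadjusted p under 0.05 the numbers were 900 and 2620. DESeq2 on all 20 libraries called 332 in proliferating and 2058 in differentiated cells, 226 and 1788 of them shared with edgeR. In proliferating cells, libraries with the same replicate number deviated together from their group means, with correlations of 0.174 to 0.480 across genes. A fit with the replicate number as a block called 526 DEGs there, 212 higher and 314 lower, and 201 of the 234 were among them. After differentiation the count moved most, to 1030, when only genes with a mean of at least 50 counts were tested. The effect itself differed between the states for 305 genes, with 197 changing more positively and 108 more negatively after differentiation (the same test on the difference of the 2 effects). In proliferating cells the largest increases among genes with at least 50 normalized counts and no overlap between groups, apart from Gm47655, were those of Cxcl12 and Adamts1, higher by 3.53 and 2.11 on the log2 scale (adjusted p = 1.2e-05 and 3.3e-04). The largest decreases were those of Igfbp5, Cd200 and Dync1i1, with log2 fold changes of -2.51, -2.26 and -2.16 (adjusted p = 3.9e-06, 1.3e-05 and 2.8e-05). Normalized counts of Cxcl12 were 179 ± 106 with EGFP-H3mm18 and 15.4 ± 5.84 with EGFP, and those of Igfbp5 were 279 ± 68.6 and 1590 ± 481 (SD, n = 5).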

The results showed that many DEGs were detected in post-differentiated cells (up: 1092, down: 1106) (Figure 7A). Similar numbers of DEGs were detected in both suppressed and enhanced expression. These results suggested that H3mm18 may act on genes that are induced and repressed during differentiation. 

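Genes termed MyoD-induced were defined from other cells. They were called higher at 48 h than in uninfected NIH3T3 cells without Dox, with a log2 fold change over 1. The contrast also spans the viral infection, the induction of differentiation and time in culture, and no library infected without MyoD separates them. Of these 827 genes, 720 were tested in differentiated C2C12 cells. With EGFP-H3mm18, 515 of the 720 had a lower value. Their median log2 fold change, minus that of all genes, was -0.44 (camera, a set test with a preset correlation of 0.01 between genes, p = 4.1e-12, or 8.2e-12 adjusted over the 6 gene sets tested; exact permutation of the libraries, two-sided, p = 0.00794). Among the 720, 263 were called lower and 46 higher over all genes, and 299 and 55 when adjusted over the list alone. In differentiated cells the largest decreases among genes with at least 50 normalized counts and no overlap between groups were those of Ctrb1, Tppp3 and Bcam. Ctrb1 had normalized counts of 35.7 ± 11.2 with EGFP-H3mm18 and 667 ± 202 with EGFP (SD, n = 5), a log2 fold change of -4.21 (adjusted p = 3.2e-07 from edgeR's quasi-likelihood test). For Tppp3 the log2 fold change was -3.52 (adjusted p = 5.0e-05) and for Bcam -2.96 (adjusted p = 1.4e-05). In proliferating cells Ctrb1 and Bcam had at most 12 counts per library.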

We then used gene ontology (GO) to analyze the characteristics of the 2198 DEGs after the induction of differentiation. The data showed that the inhibitory group contains many terms that are highly relevant to muscle tissue, including muscle cell differentiation, muscle system process, and muscle tissue development (Figure 7B). These results indicated a tendency for suppressed gene expression during skeletal muscle differentiation. Conversely, the DEGs showing enhanced gene expression included a wide range of categories, and no specific categories were enriched. 

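GO annotation was not used here. A list of 87 muscle genes, covering sarcomere proteins, myogenic regulators and other genes expressed in muscle, was written in its place. It includes genes the paper names from these libraries. In differentiated C2C12 cells 67 of the list were tested, and 64 had a lower value with EGFP-H3mm18. The median log2 fold change of the list, minus that of all genes, was -1.62 (exact permutation of the libraries, two-sided, p = 0.00794; camera, p = 6.3e-35, or 3.8e-34 adjusted over the 6 gene sets). Over all genes 58 were called lower and 1 higher, and adjusted over the list alone 62 and 1, which is not independent evidence for the genes chosen from these libraries. The median differences of the list were -1.49 in replicates 1 and 2 and -1.57 in replicates 3 to 5. All 6 set calls, 4 in differentiated C2C12 cells and 2 in NIH3T3 cells at 48 h, also hold under fry, which estimates the correlation between genes. Without a filter on low counts 85 genes of the list were tested and the median difference was -1.61.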

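Among higher genes with at least 50 normalized counts and no overlap between groups, the largest increases in differentiated cells after that of Gm47655 were those of Col1a1 and Slc1a3. Col1a1 had normalized counts of 370 ± 153 with EGFP-H3mm18 and 9.94 ± 5.11 with EGFP (SD, n = 5), a log2 fold change of 5.24 (adjusted p = 4.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its effect was larger after differentiation than before, by 4.18 on the log2 scale (adjusted p = 1.6e-04 for the difference). Slc1a3 had 184 ± 63.7 and 6.46 ± 3.34 normalized counts, a log2 fold change of 4.82 (adjusted p = 1.2e-05), and was also higher in proliferating cells, by 4.03. Of a list of 52 cell cycle genes, 50 were tested in differentiated cells and 41 had a higher value with EGFP-H3mm18. Their median log2 fold change, minus that of all genes, was 0.47 (exact permutation of the libraries, two-sided, p = 0.0556; camera, p = 0.0042, also after adjustment over the 6 sets). Over all genes 5 of them were called higher and 1 lower, and 2 were called higher when adjusted over the list alone.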

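Acta1 (ENSMUSG00000031972) lies on chromosome 8 of GRCm38 from 123891769 to 123894751 on the minus strand. In differentiated cells its normalized count was 1203 ± 273 with EGFP-H3mm18 and 5095 ± 634 with EGFP (SD, n = 5), a log2 fold change of -2.08 (standard error 0.43, adjusted p = 0.00152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnnt2 (ENSMUSG00000026414) lies on chromosome 1 from 135836354 to 135852260 on the plus strand. It had 38323 ± 28532 and 178143 ± 91625 normalized counts (SD, n = 5), a log2 fold change of -2.22 (standard error 0.53, adjusted p = 0.00561). Tnni2 (ENSMUSG00000031097), on chromosome 7 from 142441808 to 142444410, had 1003 ± 413 and 4762 ± 761, a log2 fold change of -2.25 (standard error 0.54, adjusted p = 0.00556). Myh3 (ENSMUSG00000020908), on chromosome 11 from 67078300 to 67102291, had 1080 ± 218 and 4299 ± 1214, a log2 fold change of -1.99 (standard error 0.64, adjusted p = 0.0361). For Acta1, Tnni2 and Myh3 every EGFP-H3mm18 library was below every EGFP library (exact permutation test, two-sided, p = 0.00794). For Tnnt2 the groups overlapped (exact permutation test, two-sided, p = 0.0238). All 4 decreases appeared in both preparation series, from -1.47 for Tnnt2 in the first to -3.05 for Tnnt2 in the second. With each library left out in turn the 4 log2 fold changes stayed between -2.61 and -1.83, and the adjusted p at or below 0.0786. In proliferating cells none of the 4 was called, with adjusted p of 0.804 or more, nor with the replicate block, with adjusted p of 0.295 or more. Tnnt2 and Tnni2 had -0.67 and -0.59 there and were lower in both series (with the block -0.55 and -0.41, adjusted p of 0.295 and 0.417). The difference between the states was called for Acta1 (-2.04, adjusted p = 0.0851) and not for Tnnt2, Tnni2 or Myh3 (adjusted p of 0.303, 0.286 and 0.246).

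**Figure D2:**
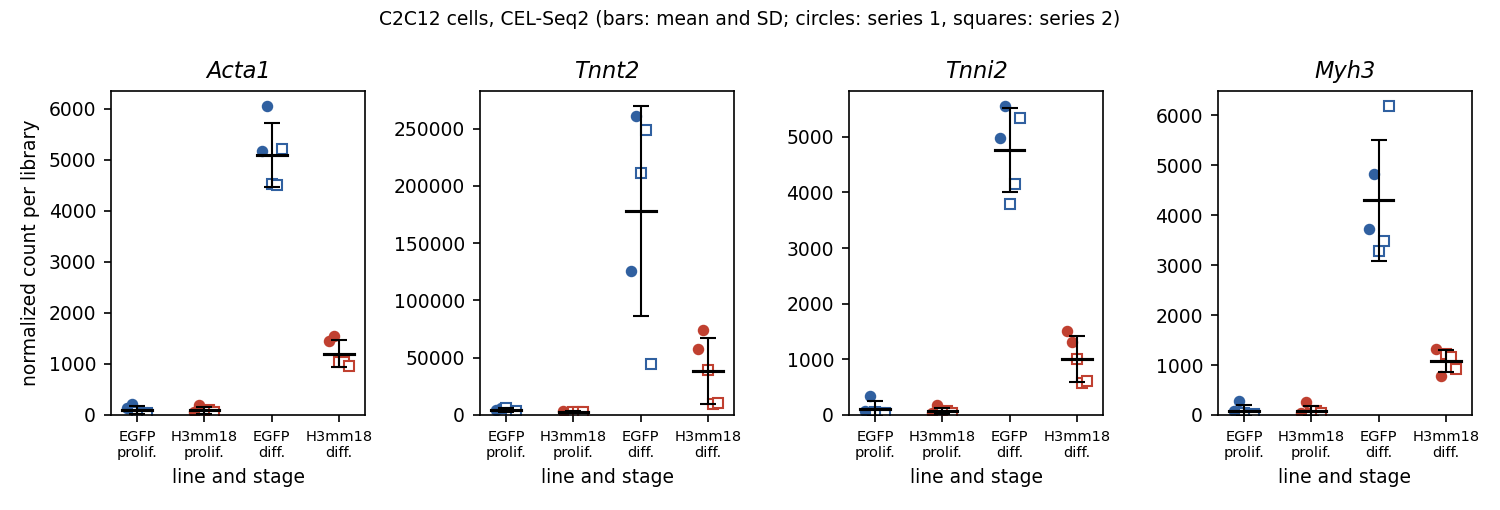
Normalized counts on a linear axis of Acta1, Tnnt2, Tnni2 and Myh3 in each C2C12 library, by protein and state. Circles stand for replicates 1 and 2 and squares for replicates 3 to 5. In differentiated cells the mean of Acta1 is 1203 with EGFP-H3mm18 and 5095 with EGFP.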

Consistently, we confirmed that certain individual genes, which are representatively upregulated among terminal differentiation markers of differentiation, were markedly suppressed: *Acta1* (log_2_FC: −2.07, FDR: 0.000039), *Tnnt2* (log_2_FC: −2.20, FDR: 0.00028), *Tnni2* (log_2_FC: −2.24, FDR: 0.0007), and *Myh3* (log_2_FC: −1.98, FDR: 0.049) (Figures 7C and Supplementary Figure S9). Furthermore, the expression of *Myog* (log_2_FC: −1.70, FDR: 0.0000018), a downstream factor of MyoD that regulates these genes, was also repressed. This indicated that the genes related to skeletal muscle differentiation are extensively repressed at the upstream regulatory level, probably through the altered chromatin conformation by the incorporation of the forced expressed H3mm18, whereas no significant effect was observed for genes that are ubiquitously expressed.

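Myog (ENSMUSG00000026459) lies on chromosome 1 from 134289989 to 134292548 on the plus strand. In differentiated cells it had 542 ± 54.2 normalized counts with EGFP-H3mm18 and 1777 ± 868 with EGFP (SD, n = 5). The log2 fold change was -1.71 (standard error 0.32, adjusted p = 5.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no library of the 2 groups overlapped (exact permutation test, two-sided, p = 0.00794). Before differentiation Myog was already lower, with 46.7 ± 23.2 against 146 ± 55.6 normalized counts (log2 fold change -1.65, adjusted p = 0.0054), and the effects in the 2 states did not differ detectably (-0.06, adjusted p = 0.968). Myod1 (ENSMUSG00000009471) on chromosome 7, from 46376474 to 46379099, had 112 ± 24.5 against 440 ± 87.0 normalized counts in proliferating cells, a log2 fold change of -1.97 (adjusted p = 5.9e-06). In differentiated cells it had 206 ± 39.1 against 405 ± 76.0, a log2 fold change of -0.98 (adjusted p = 0.00187). The smaller effect of Myod1 after differentiation was called as a difference (0.99, adjusted p = 0.0827). Des, the desmin gene on chromosome 1 from 75360329 to 75368579, had log2 fold changes of -1.31 (adjusted p = 0.0235) before and -1.10 (adjusted p = 0.0178) after differentiation. Without EGFP proliferating replicate 4, Des was no longer called in proliferating cells, with a log2 fold change of -1.08 and an adjusted p of 0.102.

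**Figure D3:**
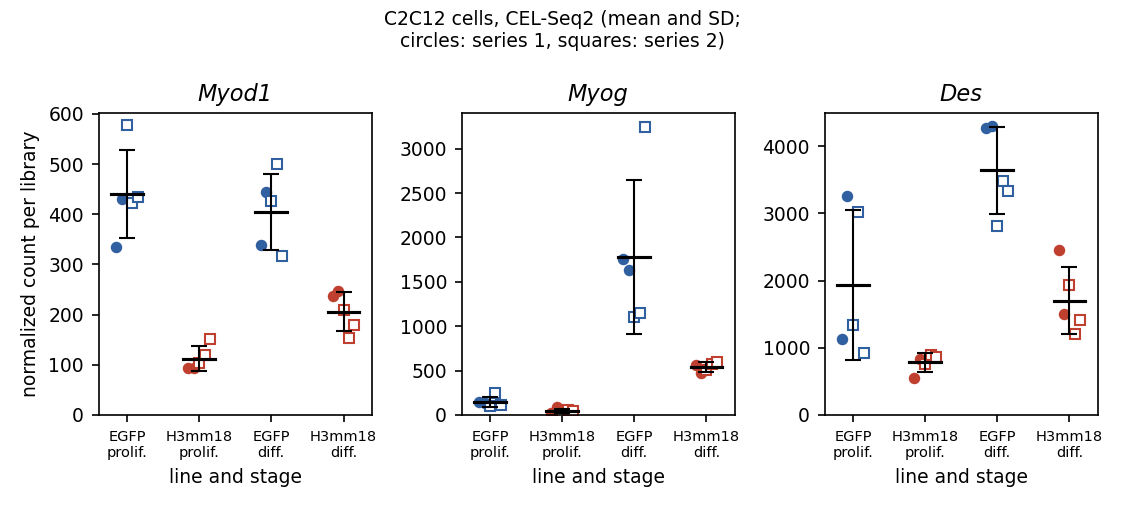
Normalized counts on a linear axis of Myod1, Myog and Des in each C2C12 library, by protein and state. Circles stand for replicates 1 and 2 and squares for replicates 3 to 5. Myod1 in proliferating cells averages 112 with EGFP-H3mm18 and 440 with EGFP.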

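As ubiquitously expressed genes, the ribosomal protein genes were taken by their symbols, without pseudogenes. Of 80, 78 were tested in differentiated cells, and 69 had a lower value with EGFP-H3mm18. Their median log2 fold change, minus that of all genes, was -0.33 (exact permutation of the libraries, two-sided, p = 0.0238; camera, p = 7.4e-04, or 8.9e-04 adjusted over the 6 gene sets). Over all genes edgeR called 7 lower, and DESeq2 8. Adjusted over the list alone edgeR called 0 and DESeq2 4, and 15 had an unadjusted p under 0.05 in edgeR. Eef1a1 had 211 ± 71.9 normalized counts with EGFP-H3mm18 and 318 ± 188 with EGFP (SD, n = 5), a log2 fold change of -0.59 (adjusted p = 0.373 from edgeR's quasi-likelihood test). Of the 32-base sequences at its 3′ end, 95.1% also occur elsewhere in the genome, which leaves its level uncertain. The same holds for at least 38 of the 78 tested ribosomal protein genes, with over 80% of such sequences found elsewhere. From the lower expression of the terminal markers and of Myog, a downstream factor of MyoD, the paper concludes that muscle differentiation genes were repressed at the upstream regulatory level. It proposes altered chromatin conformation by the incorporated H3mm18 as the way, and states that ubiquitously expressed genes showed no significant effect.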

**Figure 7.**
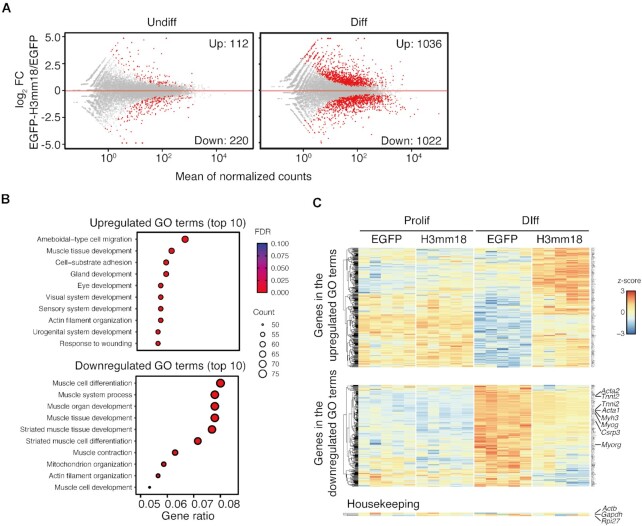
Ectopic expression of H3mm18 alters the transcription status in C2C12 cells. (**A**) Transcriptome analysis using CEL-Seq2. MA plots showing the effects of differential expressions of EGFP-H3mm18 on proliferative and differentiated states. Differentially expressed genes (DEGs) are depicted in red. (**B**) Gene ontology (GO) analysis on DEGs in differentiated cells. Top 10 GO terms for upregulated DEGs (left) and down-regulated DEGs (right panel) are listed. (**C**) A heatmap showing expression patterns of up- or down-regulated DEGs upon H3mm18 expression during differentiation. *Actb*, *Gapdh*, and *Rpl27* are shown as non-DEG, housekeeping genes.

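Actb (ENSMUSG00000029580) lies on chromosome 5 of GRCm38 from 142903115 to 142906754 on the minus strand. In differentiated C2C12 cells it had 4991 ± 815 normalized counts with EGFP-H3mm18 and 3297 ± 1040 with EGFP (SD, n = 5), a log2 fold change of 0.60. It was not called (adjusted p = 0.174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the exact permutation test, two-sided, gave p = 0.0238. The difference was 1.24 on the log2 scale in replicates 1 and 2 and 0.24 in replicates 3 to 5. Of the 32-base sequences at the 3′ end of Actb, 39.6% also occur elsewhere in the genome. Rpl27, on chromosome 11 from 101442298 to 101445529, had 122 ± 30.7 and 141 ± 18.7 normalized counts, a log2 fold change of -0.21 (adjusted p = 0.515). All of its 3′ end sequences of 32 bases occur elsewhere in the genome, so its level is uncertain. The same holds for Gapdh, on chromosome 6 from 125161715 to 125166467, which had between 0 and 5 counts in each of the 20 libraries and was too low to be tested. At these counts no change of Gapdh was detectable.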

### H3mm18 affects myogenic lineage gene expression

To determine whether the native functions of H3mm18 are affected, we used a MyoD-induced skeletal muscle differentiation system with NIH3T3 cells for discriminating the myogenic dependency of H3mm18 function (29,69). We established NIH3T3 cells that express N-terminally EGFP-tagged H3mm18 (EGFP–H3mm18) dependent on doxycycline (Dox) (Figure 8A and B). Next, we performed a set of RNAseq for UI (uninfected), 0, 24 and 48 h after differentiation upon MyoD induction with or without Dox. 

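NIH3T3 is a mouse fibroblast line, used here with a Dox-inducible EGFP-H3mm18 construct. A name given to the deposited counts mentions a knockout of H3mm18, while the sample labels and the paper give none for these cells, and the genotype was not checked here. Dox was given from 24 h before the retroviral infection with MyoD, and differentiation was induced 30 h after it. RNA was sequenced by BRB-Seq, which barcodes the RNA samples and pools them before the library is made from transcript 3′ ends. With and without Dox, 4 libraries each were made of uninfected cells and of cells at 0, 24 and 48 h of differentiation, 32 in all. The deposited values are reads counted on 21707 genes, and they were processed as for C2C12 cells, with 35 mitochondrially encoded genes left out. The libraries then held between 289237 and 1785391 counts, with a median of 594155. The group medians ran from 440504 at 48 h with Dox to 741827 at 0 h without Dox. All 8 groups entered 1 fit of 9325 genes. Between libraries of 1 group the chi-square per degree of freedom was 3.89 to 4.86. In simulated counts with this spread, 47% to 60% of 2-fold changes and 95% to 98% of 4-fold changes were called at the 4 stages, and 7.01% to 11.1% of the calls were false. As for C2C12 cells, only better counted genes were changed.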

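With Dox, Gm47655 had 1797 ± 23.2 normalized counts in uninfected cells against 5.17 ± 2.84 without (SD, n = 4), a log2 fold change of 8.39 (adjusted p = 1.5e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 48 h it had 2303 ± 147 against 8.71 ± 2.26. Its reads can come from the construct and from near-identical copies. Besides Gm47655, 1 gene was called in uninfected cells, Gm45080, a copy of the same sequence chosen after its values were seen. Its libraries held 88 counts together with Dox and 0 without, at least 31.9-fold higher against a floor of 3 counts over the group. At 0 h 30 of the 9325 tested genes were DEGs, 12 higher and 18 lower. At 24 h there were 34, with 18 higher and 16 lower, and at 48 h 38, with 15 higher and 23 lower. At an unadjusted p under 0.05 the 3 stages had 487, 709 and 857 genes. DESeq2 on all 32 libraries called 74, 90 and 96. The count moved most at 0 h, to 129, with DESeq2 on the libraries of that stage alone. The effect of Dox differed between 48 h and uninfected cells for 2 genes, Tuba1a and Prim1, both named after their values were seen. Tuba1a differed by -0.99 on the log2 scale (adjusted p = 0.00734), and Prim1 had an adjusted p of 0.0689. For this difference 598 genes had an unadjusted p under 0.05, and DESeq2 called 15. In edgeR's fit no other gene passed the threshold for this difference. At 0 h Car6 and Ndrg1 rose by 1.10 and 0.98 on the log2 scale with Dox (adjusted p = 0.0103 and 0.0143), higher in 4 of 4 libraries. Pdlim2 had a log2 fold change of -0.91 at 24 h (adjusted p = 0.00339). Acta2 had 567 ± 32.3 normalized counts with Dox and 769 ± 63.5 without at 0 h (log2 fold change -0.44, adjusted p = 0.0017).

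**Figure D4:**
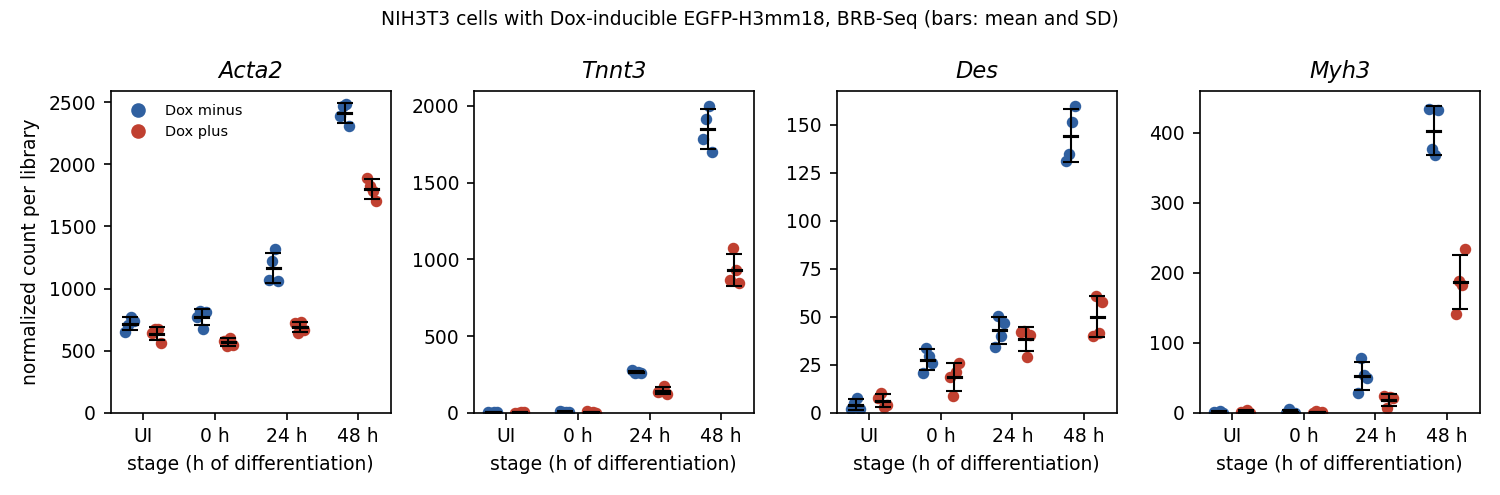
Normalized counts of Acta2, Tnnt3, Des and Myh3 in each NIH3T3 library by stage, with and without Dox, on a linear axis. At 48 h Acta2 averages 1800 with Dox and 2414 without (n = 4).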

The transcriptome changes upon H3mm18 production were observed at 0, 24 and 48 h of differentiation, but not for UI, which did not have MyoD induction (Figure 8D). The ICC analysis showed that the number of MyHC-positive cells, a marker of late myogenesis, was reduced by the Dox treatment at 48 h of differentiation (Figure 8C). These results suggested that the effect of H3mm18 is dependent on MyoD-driven gene expression upon skeletal muscle differentiation.

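Of the list of muscle genes, 51 were tested at 48 h, and 46 had a lower value with Dox. Their median log2 fold change, minus that of all genes, was -0.51 (exact permutation of the libraries, two-sided, p = 0.0286; camera, p = 1.5e-13, or 4.6e-13 adjusted over the 6 gene sets). Over all genes 6 were called lower, and adjusted over the list alone 18. Des had 50.1 ± 10.7 normalized counts with Dox and 144 ± 13.6 without (SD, n = 4), a log2 fold change of -1.53 (adjusted p = 0.00918 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnnt3, on chromosome 7 from 142498836 to 142516009, had 930 ± 104 and 1850 ± 133, a log2 fold change of -0.99 (adjusted p = 8.4e-07). Acta2, on chromosome 19 from 34241090 to 34255590, had a log2 fold change of -0.42 (adjusted p = 0.0024). Myh3 had 187 ± 38.1 against 403 ± 35.4, a log2 fold change of -1.11 (adjusted p = 0.0434), and was no longer called without Dox plus replicate 1, Dox plus replicate 3 or Dox minus replicate 4, with adjusted p of 0.175, 0.112 and 0.114. Acta1 had 1213 ± 27.8 against 2149 ± 373, a log2 fold change of -0.82, and was not called (adjusted p = 0.130), while DESeq2 called it (adjusted p = 0.0547). Myog, Tnnt2 and Tnni2 were not called, with log2 fold changes of -0.78, -0.67 and -0.90 (adjusted p of 0.466, 0.267 and 0.467). Acta1, Myog and Tnni2 were called by edgeR on the 2 groups and with the replicate block (adjusted p down to 1.3e-04 for Myog and 9.4e-05 for Tnni2). For Acta1, Acta2, Tnnt2, Tnnt3, Tnni2, Des, Myh3 and Myog every library with Dox was below every library without (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). Myod1 was counted at like levels in both groups at 48 h (log2 fold change 0.20, adjusted p = 0.916). From changes that appeared with MyoD and not in uninfected cells, and from fewer MyHC-positive cells, the paper proposes that the effect of H3mm18 depends on MyoD-driven gene expression.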

**Figure 8.**
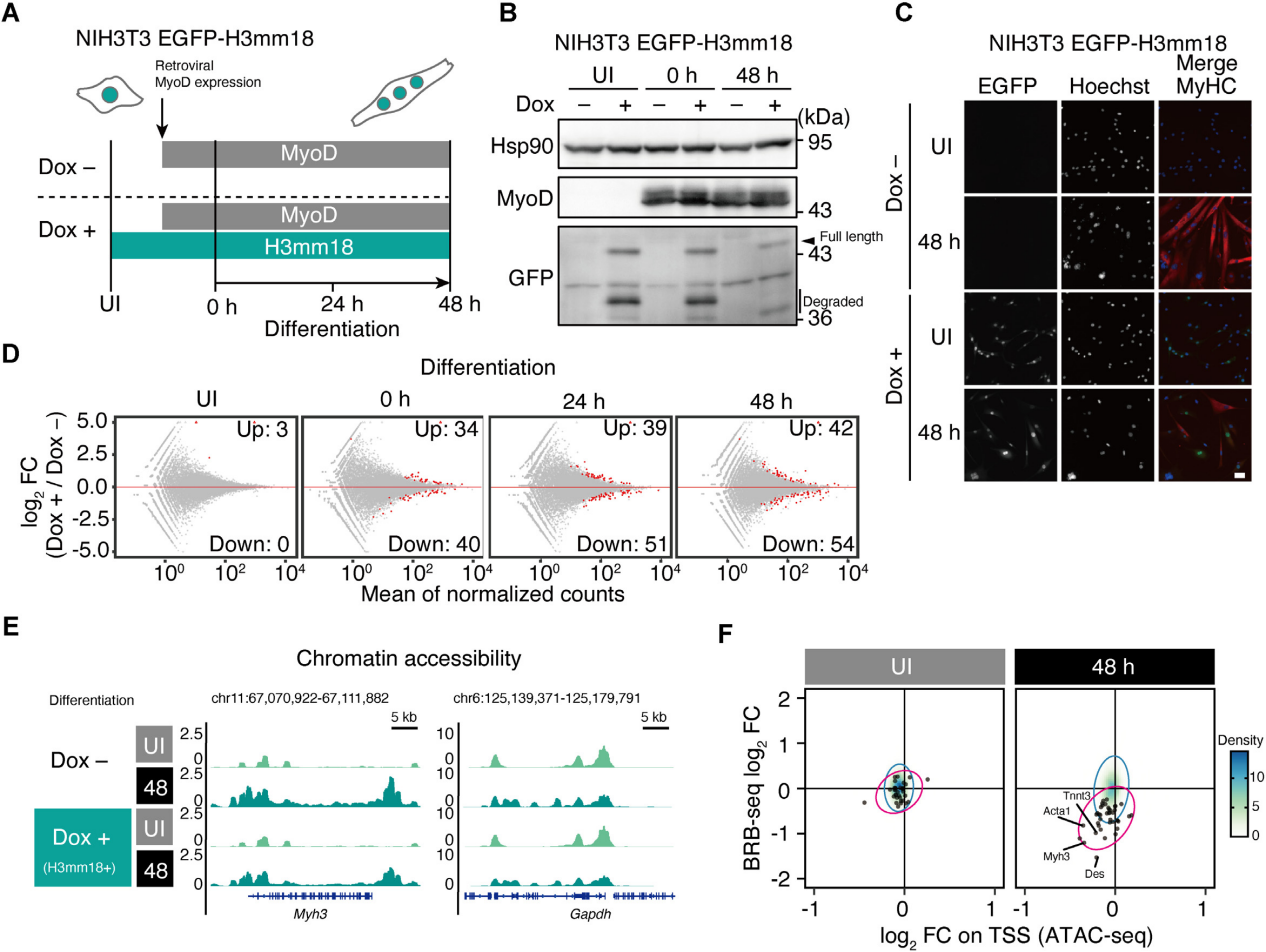
H3mm18 expression alters chromatin structures on myogenic gene loci during differentiation. (**A**) Schematic illustration of trans-differentiation experiments. NIH3T3 cells, expressing a doxycycline (Dox)-inducible EGFP-H3mm18 construct, were cultured with or without Dox for 24 h and subjected to retroviral infection-expressing MyoD. Differentiation was induced after 30 h of the retroviral infection. UI (UnInfected) indicates the time before retroviral infection, and 0, 24 and 48 h indicate the times after differentiation induction. (**B**) Immunoblot analysis of NIH3T3 EGFP-H3mm18 cells. (**C**) Immunocytochemistry (ICC) analysis of NIH3T3 EGFP-H3mm18 cells ectopically expressing MyoD. Cells at UI and 48 h were stained with an anti-MyHC antibody. DNA was counterstained with Hoechst 33342. Scale bar: 50 μm. (**D**) MA plots showing the time-series transcriptome profiles of the trans-differentiation experiments. (**E**) Representative genome browser images of ATAC-Seq at the *Myh3* gene locus. (**F**) Time-series correlation analysis of the effects of transcriptome and open-chromatin profile alterations on H3mm18 expression. Fold changes of gene expression and ATAC peak signals on the TSS are plotted. Black dots indicate the 54 downregulated DEGs at 48 hours of differentiation. Red and blue ellipses indicate the 95% confidence intervals of the 54 DEGs in (D) and total genes, respectively.

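ATAC-Seq cuts open chromatin with a transposase and counts the cut fragments. It was applied to NIH3T3 cells before infection and at 48 h of differentiation, with and without Dox, in 4 libraries each, 16 in all. The authors mapped the reads with Bowtie2 to mm10, kept those mapped uniquely, and counted them with bedtools within 5 kb of transcription start sites (TSSs). They deposited a normalized signal for 55197 genes, 1 region per gene. In each library the signal took only whole multiples of 1 step, so it is read as counts rescaled per library. It was not tested as counts. The summed signal per library was 47.3 to 54.3 M in uninfected cells and 30.3 to 45.0 M at 48 h, with overlapping regions entering more than once. The 50355 regions with a mean of at least 10 were compared on log2(signal + 1) with limma, with a trend in the variance and robust fitting, in 1 fit of all 4 groups. Regions with a Benjamini-Hochberg adjusted p under 0.1 were called. In simulated data each region had 1 spread, pooled over the 4 groups, and the libraries were drawn independently. There 85% of 2-fold changes were called at either time. Only 17% of changes of 0.5 on the log2 scale were called in uninfected cells and 26% at 48 h. Of the calls, 3.77% in uninfected cells and 14.0% at 48 h were false. Both times had the same simulated spread, so the gaps between them come from the draw. A larger spread at 48 h and shifts shared across a library did not enter, so these rates may not hold for the real libraries at 48 h.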

We performed further ATAC-seq analyses to evaluate the chromatin accessibility of MyoD-induced NIH3T3 cells, at UI and 48 h after differentiation. We will describe a representative ATAC-seq result on the *Myh3* gene locus. 

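The Myh3 region is centred on the start of the gene at 67078300 on chromosome 11 of GRCm38. At 48 h its signal was 2896 ± 583 with Dox and 3802 ± 674 without (SD, n = 4), a log2 fold change of -0.40 (standard error 0.15). It was not called over all regions by limma (p = 0.0082, adjusted p = 1.0), and the groups overlapped (exact permutation test, two-sided, p = 0.114). With each library left out in turn the log2 fold change stayed between -0.52 and -0.25. After quantile normalization of the libraries the region was called, with a log2 fold change of -0.35 and an adjusted p of 0.00413. In uninfected cells the signal was 1123 ± 69.1 with Dox and 1095 ± 58.1 without, a log2 fold change of 0.04 (exact permutation test, two-sided, p = 0.629). The effect of Dox differed between 48 h and uninfected cells by -0.44 (exact permutation within times, two-sided, p = 0.0792; limma, p = 0.0404, adjusted p = 1.0). Without Dox the region rose by 1.78 on the log2 scale from uninfected cells to 48 h. Over all 50355 regions, limma called none at 48 h (2096 with an unadjusted p under 0.05). In uninfected cells it called 3, all higher with Dox, and 1444 had an unadjusted p under 0.05. The strongest of these, the Epx region on chromosome 11, had 517 ± 62.1 against 249 ± 10.8, a log2 fold change of 1.04 (adjusted p = 1.0e-07). Among the alternatives set in advance, the count at 48 h moved most under quantile normalization, to 138, with 38 regions higher and 100 lower.

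**Figure D5:**
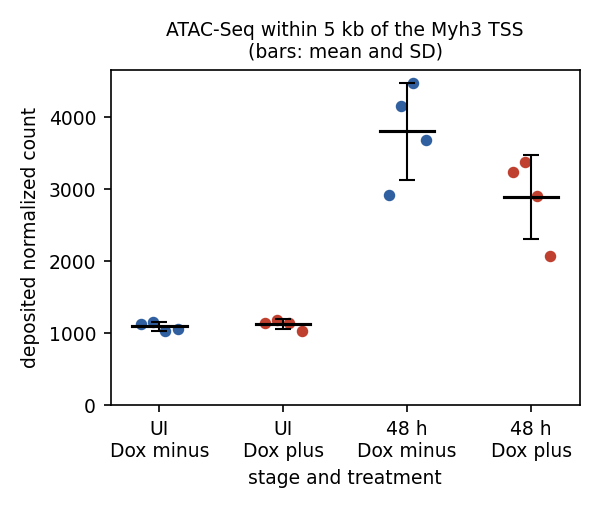
ATAC-Seq signal of the region within 5 kb of the Myh3 TSS in each NIH3T3 library, uninfected and at 48 h, with and without Dox, with means and SD. At 48 h the mean is 2896 with Dox and 3802 without, and the groups overlap.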

H3mm18 expression caused a decrease in the chromatin accessibility around the *Myh3* gene at 48 h, while no significant change was observed at UI (Figure 8E). 

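At 48 h edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 23 genes lower with Dox, and DESeq2 called 54. Of the 23, 19 had a lower ATAC-Seq signal with Dox at 48 h and 17 in uninfected cells. Of the 54, the numbers were 44 and 42. For each library a score was taken as the median log2 signal of the 23 regions minus that of 2512 background genes, the other genes with a mean of at least 50 normalized counts. At 48 h the mean score with Dox minus that without was -0.067 (exact permutation test, two-sided, p = 0.20). In uninfected cells the difference was -0.015 (exact permutation test, two-sided, p = 0.714). The 2 differences differed by -0.052 (exact permutation test, two-sided, p = 0.407). With the 54 genes of DESeq2 the difference at 48 h was -0.047 (exact permutation test, two-sided, p = 0.114). The 14 genes called at an adjusted p under 0.05 gave -0.135 at 48 h (exact permutation test, two-sided, p = 0.0286, the smallest that this design allows). Gene by gene, the median log2 fold change of the 23 regions was -0.091 at 48 h against -0.052 for the background, and -0.054 against -0.060 in uninfected cells.

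**Figure D6:**
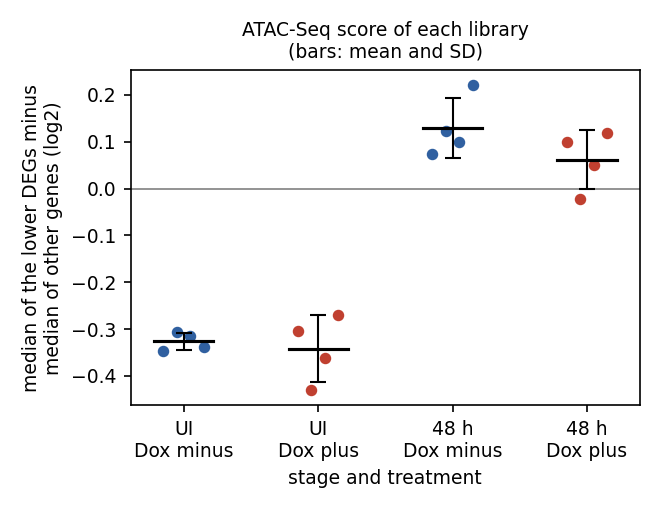
Score of each ATAC-Seq library, the median log2 signal of the 23 genes called lower at 48 h minus that of the background genes, with and without Dox. Groups overlap at both times, and the difference at 48 h is -0.067.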

The decreased chromatin accessibility was also found in 54 genes downregulated by H3mm18 expression at 48 h (Figure 8F). Decreased chromatin accessibility is generally considered to correlate with gene suppression. Therefore, these results are consistent with the idea that forced H3mm18 expression downregulated a class of genes through the decreased chromatin accessibility. 

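Across 2529 genes, the log2 fold changes of expression and of ATAC-Seq signal with Dox had a Spearman correlation of 0.113 at 48 h and 0.054 in uninfected cells. Genes are not independent replicates, so the libraries were regrouped. Of the 35 splits of the 8 ATAC-Seq libraries into 4 and 4, 5 gave a correlation as large at 48 h, the real one included, and 2 in uninfected cells. From the lower accessibility of downregulated genes, and the general relation of accessibility to expression, the paper proposes that forced H3mm18 expression downregulated a class of genes through decreased chromatin accessibility.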

The H3mm18 incorporated in chromatin may induce the formation of an inaccessible chromatin architecture by the specific structural properties of its NCP, or by the rapid exchange of the incorporated H3mm18 to H3.1 or H3.2, although the mechanism has not been clarified yet.

### H3mm18 interacts with the H3.3 chaperone

Since H3.3 and H3mm18 share the chaperone-recognition domain of H3.3 (the Ala–Ala–Ile–Gly motif) (18,27) (Figure 1A), we examined the association of H3mm18 to the H3.3 chaperone. A representative H3.3 chaperone, DAXX, was tagged with FLAG and expressed in the NIH 3T3 cells. Co-immunoprecipitation assays were performed with EGFP-tagged H3.1, H3.3 or H3mm18. H3mm18 is a highly unstable protein, and therefore a proteasome inhibitor (MG-132) was used to stabilize the protein, as in our previous study (27). The data showed that the FLAG-tagged DAXX co-immunoprecipitated with the H3mm18 protein but not with EGFP-tagged H3.1, which has a different chaperone recognition motif (Figure 9A). Reciprocal experiments were also performed to confirm the specific binding of H3mm18 to DAXX, as well as to H3.3 (Figure 9B). H3mm18 was detected with the original monoclonal antibody, which was validated as shown in Supplementary Figure S10A and B. These results indicated that H3mm18 can be recognized by an H3.3 chaperone.

**Figure 9.**
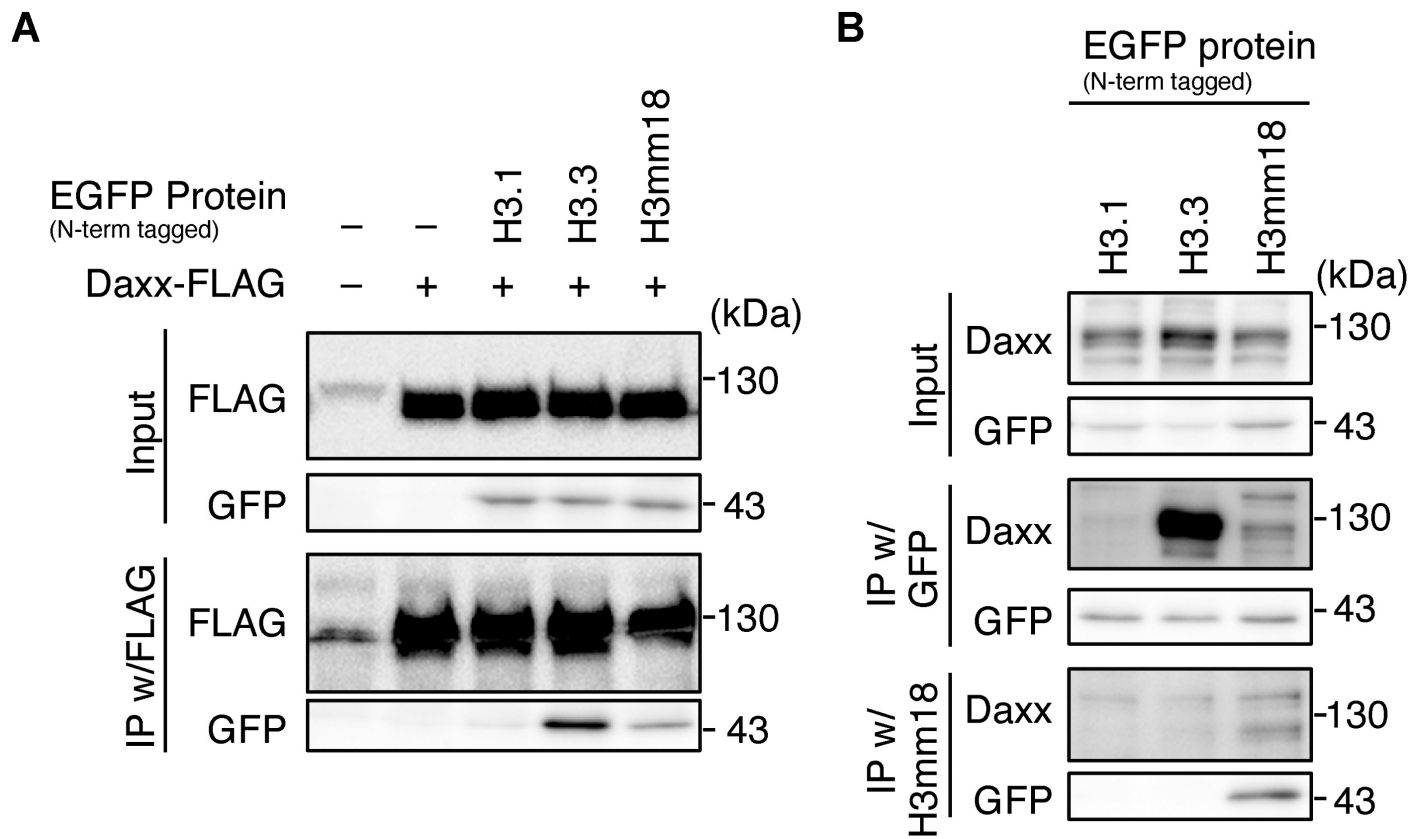
H3mm18 interacts with H3.3 chaperones. (**A**) Coimmunoprecipitation with FLAG-tagged DAXX. NIH3T3 cells expressing the N-terminally EGFP-tagged histone H3.1, H3.3 or H3mm18 were infected with retroviral vectors for C-terminally FLAG-tagged DAXX, and then treated with 5 μM MG132 for 6 h. Chromatin-unbound fractions were prepared and subjected to the immunoprecipitation (IP) assay using the anti-FLAG antibody. Input fractions and precipitates were analyzed by western blotting using the indicated antibodies. (**B**) IP for interaction with endogenous DAXX. NIH3T3 cells expressing the N-terminally EGFP-tagged histone H3.1, H3.3 or H3mm18 were treated with 5 μM MG132 for 6 h and subjected to IP, using anti-GFP or anti-H3mm18 antibodies.

## DISCUSSION

H3mm18 is one of the *Mus musculus* H3 variants identified by *in silico* hybridization screening (27). However, its structural and biochemical characteristics have remained enigmatic. In the present study, we first found that H3mm18 was incorporated into chromatin in cells, although with very low efficiency as compared to H3.3 (Figure 1B, C). Consistently, the H3mm18 NCP was substantially unstable *in vitro* (Figure 3D). The NCP instability found in the H3mm18 NCP may play a role in the regulation of genomic DNA function in chromatin. Actually, our results demonstrated that the forced expression of H3mm18 drastically suppressed the differentiation of C2C12 myoblasts into myotubes, by causing distinctive changes in the gene expression profile (Figures 6 and 7). These results suggested that H3mm18 may function to regulate the appropriate gene expression profile for muscle differentiation by altering the chromatin conformation with the unusual H3mm18 NCP formation.

Among H3 variants, the human histone H3T and H3.5 variants, which are produced in testicular cells, form unstable NCPs (72,73). Previous studies revealed that the H3T Val111 and H3.5 Leu103 residues are responsible for the NCP instability (72,73). These residues are located in the four-helix bundle formed between H3 and H3 in the nucleosome. Amino acid substitutions in or near the four-helix bundle region, such as *Sin2* mutations, destabilize the nucleosome (74,75). The *Sin2* mutations can relieve the requirement of a nucleosome remodeler for transcription (74), suggesting that the NCP instability induced by the histone mutations may reduce the nucleosome barrier during transcription (5,9–10,76,77). In the four-helix bundle region, an amino acid substitution at position 124 is found in the human H3.Y variant (78,79), which contains the hydrophobic Met124 residue. Interestingly, the H3.Y-specific Met124 residue plays a role in enhancing the stability of the NCP (80). The H3mm18-specific Thr124 residue is also present in this position. However, the substitution of the hydrophobic H3.3 Ile124 residue with the hydrophilic Thr124 residue did not significantly reduce the H3.3 NCP stability (Figure 5G). In the H3mm18 NCP structure, the H3mm18 Thr124 residue is involved in the hydrophobic cluster with H4, and the Ile to Thr substitution at position 124 may not substantially affect the structure of this hydrophobic cluster (Supplementary Figure S7). The Thr124 residue may somewhat weaken the hydrophobic histone-histone interactions in the four-helix bundle, but not to the point of inducing detectable NCP instability by the H3.3 I124T substitution. The weakened hydrophobic interaction with the Thr124 residue in the NCP may be magnified in combinations with the other amino acid substitutions of H3mm18.

The cryo-EM structures of the H3mm18 NCP revealed that H3mm18 induced drastic structural changes in the entry/exit DNA regions, when it was incorporated into the nucleosome (Figures 2 and Supplementary Figure S3). Previous studies on other histone variants suggested the importance of the flexible nucleosomal DNA ends in physiological functions. A representative example is the NCP containing the centromere-specific histone H3 variant, CENP-A. In the CENP-A NCP, the entry/exit DNA regions are flexible (81,82). Human CENP-A contains a Lys amino acid substitution at position 53, which corresponds to the Arg residue in the canonical H3. A molecular dynamics simulation study suggested that the CENP-A Lys53 residue may play a role in unwrapping the entry/exit DNA regions in the NCP (68). In H3mm18, the 53rd residue is replaced by Ser, which may weaken the histone-DNA contacts at the entry/exit DNA regions, and function in the DNA end flexibility, together with the Cys40 residue (Figure 4A). Asymmetric DNA detachment of the DNA ends has been reported in the cryo-EM analysis of the CENP-A NCP (83). Similarly, the asymmetric DNA detachment is also obvious in the H3mm18 NCPs (Figures 2A and Supplementary Figure S3). Intriguingly, the CENP-A mutant, which abolishes the entry/exit DNA flexibility in the NCP, exhibited serious defects in the centromere function in cells (84). This indicated that the entry/exit DNA flexibility of the CENP-A NCP actually functions to maintain active centromeres in cells. The DNA end flexibility of the CENP-A nucleosome suppresses the nucleosome binding of the linker histone H1, and the H1 elimination from the CENP-A nucleosome may play an important role in the establishment of functional centromeres (84). The DNA flexibility at the nucleosomal entry/exit regions has also been reported in the NCPs containing other histone variants, such as human H3.Y (78), mouse H3t (28), human H2A.B (85–87), human H2A.Z (88) and mouse H2A.L.2 (89,90). Since the entry/exit DNA flexibility affects the nucleosome arrangement in polynucleosomes (91), the linker histone-nucleosome binding (78,92), and nucleosome remodeling (93), the unusual entry/exit DNA flexibility and asymmetry found in the H3mm18 NCP may affect the high-order chromatin architecture around the genomic region with this histone variant.

Substantial DNA end flexibility has been reported in the NCP containing a histone H2A variant, H2A.B (formerly H2A.Bbd), which is incorporated into chromatin at replication and repair sites (86,94,95). H2A.B is efficiently exchanged in cells (95,96), probably through the formation of the open NCP conformation (87). The DNA end flexibility of the H2A.B NCP has been observed by cryo-EM (97). Deletions of the H2A C-terminal domain (docking domain) resulted in high flexibility of the nucleosomal DNA ends (83), indicating that the enhanced DNA-end flexibility of the H2A.B NCP may be responsible for the shortened C-terminal domain, which directly binds to the N-terminal region of H3. Interestingly, the N-terminal regions of H3mm18 were flexibly disordered in the H3mm18 NCP (Figures 2 and Supplementary Figure S3). This suggests that the interaction between the H3mm18 N-terminal domain and the H2A C-terminal domain may be weakened in the H3mm18 NCP, and thus may enhance the DNA end flexibility.

Our transcriptome analyses revealed that the forced expression of H3mm18 alters the transcription status of genes by both up- and down-regulation (Figure 7). In this situation, H3mm18 may be widely incorporated in the genome. The nucleosome is the major roadblock for transcription by RNA polymerase II (76,77). Considering the instability of the H3mm18 NCP, the up-regulation of genes by the forced H3mm18 expression may be explained by the alleviation of the nucleosome barrier during transcription, due to the incorporation of the unstable H3mm18 nucleosome in the coding and/or regulatory regions of up-regulated genes. However, under the forced H3mm18 expression conditions, we also found many genes, including myogenic genes, that were down-regulated (Figure 7). This may occur by three possible pathways. First, the unstable H3mm18 nucleosomes formed around the genes involved in muscle differentiation may be exchanged by the nucleosomes containing H3.1 and H3.2, which have a propensity to repress transcription (23). The H3mm18 nucleosome assembled around the down-regulated genes may also be replaced by histone H3 with suppressive post-translational modifications (93). Second, the unusual structure of the H3mm18 nucleosome may change the higher order chromatin conformation from an active to suppressive form in the transcribed regions of the genome. Third, H3mm18 may compete with H3.3 for binding to histone chaperones, such as DAXX (Figure 9), and thus indirectly inhibit the transcriptionally active chromatin containing H3.3. These possibilities are consistent with the observation that the chromatin accessibilities around the TSSs of downregulated myogenic DEGs were reduced by the stable expression of H3mm18 (Figure 8E and F). These aberrant chromatin compositions and conformations induced by H3mm18 may affect gene expression.

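Among regions of myogenic genes at 48 h, the signal around the TSS of Acta1 was 2915 ± 508 with Dox and 3729 ± 637 without (SD, n = 4), a log2 fold change of -0.36 (exact permutation test, two-sided, p = 0.114). That of Csrp3 had the largest decrease of the named genes, with 348 ± 67.2 and 470 ± 66.8, a log2 fold change of -0.44 (exact permutation test, two-sided, p = 0.0571). Log2 fold changes were -0.25 for Tnni2, -0.23 for Myog, -0.21 each for Tnnt2, Tnnt3 and Des, -0.17 for Acta2 and -0.09 for Ckm. Myorg had 0.04 and Myod1 0.22, and the region of Myod1 can hold reads of the retrovirus. None of these regions was called by limma (adjusted p of 0.777 for Csrp3 and 1.0 for the others). In uninfected cells the Des region had a log2 fold change of 0.17 (exact permutation test, two-sided, p = 0.0571). Its effect differed between the times by -0.38 (exact permutation within times, two-sided, p = 0.0171; limma, p = 0.0376, adjusted p = 1.0). These libraries are of the Dox-inducible line.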

In the NIH3T3 trans-differentiation system, overexpression of H3mm18 did not affect the overall transcriptome of NIH3T3. However, the MyoD-induced transcriptome alteration was impaired by *H3mm18* overexpression, resulting in the suppression of differentiation. This is different from the effect of H3mm7, which is independent of myogenic gene expression upon ectopic MyoD expression (29). 

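In uninfected cells 376 of the tested genes had an unadjusted p under 0.05. DESeq2 on all libraries called 3 genes, all higher with Dox. When the fit held only the 8 libraries of uninfected cells, edgeR called 8 and DESeq2 20, 10 in each direction. In simulated counts at the depth of these 8 libraries, edgeR called 51% of 2-fold and 95% of 4-fold changes of better counted genes. A small change was thus not always detectable. Acta2, which was lower with Dox at every later stage, had a log2 fold change of -0.17 in uninfected cells (adjusted p = 1.0 from edgeR's quasi-likelihood test).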

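Genes termed MyoD-induced were those called higher at 24 h than in uninfected cells in libraries without Dox, with a log2 fold change over 1. There were 713 such genes, and no library used to choose them enters the comparison at 48 h. The contrast that chose them also spans infection, the induction of differentiation and time in culture, so they are not shown to respond to MyoD alone. At 48 h 467 of them had a lower value with Dox. Their median log2 fold change, minus that of all genes, was -0.15 (exact permutation of the libraries, two-sided, p = 0.0286; camera, p = 3.6e-04, or 5.4e-04 adjusted over the 6 gene sets). Over all genes 11 were called lower and 2 higher, and adjusted over the list alone 24 and 3. At 24 h Acta2 had 690 ± 40.4 normalized counts with Dox and 1166 ± 124 without (SD, n = 4), a log2 fold change of -0.76 (adjusted p = 8.1e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnnt3 had 145 ± 22.3 and 266 ± 7.55, a log2 fold change of -0.88 (adjusted p = 2.4e-04). Myh3 had 18.5 ± 8.11 and 52.7 ± 20.4, a log2 fold change of -1.43 (adjusted p = 0.0279).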

Although H3mm7 and H3mm18 both form NCPs, the H3mm18 NCP exhibited drastically unstable characteristics as compared to the H3mm7 NCP (Figures 3 and 5). The DNA end flexibility of the H3mm18 NCP may also be higher than that of the H3mm7 NCP (Figures 2–4). These differences between the H3mm18 and H3mm7 NCPs may explain why H3mm18 has very limited potential for chromatin incorporation, unlike H3mm7 (29). It is also possible that H3mm18 has another function besides serving as an architectural chromatin component. Further studies are awaited to clarify the mechanism by which H3mm18 regulates genes in chromatin.

## DATA AVAILABILITY

Atomic coordinates and cryo-EM maps have been deposited in the PDB and EMDB under accession numbers 7DBH and EMD-30631 (the crosslinked H3mm18 NCP), and 7VBM and EMD-31882 (the H3mm18 NCP aided by PL2-6 scFv). The RNA-Seq data in this study were deposited in the Gene Expression Omnibus (GEO) under the following accession code: GSE: 168238. The codes used for our sequencing data analysis are available at https://github.com/AMyKuwa/18project_2020.

## Supplementary Material

gkab1137_Supplemental_File

## References

[1] Wolffe A.P. Chromatin: Structure and Function. 1998; 3rd ednSan DiegoAcademic Press.

[2] Arents G., Burlingame R.W., Wang B.C., Love W.E., Moudrianakis E.N. The nucleosomal core histone octamer at 3.1 Å resolution: a tripartite protein assembly and a left-handed superhelix. Proc. Natl. Acad. Sci. U.S.A. 1991; 88:10148–10152.1946434 10.1073/pnas.88.22.10148PMC52885

[3] Luger K., Mäder A.W., Richmond R.K., Sargent D.F., Richmond T.J. Crystal structure of the nucleosome core particle at 2.8 Å resolution. Nature. 1997; 389:251–260.9305837 10.1038/38444

[4] Luger K., Dechassa M., Tremethick D. New insights into nucleosome and chromatin structure: an ordered state or a disordered affair?. Nat. Rev. Mol. Cell Biol. 2012; 13:436–447.22722606 10.1038/nrm3382PMC3408961

[5] Petesch S.J., Lis J.T. Overcoming the nucleosome barrier during transcript elongation. Trends Genet. 2012; 28:285–294.22465610 10.1016/j.tig.2012.02.005PMC3466053

[6] Soria G., Polo S.E., Almouzni G. Prime, repair, restore: the active role of chromatin in the DNA damage response. Mol. Cell. 2012; 46:722–734.22749398 10.1016/j.molcel.2012.06.002

[7] Bai L., Morozov A.V. Gene regulation by nucleosome positioning. Trends Genet. 2010; 26:476–483.20832136 10.1016/j.tig.2010.08.003

[8] Venkatesh S., Workman J.L. Histone exchange, chromatin structure and the regulation of transcription. Nat. Rev. Mol. Cell Biol. 2015; 16:178–189.25650798 10.1038/nrm3941

[9] Kobayashi W., Kurumizaka H. Structural transition of the nucleosome during chromatin remodeling and transcription. Curr. Opin. Struct. Biol. 2019; 59:107–114.31473439 10.1016/j.sbi.2019.07.011

[10] Kujirai T., Kurumizaka H. Transcription through the nucleosome. Curr. Opin. Struct. Biol. 2019; 61:42–49.31790919 10.1016/j.sbi.2019.10.007

[11] Koyama M., Kurumizaka H. Structural diversity of the nucleosome. J. Biochem. 2018; 163:85–95.29161414 10.1093/jb/mvx081

[12] Talbert P.B., Meers M.P., Henikoff S. Old cogs, new tricks: the evolution of gene expression in a chromatin context. Nat. Rev. Genet. 2019; 20:283–297.30886348 10.1038/s41576-019-0105-7

[13] Brahma S., Henikoff S. Epigenome regulation by dynamic nucleosome unwrapping. Trends Biochem. Sci. 2020; 45:13–26.31630896 10.1016/j.tibs.2019.09.003PMC10168609

[14] Malik H.S., Henikoff S. Phylogenomics of the nucleosome. Nat. Struct. Biol. 2003; 10:882–891.14583738 10.1038/nsb996

[15] Bönisch C., Hake S.B. Histone H2A variants in nucleosomes and chromatin: more or less stable?. Nucleic Acids Res. 2012; 40:10719–10741.23002134 10.1093/nar/gks865PMC3510494

[16] Talbert P.B., Henikoff S. Histone variants on the move: substrates for chromatin dynamics. Nat. Rev. Mol. Cell Biol. 2017; 18:115–126.27924075 10.1038/nrm.2016.148

[17] Buschbeck M., Hake S.B. Variants of core histones and their roles in cell fate decisions, development and cancer. Nat. Rev. Mol. Cell Biol. 2017; 18:299–314.28144029 10.1038/nrm.2016.166

[18] Martire S., Banaszynski L.A. The roles of histone variants in fine-tuning chromatin organization and function. Nat. Rev. Mol. Cell Biol. 2020; 21:522–541.32665685 10.1038/s41580-020-0262-8PMC8245300

[19] Kurumizaka H., Kujirai T., Takizawa Y. Contributions of histone variants in nucleosome structure and function. J. Mol. Biol. 2020; 433:166678.33065110 10.1016/j.jmb.2020.10.012

[20] Kaufman P.D., Kobayashi R., Kessler N., Stillman B. The p150 and p60 subunits of chromatin assembly factor I: a molecular link between newly synthesized histones and DNA replication. Cell. 1995; 81:1105–1114.7600578 10.1016/s0092-8674(05)80015-7

[21] Marzluff W.F., Wagner E.J., Duronio R.J. Metabolism and regulation of canonical histone mRNAs: life without a poly(A) tail. Nat. Rev. Genet. 2008; 9:843–854.18927579 10.1038/nrg2438PMC2715827

[22] Tagami H., Ray-Gallet D., Almouzni G., Nakatani Y. Histone H3.1 and H3.3 complexes mediate nucleosome assembly pathways dependent or independent of DNA synthesis. Cell. 2004; 116:51–61.14718166 10.1016/s0092-8674(03)01064-x

[23] Hake S.B., Allis C.D. Histone H3 variants and their potential role in indexing mammalian genomes: “H3 barcode hypothsis”. Proc. Natl. Acad. Sci. U.S.A. 2006; 103:6428–6435.16571659 10.1073/pnas.0600803103PMC1564199

[24] Loyola A., Almouzni G. Marking histone H3 variants: how, when and why?. Trends Biochem. Sci. 2007; 32:425–433.17764953 10.1016/j.tibs.2007.08.004

[25] Brush D., Dodgson J.B., Choi O.R., Stevens P.W., Engel J.D. Replacement variant histone genes contain intervening sequences. Mol. Cell Biol. 1985; 5:1307–1317.2863747 10.1128/mcb.5.6.1307-1317.1985PMC366859

[26] Ray-Gallet D., Quivy J.P., Scamps C., Martini E.M., Lipinski M., Almouzni G. HIRA is critical for a nucleosome assembly pathway independent of DNA synthesis. Mol. Cell. 2002; 9:1091–1100.12049744 10.1016/s1097-2765(02)00526-9

[27] Maehara K., Harada A., Sato Y., Matsumoto M., Nakayama K.I., Kimura H., Ohkawa Y. Tissue-specific expression of histone H3 variants diversified after species separation. Epigenet. Chromatin. 2015; 8:35.10.1186/s13072-015-0027-3PMC457456626388943

[28] Ueda J., Harada A., Urahama T., Machida S., Maehara K., Hada M., Makino Y., Nogami J., Horikoshi N., Osakabe A. et al. Testis-specific histone variant H3t gene is essential for entry into spermatogenesis. Cell Rep. 2017; 18:593–600.28099840 10.1016/j.celrep.2016.12.065

[29] Harada A., Maehara K., Ono Y., Taguchi H., Yoshioka K., Kitajima Y., Xie Y., Sato Y., Iwasaki T., Nogami J. et al. Histone H3.3 sub-variant H3mm7 is required for normal skeletal muscle regeneration. Nat. Commun. 2018; 9:1400.29643389 10.1038/s41467-018-03845-1PMC5895627

[30] Kujirai T., Arimura Y., Fujita R., Horikoshi N., Machida S., Kurumizaka H. Methods for preparing nucleosomes containing histone variants. Methods Mol. Biol. 2018; 1832:3–20.30073519 10.1007/978-1-4939-8663-7_1

[31] Lowary P.T., Widom J. New DNA sequence rules for high affinity binding to histone octamer and sequence-directed nucleosome positioning. J. Mol. Biol. 1998; 276:19–42.9514715 10.1006/jmbi.1997.1494

[32] Zhou B.R., Yadav K.N.S., Borgnia M., Hong J., Cao B., Olins A.L., Olins D.E., Bai Y., Zhang P. Atomic resolution cryo-EM structure of a native-like CENP-A nucleosome aided by an antibody fragment. Nat. Commun. 2019; 10:2301.31127102 10.1038/s41467-019-10247-4PMC6534667

[33] Zhou B.R., Bai Y. Preparation of scFv stabilized chromatosomes for single-particle cryo-EM structure determination. STAR Protoc. 2021; 2:100396.33786462 10.1016/j.xpro.2021.100396PMC7994535

[34] Kastner B., Fischer N., Goals M.M., Sander B., Dube P., Boehringer D., Hartmuth K., Deckert J., Hauer F., Wolf E. et al. GraFix: sample preparation for single-particle electron cryomicroscopy. Nat. Methods. 2007; 5:53–55.18157137 10.1038/nmeth1139

[35] Mastronarde D.N. Automated electron microscope tomography using robust prediction of specimen movements. J. Struct. Biol. 2005; 152:36–51.16182563 10.1016/j.jsb.2005.07.007

[36] Zheng S.Q., Palovcak E., Armache J.P., Verba K.A., Cheng Y., Agard D.A. MotionCor2: anisotropic correction of beam-induced motion for improved cryo-electron microscopy. Nat. Methods. 2017; 14:331–332.28250466 10.1038/nmeth.4193PMC5494038

[37] Rohou A., Grigorieff N. CTFFIND4: Fast and accurate defocus estimation from electron micrographs. J. Struct. Biol. 2015; 192:216–21.26278980 10.1016/j.jsb.2015.08.008PMC6760662

[38] Zivanov J., Nakane T., Forsberg B.O., Kimanius D., Hagen W.J., Lindahl E., Scheres S.H. New tools for automated high-resolution cryo-EM structure determination in RELION-3. eLife. 2018; 7:e42166.30412051 10.7554/eLife.42166PMC6250425

[39] Vasudevan D., Chua E.Y.D., Davey C.A. Crystal structures of nucleosome core particles containing the ‘601’ strong positioning sequence. J. Mol. Biol. 2010; 403:1–10.20800598 10.1016/j.jmb.2010.08.039

[40] Scheres S.H. Processing of structurally heterogeneous cryo-EM data in RELION. Methods Enzymol. 2016; 579:125–157.27572726 10.1016/bs.mie.2016.04.012

[41] Kleywegt G.J., Harris M.R., Zou J.Y., Taylor T.C., Wählby A., Jones T.A. The uppsala electron-density server. Acta Crystallogr. D Biol. Crystallogr. 2004; 60:2240–2249.15572777 10.1107/S0907444904013253

[42] Pettersen E.F., Goddard T.D., Huang C.C., Couch G.S., Greenblatt D.M., Meng E.C., Ferrin T.E. UCSF Chimera–a visualization system for exploratory research and analysis. J. Comput. Chem. 2004; 25:1605–1612.15264254 10.1002/jcc.20084

[43] Kim D.N., Moriarty N.W., Kirmizialtin S., Afonine P.V., Poon B., Sobolev O.V., Adams P.D., Sanbonmatsu K. Cryo_fit: democratization of flexible fitting for cryo-EM. J. Struct. Biol. 2019; 208:1–6.31279069 10.1016/j.jsb.2019.05.012PMC7112765

[44] Liebschner D., Afonine P.V., Baker M.L., Bunkóczi G., Chen V.B., Croll T.I., Hintze B., Hung L.W., Jain S., McCoy A.J. et al. Macromolecular structure determination using X-rays, neutrons and electrons: recent developments in Phenix. Acta Crystallogr. D Struct. Biol. 2019; 75:861–877.31588918 10.1107/S2059798319011471PMC6778852

[45] Emsley P., Lohkamp B., Scott W.G., Cowtan K. Features and development of Coot. Acta Crystallogr. D Biol. Crystallogr. 2010; 66:486–501.20383002 10.1107/S0907444910007493PMC2852313

[46] Croll T.I. ISOLDE: a physically realistic environment for model building into low-resolution electron-density maps. Acta Crystallogr. D Struct. Biol. 2018; 74:519–530.29872003 10.1107/S2059798318002425PMC6096486

[47] Williams C.J., Headd J.J., Moriarty N.W., Prisant M.G., Videau L.L., Deis L.N., Verma V., Keedy D.A., Hintze B.J., Chen V.B. et al. MolProbity: more and better reference data for improved all-atom structure validation. Protein Sci. 2018; 27:293–315.29067766 10.1002/pro.3330PMC5734394

[48] Goddard T.D., Huang C.C., Meng E.C., Pettersen E.F., Couch G.S., Morris J.H., Ferrin T.E. UCSF ChimeraX: meeting modern challenges in visualization and analysis. Protein Sci. 2018; 27:14–25.28710774 10.1002/pro.3235PMC5734306

[49] Taguchi H., Horikoshi N., Arimura Y., Kurumizaka H. A method for evaluating nucleosome stability with a protein-binding fluorescent dye. Methods. 2014; 70:119–126.25220913 10.1016/j.ymeth.2014.08.019

[50] Ishiguro K.I., Matsuura K., Tani N., Takeda N., Usuki S., Yamane M., Sugimoto M., Fujimura S., Hosokawa M., Chuma S. et al. MEIOSIN directs the switch from mitosis to meiosis in mammalian germ cells. Dev. Cell. 2020; 52:429–445.32032549 10.1016/j.devcel.2020.01.010

[51] Hashimshony T., Senderovich N., Avital G., Klochendler A., de Leeuw Y., Anavy L., Gennert D., Li S., Livak K.J., Rozenblatt-Rosen O. et al. CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq. Genome Biol. 2016; 17:77.27121950 10.1186/s13059-016-0938-8PMC4848782

[52] Smith T., Heger A., Sudbery I. UMI-tools: modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. Genome Res. 2017; 27:491–499.28100584 10.1101/gr.209601.116PMC5340976

[53] Kim D., Paggi J.M., Park C., Bennett C., Salzberg S.L. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol. 2019; 37:907–915.31375807 10.1038/s41587-019-0201-4PMC7605509

[54] Kim D., Langmead B., Salzberg S.L. HISAT: a fast spliced aligner with low memory requirements. Nat. Methods. 2015; 12:357–360.25751142 10.1038/nmeth.3317PMC4655817

[55] Pertea M., Kim D., Pertea G.M., Leek J.T., Salzberg S.L. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat. Protoc. 2016; 11:1650–1667.27560171 10.1038/nprot.2016.095PMC5032908

[56] Liao Y., Smyth G.K., Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2013; 30:923–930.24227677 10.1093/bioinformatics/btt656

[57] Love M.I., Huber W., Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014; 15:550.25516281 10.1186/s13059-014-0550-8PMC4302049

[58] Yu G., Wang L.G., Han Y., He Q.Y. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS. 2012; 16:284–287.22455463 10.1089/omi.2011.0118PMC3339379

[59] Alpern D., Gardeux V., Russeil J., Mangeat B., Meireles-Filho A.C.A., Breysse R., Hacker D., Deplancke B. BRB-seq: ultra-affordable high-throughput transcriptomics enabled by bulk RNA barcoding and sequencing. Genome Biol. 2019; 20:71.30999927 10.1186/s13059-019-1671-xPMC6474054

[60] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R.1000 Genome Project Data Processing Subgroup The Sequence Alignment/Map format and SAMtools. Bioinformatics. 2009; 25:2078–2079.19505943 10.1093/bioinformatics/btp352PMC2723002

[61] Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal. 2011; 17:10–12.

[62] Langmead B., Salzberg S.L. Fast gapped-read alignment with Bowtie 2. Nat. Methods. 2012; 9:357–359.22388286 10.1038/nmeth.1923PMC3322381

[63] Ramírez F., Ryan D.P., Grüning B., Bhardwaj V., Kilpert F., Richter A.S., Heyne S., Dündar F., Manke T. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 2016; 44:160–165.10.1093/nar/gkw257PMC498787627079975

[64] Quinlan A.R., Hall I.M. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010; 26:841–842.20110278 10.1093/bioinformatics/btq033PMC2832824

[65] Chua E.Y.D., Vasudevan D., Davey G.E., Wu B., Davey C.A. The mechanics behind DNA sequence-dependent properties of the nucleosome. Nucleic Acids Res. 2012; 40:6338–6352.22453276 10.1093/nar/gks261PMC3401446

[66] Davey C.A., Sargent D.F., Luger K., Maeder A.W., Richmond T.J. Solvent mediated interactions in the structure of the nucleosome core particle at 1.9 Å resolution. J. Mol. Biol. 2002; 319:1097–1113.12079350 10.1016/S0022-2836(02)00386-8

[67] Tachiwana H., Osakabe A., Shiga T., Miya Y., Kimura H., Kagawa W., Kurumizaka H. Structures of human nucleosomes containing major histone H3 variants. Acta Crystallogr. D Biol. Crystallogr. 2011; 67:578–583.21636898 10.1107/S0907444911014818

[68] Kono H., Shirayama K., Arimura Y., Tachiwana H., Kurumizaka H. Two arginine residues suppress the flexibility of nucleosomal DNA in the canonical nucleosome core. PLoS One. 2015; 10:e0120635.25786215 10.1371/journal.pone.0120635PMC4365049

[69] Harada A., Maehara K., Sato Y., Konno D., Tachibana T., Kimura H., Ohkawa Y. Incorporation of histone H3.1 suppresses the lineage potential of skeletal muscle. Nucleic Acids Res. 2015; 43:775–86.25539924 10.1093/nar/gku1346PMC4333396

[70] Taguchi H., Xie Y., Horikoshi N., Maehara K., Harada A., Nogami J., Sato K., Arimura Y., Osakabe A., Kujirai T. et al. Crystal structure and characterization of novel human histone H3 variants, H3.6, H3.7 and H3.8. Biochemistry. 2017; 56:2184–2196.28374988 10.1021/acs.biochem.6b01098

[71] van Velthoven C.T.J., de Morree A., Egner I.M., Brett J.O., Rando T.A. Transcriptional profiling of quiescent muscle stem cells *In Vivo*. Cell Rep. 2017; 21:1994–2004.29141228 10.1016/j.celrep.2017.10.037PMC5711481

[72] Tachiwana H., Kagawa W., Osakabe A., Kawaguchi K., Shiga T., Hayashi-Takanaka Y., Kimura H., Kurumizaka H. Structural basis of instability of the nucleosome containing a testis-specific histone variant, human H3T. Proc. Natl. Acad. Sci. U.S.A. 2010; 107:10454–10459.20498094 10.1073/pnas.1003064107PMC2890842

[73] Urahama T., Harada A., Maehara K., Horikoshi N., Sato K., Sato Y., Shiraishi K., Sugino N., Osakabe A., Tachiwana H. et al. Histone H3.5 forms an unstable nucleosome and accumulates around transcription start sites in human testis. Epigenet. Chromatin. 2016; 9:2.10.1186/s13072-016-0051-yPMC471451226779285

[74] Kruger W., Peterson C.L., Sil A., Coburn C., Arents G., Moudrianakis E.N., Herskowitz I. Amino acid substitutions in the structured domains of histones H3 and H4 partially relieve the requirement of the yeast SWI/SNF complex for transcription. Genes Dev. 1995; 9:2770–2779.7590252 10.1101/gad.9.22.2770

[75] Kurumizaka H., Wolffe A.P. Sin mutations of histone H3: influence on nucleosome core structure and function. Mol. Cell Biol. 1997; 17:6953–6969.9372928 10.1128/mcb.17.12.6953PMC232553

[76] Kujirai T., Ehara H., Fujino Y., Shirouzu M., Sekine S-I., Kurumizaka H. Structural basis of the nucleosome transition during RNA polymerase II passage. Science. 2018; 362:595–598.30287617 10.1126/science.aau9904

[77] Ehara H., Kujirai T., Fujino Y., Shirouzu M., Kurumizaka H., Sekine S-I. Structural insight into nucleosome transcription by RNA polymerase II with elongation factors. Science. 2019; 363:744–747.30733384 10.1126/science.aav8912

[78] Kujirai T., Horikoshi N., Sato K., Maehara K., Machida S., Osakabe A., Kimura H., Ohkawa Y., Kurumizaka H. Structure and function of human histone H3.Y nucleosome. Nucleic Acids Res. 2016; 44:6127–6141.27016736 10.1093/nar/gkw202PMC5291245

[79] Zink L.M., Delbarre E., Eberl H.C., Keilhauer E.C., Bönisch C., Pünzeler S., Bartkuhn M., Collas P., Mann M., Hake S.B. H3.Y discriminates between HIRA and DAXX chaperone complexes and reveals unexpected insights into human DAXX-H3.3-H4 binding and deposition requirements. Nucleic Acids Res. 2017; 45:5691–5706.28334823 10.1093/nar/gkx131PMC5449609

[80] Kujirai T., Horikoshi N., Xie Y., Taguchi H., Kurumizaka H. Identification of the amino acid residues responsible for stable nucleosome formation by histone H3.Y. Nucleus. 2017; 8:239–248.28118111 10.1080/19491034.2016.1277303PMC5499910

[81] Conde e Silva N., Black B.E., Sivolob A., Filipski J., Cleveland D.W., Prunell A. CENP-A-containing nucleosomes: easier disassembly versus exclusive centromeric localization. J. Mol. Biol. 2007; 370:555–573.17524417 10.1016/j.jmb.2007.04.064

[82] Tachiwana H., Kagawa W., Shiga T., Osakabe A., Miya Y., Saito K., Hayashi-Takanaka Y., Oda T., Sato M., Park S.Y. et al. Crystal structure of the human centromeric nucleosome containing CENP-A. Nature. 2011; 476:232–235.21743476 10.1038/nature10258

[83] Boopathi R., Danev R., Khoshouei M., Kale S., Nahata S., Ramos L., Angelov D., Dimitrov S., Hamiche A., Petosa C. et al. Phase-plate cryo-EM structure of the Widom 601 CENP-A nucleosome core particle reveals differential flexibility of the DNA ends. Nucleic Acids Res. 2020; 48:5735–5748.32313946 10.1093/nar/gkaa246PMC7261176

[84] Roulland Y., Ouararhni K., Naidenov M., Ramos L., Shuaib M., Syed S.H., Lone I.N., Boopathi R., Fontaine E., Papai G. et al. The flexible ends of CENP-A nucleosome are required for mitotic fidelity. Mol. Cell. 2016; 63:674–685.27499292 10.1016/j.molcel.2016.06.023

[85] Arimura Y., Kimura H., Oda T., Sato K., Osakabe A., Tachiwana H., Sato Y., Kinugasa Y., Ikura T., Sugiyama M. et al. Structural basis of a nucleosome containing histone H2A.B/H2A.Bbd that transiently associates with reorganized chromatin. Sci. Rep. 2013; 3:3510.24336483 10.1038/srep03510PMC3863819

[86] Sugiyama M., Arimura Y., Shirayama K., Fujita R., Oba Y., Sato N., Inoue R., Oda T., Sato M., Heenan R.K. et al. Distinct features of the histone core structure in nucleosomes containing the histone H2A.B variant. Biophys. J. 2014; 106:2206–2213.24853749 10.1016/j.bpj.2014.04.007PMC4052288

[87] Hirano R., Arimura Y., Kujirai T., Shibata M., Okuda A., Morishima K., Inoue R., Sugiyama M., Kurumizaka H. Histone variant H2A.B-H2B dimers are exchanged with canonical H2A–H2B in the nucleosome. Commun. Biol. 2021; 4:191.33580188 10.1038/s42003-021-01707-zPMC7881002

[88] Hirano R., Kujirai T., Negishi L., Kurumizaka H. Biochemical characterization of the placeholder nucleosome for DNA hypomethylation maintenance. Biochem. Biophys. Rep. 2019; 18:100634.31008378 10.1016/j.bbrep.2019.100634PMC6458450

[89] Syed S., Boulard M., Shukla M.S., Gautier T., Travers A., Bednar J., Faivre-Moskalenko C., Dimitrov S., Angelov D. The incorporation of the novel histone variant H2AL2 confers unusual structural and functional properties of the nucleosome. Nucleic Acids Res. 2009; 37:4684–4695.19506029 10.1093/nar/gkp473PMC2724287

[90] Barral S., Morozumi Y., Tanaka H., Montellier E., Govin J., de Dieuleveult M., Charbonnier G., Couté Y., Puthier D., Buchou T. et al. Histone variant H2AL2 guides transition protein-dependent protamine assembly in male germ cells. Mol. Cell. 2017; 66:89–101.28366643 10.1016/j.molcel.2017.02.025

[91] Takizawa Y., Ho C.H., Tachiwana H., Matsunami H., Kobayashi W., Suzuki M., Arimura Y., Hori T., Fukagawa T., Ohi M.D. et al. Cryo-EM structures of centromeric tri-nucleosomes containing a central CENP - a nucleosome. Structure. 2020; 28:44–53.31711756 10.1016/j.str.2019.10.016

[92] Shukla M.S., Syed S.H., Goutte-Gattat D., Richard J.L., Montel F., Hamiche A., Travers A., Faivre-Moskalenko C., Bednar J., Hayes J.J. et al. The docking domain of histone H2A is required for H1 binding and RSC-mediated nucleosome remodeling. Nucleic Acids Res. 2011; 39:2559–2570.21131284 10.1093/nar/gkq1174PMC3074127

[93] Bannister A.J., Kouzarides T. Regulation of chromatin by histone modifications. Cell Res. 2011; 21:381–395.21321607 10.1038/cr.2011.22PMC3193420

[94] Doyen C.M., Montel F., Gautier T., Menoni H., Claudet C., Delacour-Larose M., Angelov D., Hamiche A., Bednar J., Faivre-Moskalenko C. et al. Dissection of the unusual structural and functional properties of the variant H2A.Bbd nucleosome. EMBO J. 2006; 25:4234–4244.16957777 10.1038/sj.emboj.7601310PMC1570437

[95] Arimura Y., Kimura H., Oda T., Sato K., Osakabe A., Tachiwana H., Sato Y., Kinugasa Y., Ikura T., Sugiyama M. et al. Structural basis of a nucleosome containing histone H2A.B/H2A.Bbd that transiently associates with reorganized chromatin. Scientific Rep. 2013; 3:3510.10.1038/srep03510PMC386381924336483

[96] Gautier T., Abbott D.W., Molla A., Verdel A., Ausio J., Dimitrov S. Histone variant H2ABbd confers lower stability to the nucleosome. EMBO Rep. 2004; 5:715–720.15192699 10.1038/sj.embor.7400182PMC1299093

[97] Zhou M., Dai L., Li C., Shi L., Huang Y., Guo Z., Wu F., Zhu P., Zhou Z. Structural basis of nucleosome dynamics modulation by histone variants H2A.B and H2A.Z.2.2. EMBO J. 2021; 40:e105907.33073403 10.15252/embj.2020105907PMC7780145

# Supplementary material for: Unusual nucleosome formation and transcriptome influence by the histone H3mm18 variant
**Source:** Nucleic Acids Res. 2021 Dec 21;50(1):72–91. doi: 10.1093/nar/gkab1137
**Supplement:** gkab1137_Supplemental_File

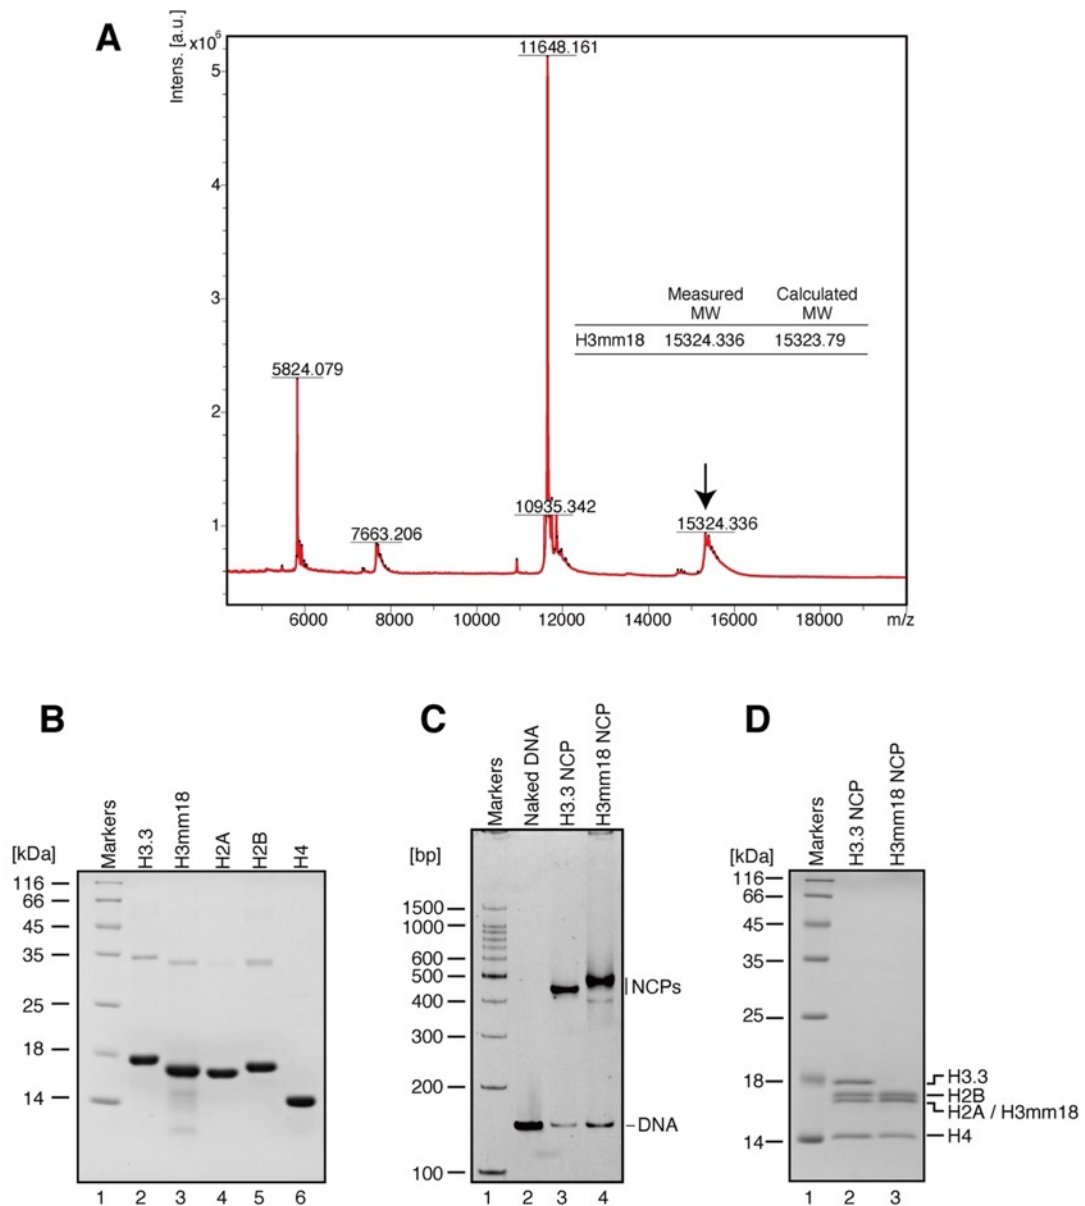

**Supplementary Figure S1.** Purification of the H3mm18 NCP. (A) The molecular mass of the prepared H3mm18-H4 complex was determined by a MALDI-TOF MS analysis. The arrow indicates the peak corresponding to H3mm18. The measured and calculated molecular weights (MW) of H3mm18 are shown. The calculated MW was estimated using ExPASy compute MW ([https://web.expasy.org/peptide\\_mass/](https://web.expasy.org/peptide_mass/)). (B) The purified mouse H3.3, H3mm18, H2A, H2B, and H4 were analyzed by SDS-PAGE with Coomassie Brilliant Blue (CBB) staining. (C) The purified NCPs containing H3.3 or H3mm18 were analyzed by native-PAGE with ethidium bromide staining. (D) The purified NCPs were analyzed by SDS-PAGE with CBB staining.

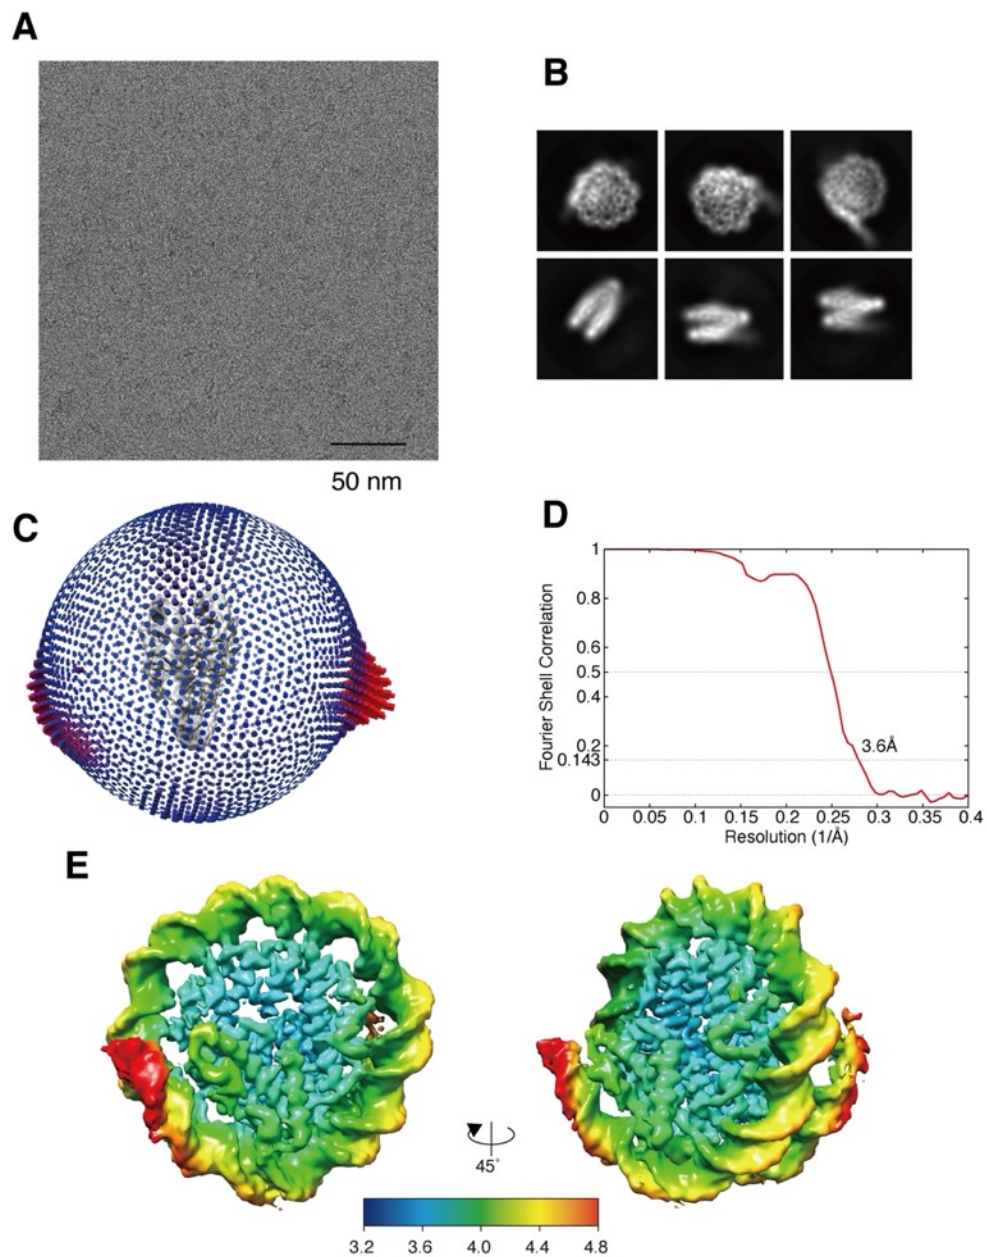

**Supplementary Figure S2.** Cryo-EM analysis of the H3mm18 NCP. (A) A representative micrograph of the H3mm18 NCP. (B) Two-dimensional class average of the H3mm18 NCP structure. (C) Euler angular distribution of the H3mm18 NCP structure. (D) Fourier Shell Correlation (FSC) curve of the H3mm18 NCP structure. The resolution of the H3mm18 NCP structure was estimated to be 3.6 Å by an FSC = 0.143. (E) Local resolution map of the H3mm18 NCP structure.

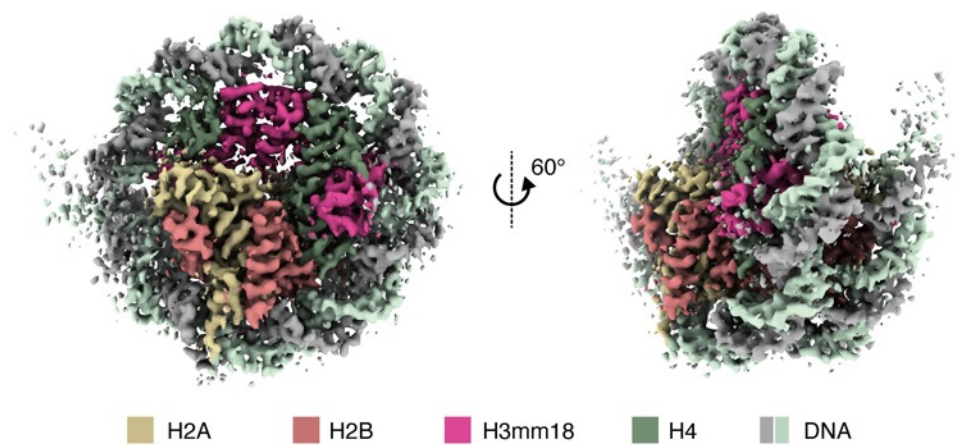

**Supplementary Figure S3.** Cryo-EM density map of the non-crosslinked H3mm18 NCP stabilized by PL2-6 scFv. Histones H3mm18, H2A, H2B, and H4 are colored pink, yellow, salmon pink, and green, respectively. DNA is colored gray and light green. To enhance the clarity of the H3mm18 NCP structure, the cryo-EM density corresponding to the PL2-6 scFv was subtracted.

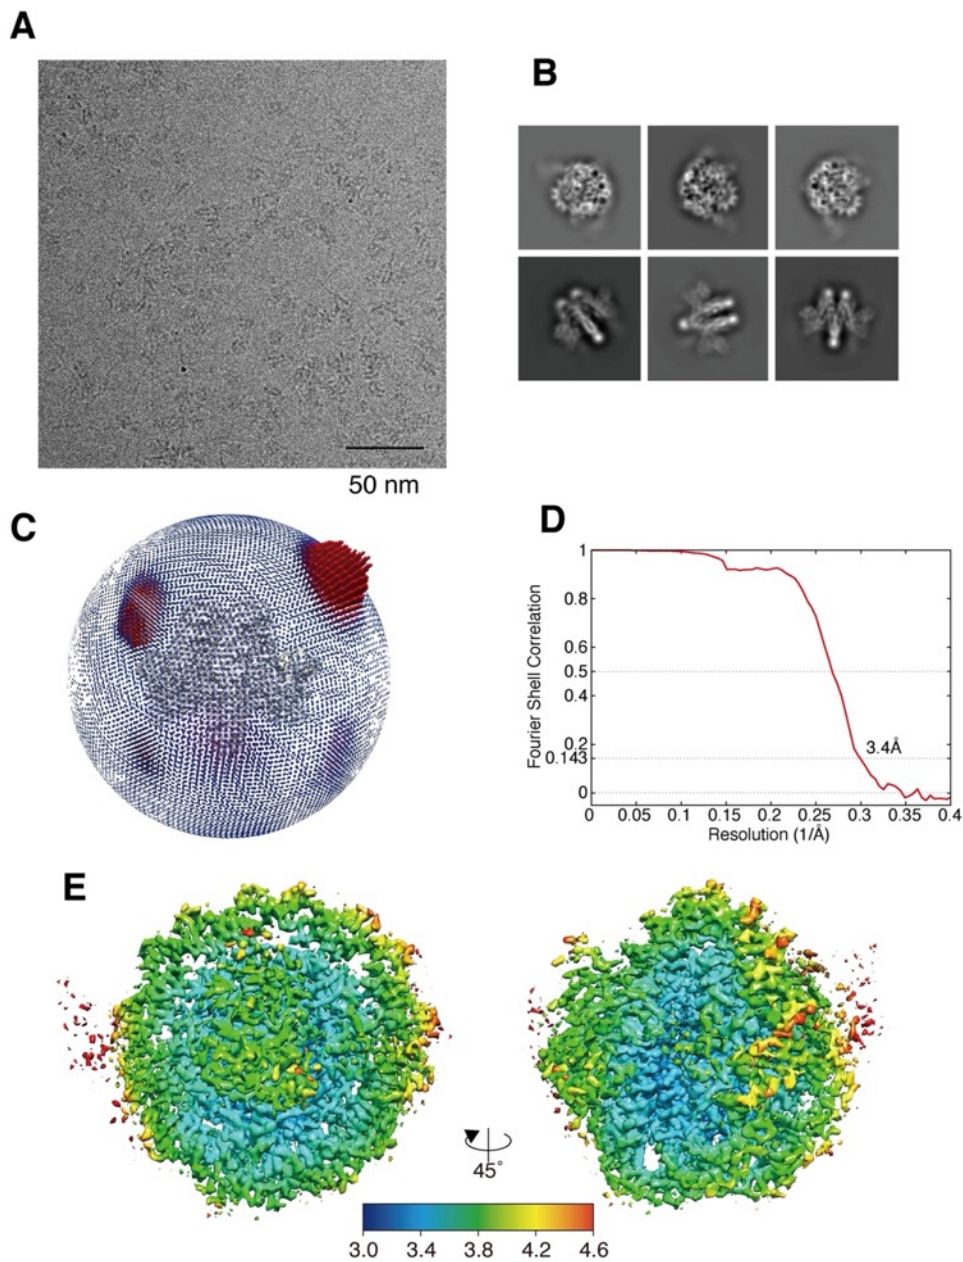

**Supplementary Figure S4.** Cryo-EM analysis of the non-crosslinked H3mm18 NCP with PL2-6 scFv. (A) Representative micrograph of the non-crosslinked H3mm18 NCP complexed with the PL2-6 scFv. (B) Two-dimensional class average of the H3mm18 NCP-PL2-6 scFv complex. (C) Euler angular distribution of the H3mm18 NCP-PL2-6 scFv complex. (D) Fourier Shell Correlation (FSC) curve of the H3mm18 NCP-PL2-6 scFv complex. The resolution of the H3mm18 NCP-PL2-6 scFv complex was estimated to be 3.4 Å by an FSC = 0.143. (E) Local resolution map of the H3mm18 NCP-PL2-6 scFv complex.

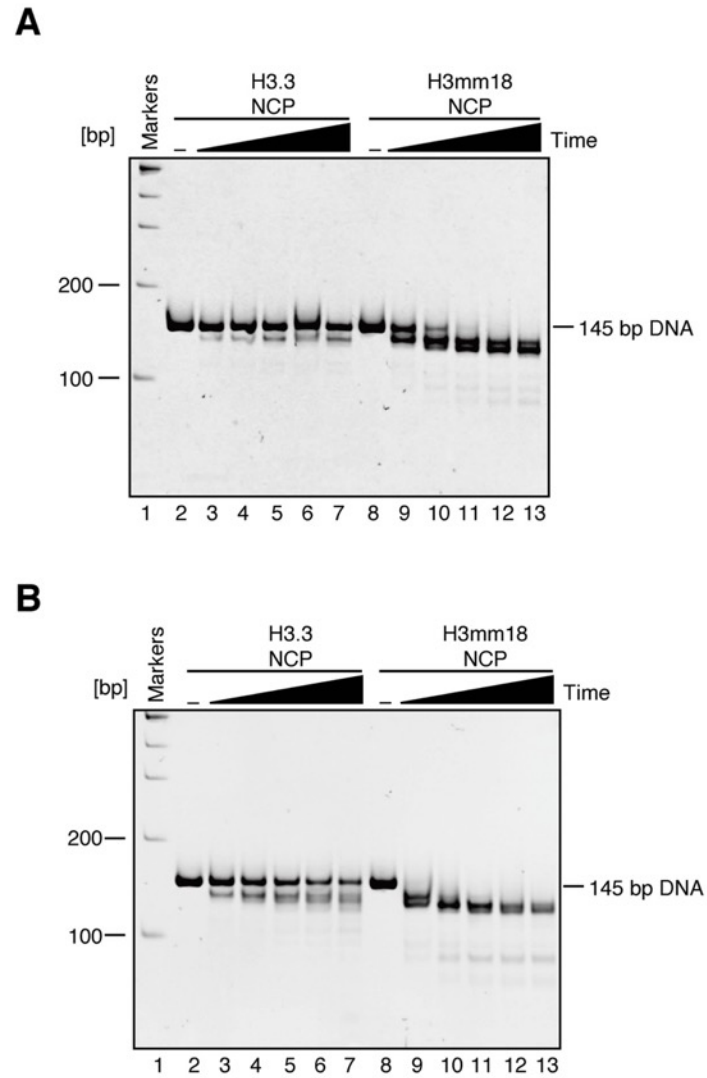

**Supplementary Figure S5.** (A), (B) Repeated MNase treatment assays, as shown in Figure 3B.

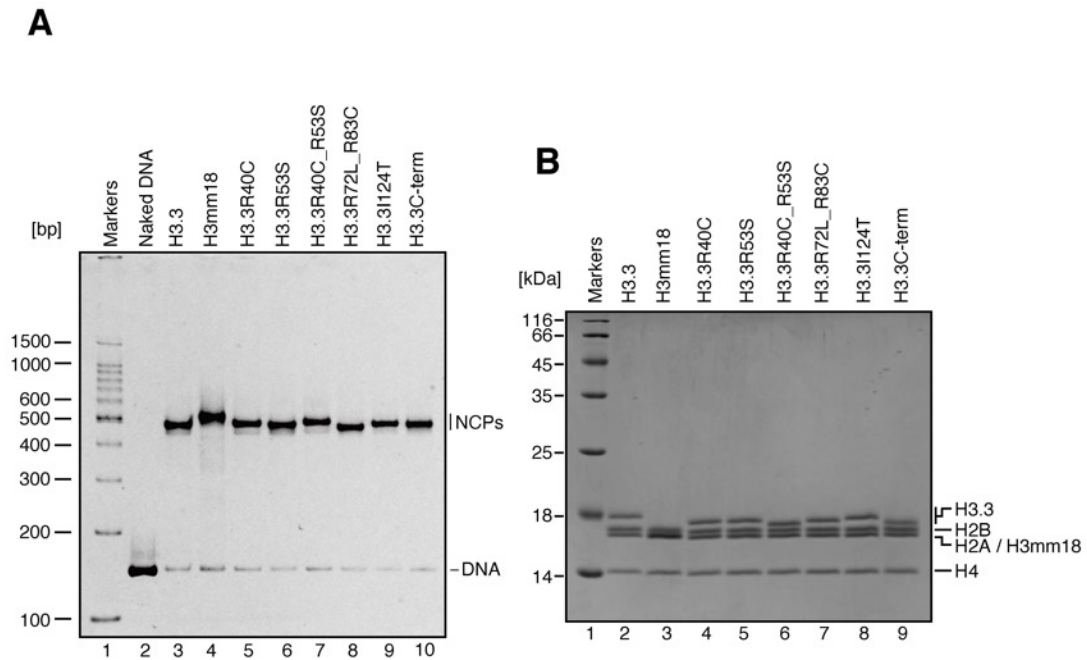

**Supplementary Figure S6.** Purification of the NCPs containing H3.3 mutants. (A) The purified NCPs containing H3.3, H3mm18, or H3.3 mutant were analyzed by native-PAGE with ethidium bromide staining. (B) The purified NCPs were analyzed by SDS-PAGE with CBB staining.

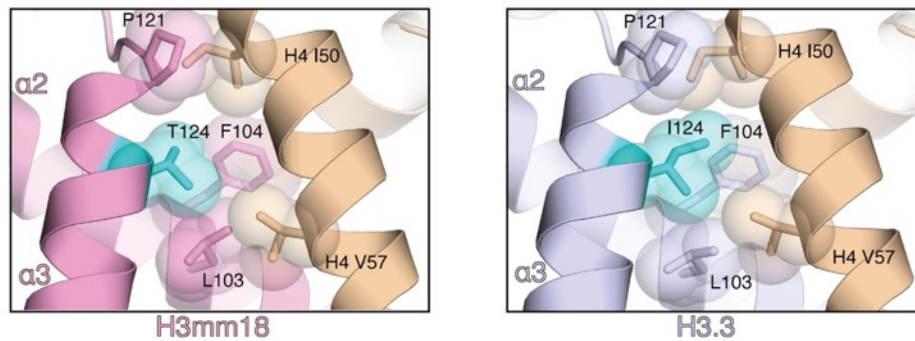

**Supplementary Figure S7.** Structural comparison around position 124 in the H3mm18 NCP (left panel) and H3.3 NCP (right panel). In the left panel, the H3mm18 Thr124 residue is shown in cyan with its side chain. In the right panel, the H3 Ile124 residue is shown in cyan with its side chain. The atoms located between H3mm18 (pink) or H3 (light blue) and H4 (beige) are presented as spheres.

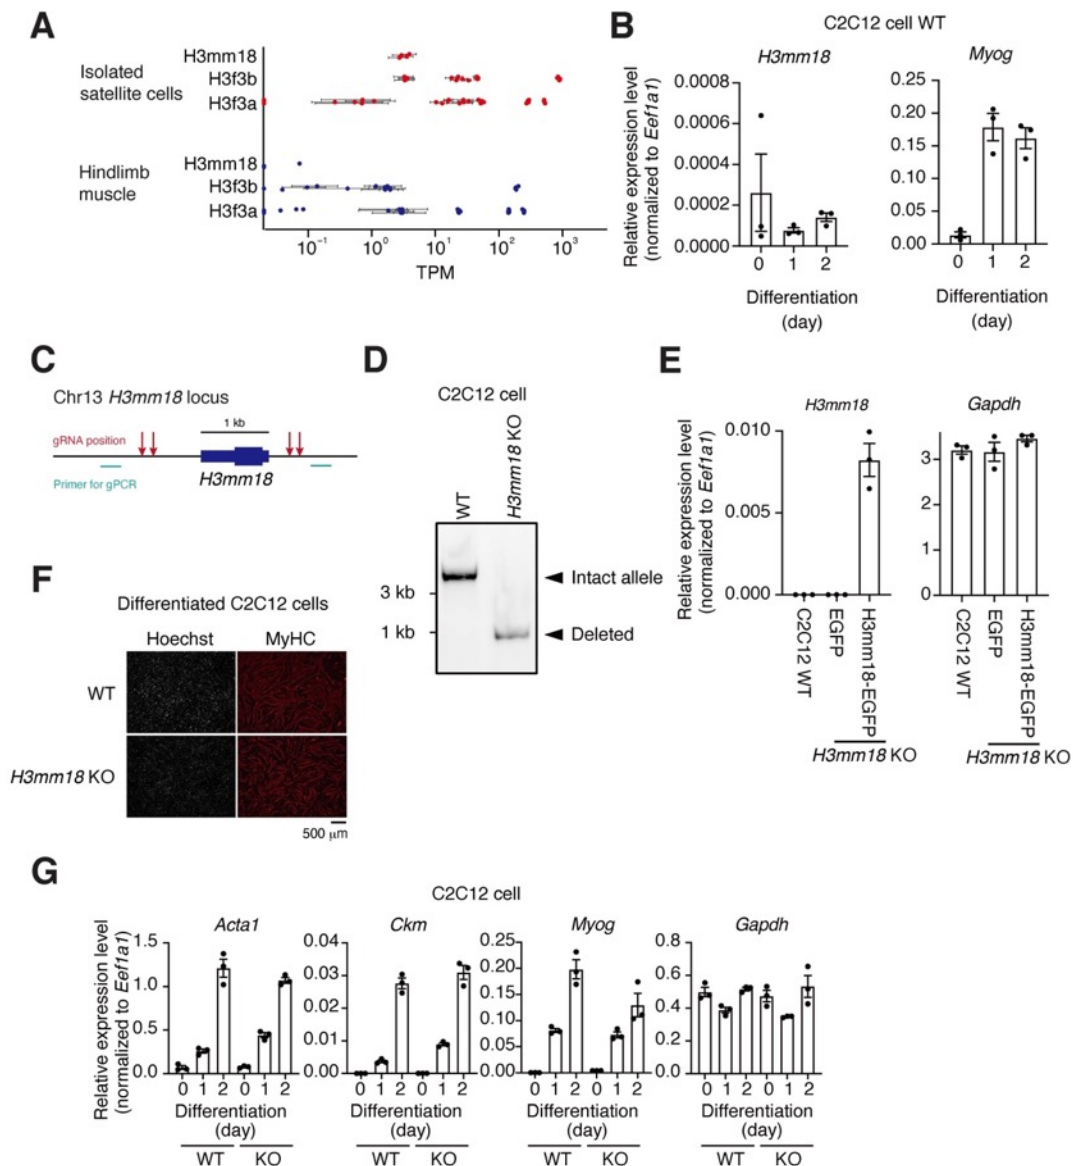

**Supplementary Figure S8.** Evaluation of endogenous *H3mm18* expression in C2C12 cells. (A) Endogenous expression of the *H3mm18* gene in isolated satellite cells and differentiated muscle. (B) qRT-PCR analysis of *H3mm18* during differentiation. RNAs were extracted from undifferentiated and differentiated WT C2C12 cells. (C) Schematic illustration of the *H3mm18* deletion using the CRISPR/Cas9 system. (D) Agarose gel electrophoresis for genotyping. Genomic DNAs were prepared from WT and *H3mm18* knocked-out C2C12 cells. PCR was performed with a primer pair targeting the *H3mm18* locus. (E) qRT-PCR analysis of *H3mm18*. RNAs were extracted from C2C12 WT and KO cells expressing EGFP or EGFP-*H3mm18*. (F) ICC analysis of differentiated C2C12 cells (WT and *H3mm18* KO cells). (G) qRT-PCR analysis of C2C12 cells (WT and *H3mm18* KO cells) during differentiation.

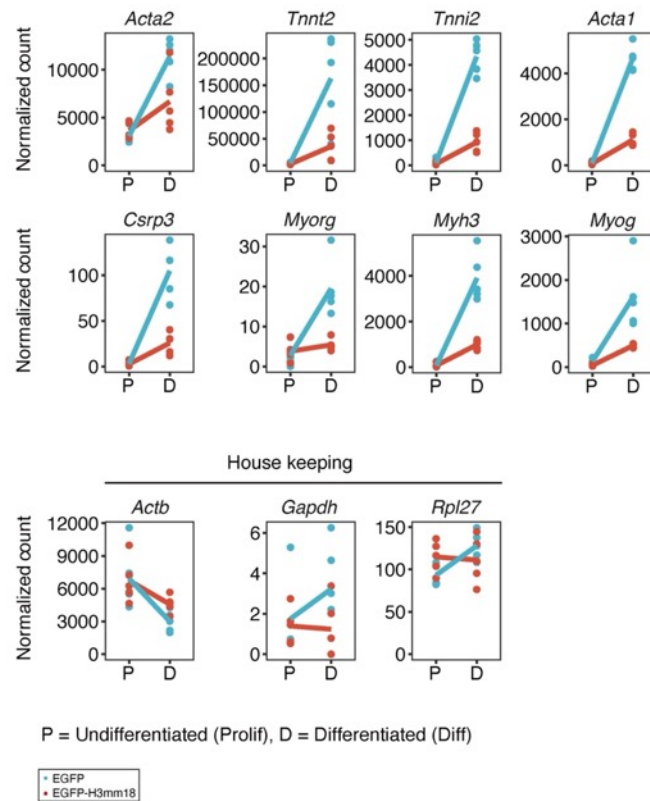

**Supplementary Figure S9.** Gene expression patterns of C2C12 cells during differentiation. Expression patterns of representative myogenic and housekeeping genes corresponding to Figure 7C are shown.

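Other myogenic genes of the heatmap were also lower in differentiated C2C12 cells with EGFP-H3mm18. Csrp3 had 28.0 ± 12.4 normalized counts against 115 ± 30.1 with EGFP (SD, n = 5), a log2 fold change of -2.02 (adjusted p = 5.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnnt3 had a log2 fold change of -2.28 (adjusted p = 0.00366). Myorg, with 3 to 21 raw counts per library, had a log2 fold change of -1.77 (adjusted p = 0.00539), which rests on few reads. Acta2 had 7255 ± 3399 against 12470 ± 2059, a log2 fold change of -0.78 (adjusted p = 0.0656). Its call was lost in a fit of the 2 groups alone (adjusted p = 0.139) and without EGFP-H3mm18 differentiated replicate 3, 4 or 5, or EGFP differentiated replicate 2, 3 or 4, where the adjusted p reached 0.174. In proliferating cells Acta2, Csrp3, Myorg and Tnnt3 were not called, with adjusted p of 0.880 or more.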

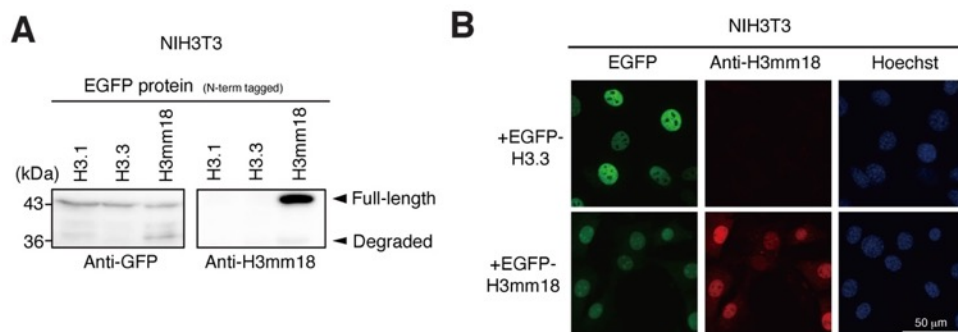

**Supplementary Figure S10.** Validation of the anti-H3mm18 antibody. (A) Immunoblot analysis to validate the H3mm18 antibody, using NIH3T3 cells expressing EGFP-tagged H3.1, H3.3 or H3mm18. (B) ICC analysis of the H3mm18 antibody. NIH3T3 cells expressing EGFP-tagged H3.3 or H3mm18 were used.

How the deposited data were processed for this re-analysis (not part of the article)

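The authors deposited values for 68 libraries in 16 conditions. CEL-Seq2 was done on 20 libraries of C2C12 cells expressing EGFP or EGFP-H3mm18, proliferating or differentiated for 72 h, with 5 libraries per condition. BRB-Seq was done on 32 libraries of NIH3T3 cells with Dox-inducible EGFP-H3mm18, uninfected or at 0, 24 and 48 h of differentiation after MyoD infection, with and without Dox, with 4 libraries per condition. ATAC-Seq was done on 16 libraries of the NIH3T3 cells, uninfected and at 48 h, with and without Dox, with 4 libraries per condition. The C2C12 labels give no genotype, and the lines were taken as the paper describes them.

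For both RNA experiments the authors trimmed the reads with Trim Galore, mapped them to GRCm38 with HISAT2 and counted them on genes with featureCounts. The unit of the deposited values is the read count per gene, without normalization. The authors' normalized tables were checked and equal the counts divided by DESeq2's size factors, so they add nothing and were not used further. For ATAC-Seq the authors mapped reads with Bowtie2, kept uniquely mapped ones, counted them with bedtools within 5 kb of TSSs, and normalized the counts. The deposited values are a normalized signal. In each library every value is a whole multiple of 1 step, and 1 region is listed per gene.

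The RNA counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Mitochondrially encoded genes were left out, as in the paper. Library sizes were normalized by TMM, genes were filtered by filterByExpr on the groups, and all groups of an experiment entered 1 quasi-likelihood fit. This left 9231 genes in C2C12 cells and 9325 in NIH3T3 cells. Each comparison was a contrast of that fit, and the differences between states or stages were contrasts of 2 effects. The threshold was a Benjamini-Hochberg adjusted p of 0.1, which the paper states. For ATAC-Seq, log2(signal + 1) of the 50355 regions with a mean of at least 10 was fitted with limma, with a trend and robust variances, and the same threshold. Exact permutation tests ran over all 70 arrangements of 4 against 4 libraries or 252 of 5 against 5, two-sided. Their smallest p are 0.0286 and 0.00794. The figures were drawn and the sequences matched with Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9. The crRNA and primer sequences of the paper were matched exactly to GRCm38, with GENCODE annotation. Sequences of 32 bases were compared over the H3mm18 frame and over the last 400 bases of transcripts.

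Gene sets were tested with camera at a preset correlation of 0.01, and with fry. Camera and fry take genes as units in part, so exact permutations of the library labels were also run on the median of each set minus that of all genes. These permutations, and those of the difference of 2 ATAC-Seq effects, were added after the other results were seen. The lists of 87 muscle genes and 52 cell cycle genes were written in advance. Ribosomal protein genes were taken by symbol. Genes termed MyoD-induced were called between uninfected cells and 24 h or 48 h without Dox, with a log2 fold change over 1, which gave 713 and 827 genes. The contrast also spans infection, the induction of differentiation and time in culture. Lists of 40 ATF4 target genes and 25 sterol synthesis genes, and the collagen genes, were added after the results were seen. The score of the regions of downregulated genes is the median log2 signal of these regions minus that of the other genes with a mean of at least 50 normalized counts.

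Depth differed between libraries. C2C12 libraries held a median of 1188267 counts and NIH3T3 BRB-Seq libraries a median of 594155. Mitochondrial genes took 14.0% ± 2.29 and 15.2% ± 1.39 (SD, n = 5) of the counts in proliferating cells with EGFP and EGFP-H3mm18, and 21.9% ± 3.85 and 23.4% ± 3.93 in differentiated cells. In NIH3T3 cells the group means ran from 7.46% to 12.9%. Libraries of a group differed by more than counting error, so all tests take the spread between libraries. Floors for counts of 0 take 3 counts over the group and cover counting error only. The tests were run on simulated counts, drawn from negative binomial distributions with the depths and dispersions of the real libraries, with 200 genes changed 2-fold or 4-fold. The changed genes were drawn only from those above a minimum mean count, so the shares called do not cover the lowest tested genes. Libraries were drawn independently, without any correlation between those of the same replicate number. edgeR called 72% to 79% of the changed genes, and DESeq2 72% to 82%. Of the calls, 7.01% to 11.6% were false with edgeR and 12.6% to 19.3% with DESeq2. For ATAC-Seq normally distributed values were simulated, and limma called 51% of 200 changed regions in uninfected cells and 55.5% at 48 h, with 3.77% and 14.0% of the calls false. Both times shared 1 spread per region, pooled over all groups, so the gaps between them come from the draw.

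Named genes were chosen by a rule written in advance. They are every gene the paper names for these experiments, the gene annotated at the H3mm18 locus, and for each comparison the 3 largest increases and 3 largest decreases among called genes with a mean of at least 50 normalized counts and no overlap between the groups. Genes outside this rule are marked where they appear. The result of 1 gene is not reported. Whether the replicate number pairs libraries was tested by the correlation of deviations from the group means. In proliferating C2C12 cells all 5 numbers gave positive correlations, 0.174, 0.480, 0.435, 0.195 and 0.318, so the blocked count is given with the result. In differentiated C2C12 cells they ran from -0.347 to 0.430, in NIH3T3 cells from -0.033 to 0.031, and in ATAC-Seq from -0.004 to 0.053 in uninfected cells and from -0.134 to 0.331 at 48 h, and no pairing was used.

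The alternatives were other size factors (RLE), no filter or a stricter filter on low counts, DESeq2 on all libraries or on 2 groups, edgeR on 2 groups, an adjusted p under 0.05, and the replicate number as a block. Others were the preparation series as a covariate, other pseudocounts and scalings of the ATAC-Seq signal, other gene sets and backgrounds, and each library left out in turn. A covariate for the share of signal in the strongest regions was added after the data were seen. Real groupings were compared with other splits of the libraries, all 35 for 4 against 4 and 100 drawn splits otherwise. GO terms, unique molecular identifiers, genome tracks and raw reads were not used here. Microscopy, blots and RT-qPCR were not analysed here.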

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

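The tests on copies of H3f3a, on preparation series, whole chromosomes, collagen genes, ATF4 target genes, sterol synthesis genes, the mitochondrial share, neighbouring regions and the share of signal in the strongest regions, and all exact permutations of gene sets, were chosen only after the results were seen, while the other splits of the libraries, the comparison of genes between C2C12 and NIH3T3 cells and the correlation of expression with accessibility were set before the data were examined.

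In 5 of 94 groups of libraries tested, 1 library lay apart from the others by Dixon's criterion, and chance marks about 1 in 20 groups, which gives 4.7. The mitochondrial share was 7.56% in 0 h Dox minus replicate 3 (8.69% to 8.79% in the others) and 14.3% in 24 h Dox plus replicate 2 (10.8% to 11.3%). Myog had 242 normalized counts in EGFP proliferating replicate 4 (105 to 142). Without that library the log2 fold change of Myog in proliferating cells was -1.38 with an adjusted p of 0.0287. At 48 h Dox plus replicate 4 had an ATAC-Seq sum of 30.3 M (42.1 to 44.4 M) and 42.5% of it in the strongest 10% of regions (47.2% to 47.9%). No condition differs within a group, so no biological explanation was tested. The C2C12 groups span 2 preparation series, but EGFP proliferating replicate 4 also lay apart from replicates 3 and 5 of its own series (105 and 110).

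The effect of EGFP-H3mm18 differed between proliferating and differentiated C2C12 cells for 305 genes, by the test of the difference. Chance can be excluded as the cause, since 1 of 100 splits of the libraries, the real one, gave as many. The 100 were drawn from 31752, and the largest of the others gave 281, close to the real count and above some counts with 1 library left out (below). The same holds for the DEGs after differentiation (1 of 100). Before it 2 of 100 splits gave as many, but these splits ignore the pairing of libraries by number. In proliferating cells, where libraries pair by number, the real split was alone among the 16 splits that part every pair. The largest of the others gave 13 DEGs against the real 234. A share of 1 in 16 is above 0.05, so chance was not excluded for the DEGs before differentiation. Among all splits, one that set EGFP replicates 1, 2 and 4 with EGFP-H3mm18 replicates 2 and 4 gave 1102. The 305 fell to 169 without EGFP differentiated replicate 2, 180 without EGFP-H3mm18 differentiated replicate 5 and 191 without EGFP proliferating replicate 4, and rose to 579 without EGFP differentiated replicate 5. Acta1 differed by -2.04 and Myod1 by 0.99, so that Acta1 was lower only after differentiation while Myod1 was lower by more before it. The states are a condition of the design, and a biological difference between them stays open as untested beyond this comparison.

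Myod1, Myog and Des were lower already in proliferating cells with EGFP-H3mm18. A difference between the preparation series is argued against, since in each series all 3 genes were lower, with -0.89 as the smallest of the 6 decreases. A different copy number of whole chromosomes in the stable lines is also argued against, since the genes of chromosomes 7 and 1, which hold the 3 genes, had medians of -0.02 and -0.091 relative to all genes, far from the effects on the 3. A copy number change of a part of a chromosome, and differences between the lines apart from the expressed protein, were not tested. An effect of H3mm18 on myogenic regulators before differentiation remains a hypothesis.

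In uninfected NIH3T3 cells 2 genes were called with Dox, and chance was not excluded for that count (3 of 35 splits gave as many), though both genes carry sequence of the construct. For 0, 24 and 48 h chance can be excluded, with 1 of 35 splits in each case. The effect of Dox differed between 48 h and uninfected cells for 2 genes, and 13 of 100 splits gave as many, so chance was not excluded there. With each library left out, this count ran from 1 to 9. Tuba1a had an adjusted p of 0.00734 for this difference, and DESeq2 called 15 genes, a count that was not compared with other splits.

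Gm45080, on which the paper does not report, was at least 31.9-fold higher with Dox in uninfected cells and at least 42.1-fold at 0 h, against a floor of 3 counts over the group. At 24 h the 4 libraries held 123 counts with Dox and 2 without, and at 48 h 92 and 1. It shares 67 of 380 sequences of 32 bases with the H3mm18 frame, so reads of the construct may be counted on it. If so, other genes with copies of the sequence could rise as well. The 6 other such genes tested went both ways in uninfected cells (camera, p = 0.928; exact permutation test, two-sided, p = 0.629; 4 of 6 higher), so reads of the construct and expression of Gm45080 itself cannot be told apart. Plaa and Xpo6 share 113 and 69 such sequences, more than Gm45080, and were not called. The pseudogenes Gm12657 and Gm17136, annotated within the spans of Plaa and Xpo6, share the same numbers. The same holds for Gm13349, Gm12950 and Gm49682 within Dnajc1, Mast2 and Senp7. Reads of such nested stretches need not be counted on the surrounding gene. Whether the stretches lie in counted parts of the genes was not tested, so the 6 genes cannot decide the question.

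The Epx region, which the paper does not discuss, was more accessible with Dox in uninfected cells, by 1.04 on the log2 scale. Of the splits of the 8 libraries 1 of 35, the real one, gave as many called regions (3, against at most 2). The margin is narrow, and the real count fell to 2 with quantile normalization and to 1 with a mean of at least 100. Chance was thus not clearly excluded for that count. By the number at an unadjusted p under 0.05 (1444) 8 of 35 gave as many, so chance was not excluded on that measure. Opening of a domain around the region is argued against by its 8 nearest regions, which had a median of 0.060. At 48 h the Epx region had 0.64 (adjusted p = 0.219). The Gm23431 and Gm15617 regions, at 1.63 and 1.42, hold low signal (52.2 ± 14.7 and 67.8 ± 8.70 with Dox), and both were no longer called under quantile normalization. Gm23431 was lost without Dox minus replicate 1, Dox plus replicate 2 or Dox plus replicate 4 (adjusted p of 0.322, 0.152 and 0.179). Gm15617 was lost without Dox minus replicate 4, Dox plus replicate 2 or Dox plus replicate 3 (adjusted p of 0.740, 0.152 and 0.101). An effect of Dox and one of H3mm18 on Epx were not separated.

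The 18 tested collagen genes, outside those the paper discusses, were higher in differentiated cells with EGFP-H3mm18, with a median of 1.43 over all genes and 17 of 18 called. Lower differentiation at 72 h is a candidate explanation, since collagen genes fall in EGFP cells as they differentiate, by -0.99 in the first preparation series and -0.49 in the second. The differences from EGFP cells were larger, 2.07 and 1.34, so a lost fall covers at most a part of them. The genes also lay above their level in proliferating EGFP cells (exact permutation test over all 10 libraries, two-sided, p = 0.00794). No library is of undifferentiated cells kept for 72 h under differentiation conditions. Whether lower differentiation covers the rest thus cannot be told. By the labels no preparation date holds both states, and in the second series the dates lie about 2 months apart. Over all 4 pairings of dates the genes lay above by 0.81 to 1.04, and the fall in EGFP cells ran from -0.99 to -0.43, while the 2 dates of 1 group differed by at most 0.57. The size of the fall is thus less certain than that of the excess, and an effect of preparation shared by both dates of a state was not tested. For the proliferating cells lower differentiation at 72 h is argued against, since the genes were higher there before any differentiation (camera, p = 4.9e-04; exact permutation test, two-sided, p = 0.0476; median 0.19). Of the 18 genes 13 were higher there. Differences between the stable lines stay open as untested.

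With Dox, ATF4 target genes were higher at 24 h, with a median of 0.39 (34 of 39 higher), and sterol synthesis genes were lower, with a median of -0.54 (20 of 22 lower). Exact permutation tests, two-sided, gave p = 0.0286 for both, the smallest possible, and camera 8.8e-11 and 9.1e-09. The paper reports on neither. ATF4 targets had 0.31 at 0 h (exact permutation p = 0.0286), 0.15 at 48 h (exact permutation p = 0.229; camera, 0.0040) and 0.06 in uninfected cells (exact permutation p = 0.143; camera, 0.104). Sterol synthesis genes had -0.35 at 0 h and -0.40 at 48 h (exact permutation p = 0.0286 for each). In uninfected cells they had -0.21, where camera gave 0.0021 but the exact permutation of the libraries gave p = 0.114. In C2C12 cells, where 2 lines are compared and the labels do not say whether Dox was given, sterol synthesis genes had -0.33 in differentiated cells (exact permutation p = 0.00794; camera, 0.063) and -0.04 in proliferating cells (exact permutation p = 0.294). ATF4 targets did not change detectably there (exact permutation p = 0.373 and p = 0.595). An effect of Dox itself may be behind both patterns, and it cannot be told apart from an effect of H3mm18, because in NIH3T3 cells every library with Dox is of the line with the H3mm18 construct, and none of these libraries is of a line without it. The labels of the C2C12 lines, of which 1 expresses EGFP alone, do not mention Dox. The paper's methods state that Dox was given while stable transfectants were selected, for the Tet-On system. They do not state whether it was present when these RNA samples were taken. If both lines had Dox alike, the lower sterol synthesis genes in differentiated C2C12 cells would not come from Dox. Since this was not established, the C2C12 values were not used to part the 2 effects.

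The mitochondrial share of the counts was lower with Dox at all 4 stages, on average by -0.986 percentage points (exact permutation test within stages, two-sided, p = 0.0011). No single stage reached p under 0.05, and the smallest that 4 libraries against 4 allow is 0.0286. In C2C12 cells the share was higher with EGFP-H3mm18 by 1.2 points in proliferating and 1.52 points in differentiated cells (exact permutation test, two-sided, p = 0.341 and 0.563). Dox may lower mitochondrial transcripts, and this cannot be told apart from an effect of H3mm18 for the same reason.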

How the results depend on the processing

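The covariate for the share of signal in the strongest regions and the exact permutation tests of the gene sets were chosen only after the values were seen, and all other alternatives were set in advance. Where a count moved, the cause was not tested unless a construction is named.

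With camera all 6 gene set results kept their direction and their side of the threshold under RLE factors and without a filter. The same held with the replicate block and with each library left out. Fry, run on the main fit only, also kept direction and side for all 6. The muscle genes ran from -1.62 to -1.59 in C2C12 cells under these alternatives and from -1.75 to -1.48 with libraries left out, and at 48 h in NIH3T3 cells from -0.53 to -0.48 and from -0.57 to -0.48. The cell cycle genes ran from 0.46 to 0.65 and from 0.25 to 0.49, with the largest p at 0.041. Exact permutations of the libraries, two-sided, kept 5 of the 6 below 0.05. For the cell cycle genes the median was 0.52 with an exact p = 0.0556, which did not pass 0.05. The ribosomal protein genes ran from -0.33 to -0.24 and from -0.41 to -0.26. The MyoD-induced genes ran from -0.18 to -0.15 and from -0.16 to -0.12 in NIH3T3 cells, and from -0.44 to -0.38 and -0.46 to -0.40 in C2C12 cells. Other splits of the libraries excluded chance for 5 of the 6, with 1 of 100 for muscle and MyoD-induced genes in C2C12 cells, 4 of 100 for ribosomal protein genes, and 1 of 35 for both sets in NIH3T3 cells. For cell cycle genes 3 of 100 drawn splits gave as much, but since the exact permutation over all arrangements did not pass 0.05, chance was not excluded for them.

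In C2C12 cells the number of DEGs stayed within 1.5 times the reported one under every alternative except the following. With only genes of a mean of at least 50 counts tested, 114 were called in proliferating and 1030 in differentiated cells, where fewer genes enter by construction. With the replicate block, 526 were called in proliferating cells. With libraries left out the counts ran from 168 to 304 and from 1420 to 2151. The 305 genes whose effect differed between the states became 574 with DESeq2 and 159 at an adjusted p under 0.05, a stricter threshold by construction. With libraries left out they ran from 169 to 579, outside 1.5 times without EGFP differentiated replicate 2 (169), EGFP-H3mm18 differentiated replicate 5 (180), EGFP proliferating replicate 4 (191) and EGFP differentiated replicate 5 (579).

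In NIH3T3 cells the counts are smaller and moved more. In uninfected cells they rose from 2 to 20 with DESeq2 on the 2 groups, 8 with edgeR on the 2 groups and 7 with the replicate block, and stayed at 2 with each library left out. At 0 h they rose from 30 to 46 with a mean of at least 50 counts, 74 with DESeq2 on all libraries, 129 with DESeq2 on the 2 groups and 48 with the block. At 24 h they rose from 34 to 90 and 118 with the 2 uses of DESeq2. At 48 h they went from 38 to 58 with a mean of at least 50 counts, 96 and 83 with the 2 uses of DESeq2, and 21 at an adjusted p under 0.05. Of the 30, 34 and 38 genes, DESeq2 on all libraries called 29, 30 and 30. With libraries left out the counts ran from 17 to 24 at 0 h, 20 to 27 at 24 h and 24 to 48 at 48 h. Outside 1.5 times were those at 0 h without Dox plus replicate 2 (17) and without Dox plus replicate 1, Dox plus replicate 3 or Dox minus replicate 3 (19 each), at 24 h without Dox minus replicate 3 (20), and at 48 h without Dox plus replicate 4 (24).

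The number of genes whose Dox effect differed between 48 h and uninfected cells went from 2 to 7 with RLE factors, 15 with DESeq2 and 1 at an adjusted p under 0.05. It ran from 1 to 9 with libraries left out. Leaving out any of the 16 libraries at 0 h and 24 h, which do not enter the contrast but its spread, gave 8 or 9. It was 1 without 48 h Dox minus replicate 1 or 4, 48 h Dox plus replicate 2 or 4, or uninfected Dox minus replicate 1 or Dox plus replicate 3. It was 4 without 48 h Dox minus replicate 3, 5 without 48 h Dox minus replicate 2 or uninfected Dox plus replicate 2, 6 without uninfected Dox plus replicate 1 and 8 without uninfected Dox plus replicate 4.

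Among ATAC-Seq regions, the 3 called in uninfected cells became 1 with a mean of at least 100, 11 with cyclic loess (8 higher, 3 lower), 26 with the 2 groups only, 27 with the replicate block and 15 with the share covariate. With libraries left out they ran from 1 to 4, with 1 without Dox plus replicate 2. At 48 h limma called 0, and 2096 had an unadjusted p under 0.05. The count was 4 with a mean of at least 100, 73 with cyclic loess (12 higher, 61 lower), 138 with quantile normalization (38 higher, 100 lower), 1 with the replicate block and 319 with the share covariate (53 higher, 266 lower). With libraries left out it ran from 0 to 61, with 61 without Dox plus replicate 4 (36 higher, 25 lower), 41 without Dox minus replicate 1, 4 without Dox plus replicate 2 and 1 without Dox plus replicate 1.

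The score of the regions of lower DEGs was negative at 48 h under all alternatives, between -0.135 and -0.047, with exact permutation p of 0.0286 to 0.514. It passed 0.05 only with the genes called at an adjusted p under 0.05 (-0.135). With libraries left out it ran from -0.086 to -0.037. With the replicate block it was -0.067 (p = 0.25, exact permutation test within numbers). In uninfected cells its sign was not stable. It was 0.012 with the genes of DESeq2, 0.035 with those at an adjusted p under 0.05, 0.017 with the mean in place of the median, and 0.014 without Dox plus replicate 2, and ran from -0.039 to 0.014 with libraries left out. With all genes as background the score in uninfected cells was -0.104 (exact permutation test, two-sided, p = 0.2). Under the same background it was -0.131 at 48 h (exact permutation test, two-sided, p = 0.514). None of these differed from 0 detectably.

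For single named genes there were 59 results and 786 settings. In 713 the direction and the side of the threshold were the same, in 64 the call was lost, in 9 it was newly made, and in 0 the direction was opposite. Acta1 at 48 h was called by DESeq2 (adjusted p = 0.0547), edgeR on the 2 groups and the replicate block, and the p over its alternatives and libraries left out ran from 2.0e-08 to 0.288. Tnni2 and Myog at 48 h were called with edgeR on the 2 groups and the block, with p up to 0.613 and 0.601 otherwise. Of the largest changes in NIH3T3 cells, Rasa4 at 0 h (-1.04, adjusted p = 0.0794) lost its call without any 1 of the 8 libraries (adjusted p up to 0.367). Col3a1 at 0 h (-0.98) lost it without Dox minus replicate 3 (0.210), and Septin9 at 0 h (-0.86) without Dox plus replicate 2 or 3 or Dox minus replicate 1 or 2 (up to 0.351). At 24 h Acot2 (0.96) lost it with edgeR on the 2 groups (0.227), with the replicate block (0.278) and without Dox plus replicate 1 or Dox minus replicate 1 or 2 (up to 0.337). At 48 h F2r (0.94) lost it with edgeR on the 2 groups (0.112), the block (0.111) and without Dox plus replicate 4 or Dox minus replicate 1, 3 or 4 (up to 0.213). Nucks1 (0.71) lost it with both of these and without 6 of the 8 libraries, all but Dox plus replicate 2 and Dox minus replicate 4 (up to 0.340). Ifi27l2a (-1.34) lost it with the block (0.165) and without Dox plus replicate 2, 3 or 4 or Dox minus replicate 3 (up to 0.272). Ankrd2 (-1.21) lost it without 6 of the 8, all but Dox plus replicate 3 and Dox minus replicate 2 (up to 0.233).

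The depth limits what can be called. In simulated counts edgeR called about as many 2-fold changes as it missed, 47% to 60%, at every comparison, so a gene not called is not shown to be unchanged. Genes with few counts, such as Gapdh, were not tested. For ATAC-Seq 2 of the alternatives set in advance, every region of a gene and the mean over all regions of a gene, were not run, because there is 1 region per gene.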

Differences from the paper's values

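The share covariate was the only setting among the tests compared here that was chosen after the values were seen. The numbers of DEGs in differentiated C2C12 cells, all 5 log2 fold changes the paper's text gives and the FDR of Myh3 were not counted as differing. Counts and FDRs were counted as differing when over 1.5 times apart, and log2 fold changes when further apart than the standard error or of opposite sign.

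The paper's number of genes downregulated at 48 h in NIH3T3 cells is 54, and edgeR called 23. Of the alternatives set before the data were examined, DESeq2 on all libraries (54) and DESeq2 on the 2 groups (59) came within 1.5 times the paper's value. RLE factors (23), no filter (19), a mean of at least 50 counts (33), edgeR on the 2 groups (31), an adjusted p under 0.05 (14), the replicate block (27) and each library left out did not. The paper's methods name DESeq2.

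The paper's FDR of Acta1 in differentiated C2C12 cells is 0.000039, and edgeR gave 0.00152. For Tnnt2 the paper's FDR is 0.00028, against 0.00561. For Tnni2 the paper's is 0.0007, against 0.00556. For Myog the paper's is 0.0000018, against 5.6e-04. For all 4 genes the alternative of DESeq2 on all libraries, set before the data were examined, fell within 1.5 times the paper's value (3.9e-05, 2.8e-04, 7.0e-04 and 1.8e-06). RLE factors, edgeR on the 2 groups and the replicate block did not for any of the 4.

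The paper's text gives 1092 DEGs higher and 1106 lower in differentiated cells. DESeq2 on all libraries gave 1036 and 1022, and these match the numbers printed in Fig. 7A. edgeR gave 958 and 952.

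The paper shows Gapdh in Fig. 7C as a housekeeping gene without change. It had 0 to 5 counts per C2C12 library, too few to test. The paper states no significant effect on ubiquitously expressed genes. The ribosomal protein genes as a set were lower with EGFP-H3mm18 by a median of -0.33 (69 of 78 lower), though few were called singly. For at least 38 of these 78 genes over 80% of the 3′ end sequences also occur elsewhere in the genome, which leaves their counts uncertain. The paper's text finds no particular category among the higher genes, while the terms for these genes in Fig. 7B include muscle tissue development. GO was not used here.

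The paper labels Acta1 among the downregulated genes at 48 h in Fig. 8F. edgeR did not call it (-0.82, adjusted p = 0.130), while DESeq2 on all libraries (adjusted p = 0.0547), edgeR on the 2 groups and the replicate block did. The paper describes lower accessibility around Myh3 at 48 h. The region had -0.40 and was not called over all regions, but was called under cyclic loess (adjusted p = 0.0051) and quantile normalization (adjusted p = 0.00413), and with the share covariate (adjusted p = 7.8e-04), the last chosen after seeing the values. The paper describes lower accessibility of the downregulated genes at 48 h. The score of the 23 had -0.067 (exact permutation test, two-sided, p = 0.20), and only the genes at an adjusted p under 0.05 gave a p under 0.05 (-0.135, p = 0.0286). That setting holds 14 genes.

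The paper sees no change of the transcriptome in uninfected cells. edgeR called 2 genes, both with sequence of the construct.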

Other observations

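The tests on Gapdh, on the Myod1 and Gm47655 regions and on the share of signal in the strongest regions, and the exact permutations of gene sets, were chosen only after the results were seen.

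Gapdh held 34 counts over all 20 C2C12 libraries and 37 over the 32 NIH3T3 libraries, at most 5 and 11 in 1 library. A candidate explanation is that reads shared with its processed pseudogenes were not counted as unique. All of its 369 sequences of 32 bases at the 3′ end occur elsewhere in the genome. If sharing lowers the count, ribosomal protein genes with more shared sequence should be lower. Across 77 such genes in C2C12 cells the share and the count had a Spearman correlation of -0.37 (permutation test over 10000 random orders, p = 6.0e-04), and -0.32 in NIH3T3 cells (p = 0.0040). Genes are not independent replicates. Counts of Rpl27 and Eef1a1, which share 100% and 95.1%, are affected by the same limit.

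Genes called in differentiated C2C12 cells were followed at 48 h in NIH3T3 cells with Dox. The 778 tested genes that were lower in C2C12 cells had a median of -0.098 relative to all genes (503 of 778 lower). Camera gave p = 0.0018, but the exact permutation of the libraries, two-sided, gave p = 0.143. Without the muscle genes the median was -0.086 (camera, p = 0.013; exact permutation p = 0.171). The 805 that were higher in C2C12 cells had 0.087 (camera, p = 0.113; exact permutation p = 0.0286). In uninfected cells the medians were 0.01 (exact permutation p = 0.343) and -0.05 (exact permutation p = 0.0286), so the higher genes moved there the other way. H3mm18 acting on the same genes in both systems may account for this, but it cannot be told apart from less differentiation in both, which lowers the same genes, and the 2 tests differ.

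Across genes, changes of expression and of accessibility with Dox at 48 h had a Spearman correlation of 0.113, and 5 of 35 splits of the ATAC-Seq libraries gave one as large. Whether accessibility around TSSs changes with expression, as might follow from the paper's proposal, cannot be told apart from chance. The small correlation and the 4 libraries per group keep it open.

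At 48 h no region was called, a count that all 35 splits reach, so it says nothing about chance. By the number of regions at an unadjusted p under 0.05 (2096), 17 of 35 splits gave as many, so chance was not excluded on that measure. Some other splits of the same 8 libraries called many regions, up to 20288 for Dox minus replicates 1 and 4 with Dox plus replicates 1 and 4. Those libraries differ in the share of the signal in the strongest 10% of regions. It was 44.5% in Dox minus replicate 1, 46.0% in Dox minus replicate 4 and 42.5% in Dox plus replicate 4, and 47.2% to 48.0% in the others. This unequal share may hide differences. With the share as a covariate limma called 319 regions, 53 higher and 266 lower, and 1 of 35 splits gave as many. The Myh3 region had -0.37 (adjusted p = 7.8e-04), and 10 of 75 tested muscle genes and 22 of 713 MyoD-induced genes were called lower and 0 higher (limma; 4663 regions had an unadjusted p under 0.05 and no other tool was run). Of the 23 lower DEGs 3 were called and 18 had a lower value. Lower accessibility at myogenic genes with H3mm18 is a hypothesis here, since the covariate was found on the same data. Whether the share reflects the quality of the libraries or the state of the cells was not tested.

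Without Dox the Myod1 region was 7.02 higher on the log2 scale at 48 h than in uninfected cells, while its 8 nearest regions had a median of 0.504. Reads from the MyoD cDNA of the retrovirus, which map to the exons of Myod1, may account for it, and the signal there is not a measure of accessibility if so. The Gm47655 region was higher with Dox by 0.40 in uninfected cells (exact permutation test, two-sided, p = 0.0286) and by 0.40 at 48 h (p = 0.0571, the same exact test). Opening of a domain around the locus is argued against, since the 4 nearest regions had a median of -0.37 in uninfected cells. Reads of the inserted construct were not tested apart.

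The forward primer the paper gives for H3mm18 had 8 exact matches in GRCm38, 7 of them in annotated pseudogenes, and the reverse primer had 0. The H3mm18 locus is itself annotated as the pseudogene Gm47655, so the 7 are not all shown to be off target. The Gapdh primers had 96 and 122 exact matches, 1 each in Gapdh itself and 92 and 115 in pseudogenes. Their effect on RT-qPCR was not analysed here.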
